# Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination

**DOI:** 10.1371/journal.pgen.1003192

**Published:** 2013-01-03

**Authors:** Kenneth J. Finn, Joachim J. Li

## Abstract

Copy number expansions such as amplifications and duplications contribute to human phenotypic variation, promote molecular diversification during evolution, and drive the initiation and/or progression of various cancers. The mechanisms underlying these copy number changes are still incompletely understood, however. We recently demonstrated that transient, limited re-replication from a single origin in *Saccharomyces cerevisiae* efficiently induces segmental amplification of the re-replicated region. Structural analyses of such re-replication induced gene amplifications (RRIGA) suggested that RRIGA could provide a new mechanism for generating copy number variation by non-allelic homologous recombination (NAHR). Here we elucidate this new mechanism and provide insight into why it is so efficient. We establish that sequence homology is both necessary and sufficient for repetitive elements to participate in RRIGA and show that their recombination occurs by a single-strand annealing (SSA) mechanism. We also find that re-replication forks are prone to breakage, accounting for the widespread DNA damage associated with deregulation of replication proteins. These breaks appear to stimulate NAHR between re-replicated repeat sequences flanking a re-initiating replication origin. Our results support a RRIGA model where the expansion of a re-replication bubble beyond flanking homologous sequences followed by breakage at both forks in *trans* provides an ideal structural context for SSA–mediated NAHR to form a head-to-tail duplication. Given the remarkable efficiency of RRIGA, we suggest it may be an unappreciated contributor to copy number expansions in both disease and evolution.

## Author Summary

Duplications and amplifications of chromosomal segments are frequently observed in eukaryotic genomes, including both normal and cancerous human genomes. These copy number variations contribute to the phenotypic variation upon which natural selection acts. For example, the amplification of genes whose excessive copy number facilitates uncontrolled cell division is often selected for during tumor development. Copy number variations can often arise when repetitive sequence elements, which are dispersed throughout eukaryotic genomes, undergo a rearrangement called non-allelic homologous recombination. Exactly how these rearrangements occur is poorly understood. Here, using budding yeast to model this class of copy number variation, we uncover a new and highly efficient mechanism by which these variations can be generated. The precipitating event is the aberrant re-initiation of DNA replication at a replication origin. Normally the hundreds to thousands of origins scattered throughout a eukaryotic genome are tightly controlled such that each is permitted to initiate only once per cell cycle. However, disruptions in these controls can allow origins to re-initiate, and we show how the resulting DNA re-replication structure can be readily converted into a tandem duplication via non-allelic homologous recombination. Hence, the re-initiation of DNA replication is a potential source of copy number variation both in disease and during evolution.

## Introduction

Duplication or amplification of chromosomal segments is important for evolution, phenotypic variation, human genetic disorders, and cancer [1]–[5]. Many of these duplications or amplifications are arranged in direct tandem repeat and have homologous sequence elements at their boundary, suggesting they were formed through recombination between non-allelic homologous sequences. Evidence for such non-allelic homologous recombination (NAHR) events is found in the genomes of nearly all species, including humans, where almost half of the human genome is comprised of low or high copy number repeat sequences [6]–[8].

The mechanisms responsible for these duplications or amplifications have been difficult to discern because these events are usually too rare to characterize their molecular intermediates. Nonetheless, studies primarily in microorganisms have led to a number of models for how these duplications/amplifications might arise. The most established model assumes that these NAHR events occur through the same fundamental mechanism as allelic homologous recombination [9]–[11]. In this model NAHR is initiated by a simple DNA double-strand break (DSB) in a repeat sequence, which normally provokes a homology search for the intact allelic counterpart as a repair template. An imperfect search arising from misalignment of sister chromatids or homologs, however, would lead to establishment of a double Holliday junction structure between non-allelic homologous sequences that can resolve into an unequal crossover. Evidence of the reciprocal copy number expansions and contractions expected to arise from such unequal crossing over is limited, having only been observed in the context of large tandem arrays of rDNA [12], [13] or *CUP1* repeats [14], at subtelomeric repeats [15], and in some human genetic disorders [16]. A recent variation on this model suggests that NAHR-mediated tandem duplications/amplifications may be generated by break-induced replication (BIR) [17]. In this model, a broken chromosomal end initiates strand invasion and replication fork assembly at a non-allelic homologous sequence. The fork then duplicates the chromosomal segment between the homologous sequences before proceeding to the end of the chromosome. Again, direct support for this model is minimal.

Recently, we demonstrated that re-replication of a chromosomal segment due to dysregulation of replication controls can efficiently induce NAHR-medicated tandem duplication/amplification of that segment in the budding yeast *Saccharomyces cerevisiae* [18]. Importantly, introduction of simple DSBs failed to induce duplication/amplification with similar efficiency. Our findings raise the possibility that an alternative mechanism initiated by the loss of replication control might be responsible for some NAHR-mediated tandem duplications/amplifications. We have thus been eager to elucidate the mechanism of re-replication induced gene amplification (RRIGA).

The initiation of eukaryotic DNA replication is controlled by a battery of overlapping mechanisms that prevent re-initiation of DNA replication from the hundreds to thousands of replication origins in eukaryotic genomes. Replication initiation normally occurs at these origins in a two-stage process [19], [20]. In G1 phase, origins are licensed for initiation by loading the Mcm2-7 core replicative helicase onto them, a process that requires the origin recognition complex (ORC), Cdc6, Cdt1, and Mcm2-7. During S-phase, licensed origins are triggered to initiate DNA replication. To ensure that none of these origins re-initiate, multiple mechanisms inhibit ORC, Cdc6, Cdt1, and Mcm2-7 to minimize the chance that origins will be relicensed after they have initiated [19]–[21]. Consistent with the non-redundant nature of these controls, experimentally inactivating increasing numbers of these mechanisms leads to progressively increasing amounts of re-initiation and re-replication in budding yeast [22], [23].

These replication controls are critical for cell viability and genome stability. When sufficient controls are disrupted to cause overt re-replication (i.e. an increase in genomic DNA content detectable by flow cytometry), extensive DNA damage and a major DNA damage response is observed [24]–[31]. While the source of damage is not well understood, the amount of damage apparently overwhelms the DNA damage response and leads to massive cell death. In budding yeast, we developed the ability to induce and detect much lower levels of re-replication compatible with cell viability [23]. Retention of viability allowed us to examine the effect of re-replication on genome stability [18]. We found that limited, transient re-replication of a chromosomal segment induced tandem duplication and occasionally higher order amplification of that segment at a rate approximating 10^−2^ per cell division, about five orders of magnitude higher than spontaneous duplication rates [17]. The tandem duplications were bounded by Ty retrotransposon elements, a class of repetitive elements scattered throughout the yeast genome [32].

Here we uncover the mechanism of this re-replication induced gene amplification. These studies show that re-replication induces DNA damage because re-replication forks are highly susceptible to breakage. Our data support a model for RRIGA in which the two forks of a re-replication bubble both proceed beyond repetitive sequence elements flanking the re-initiating origin and then break. Should these breaks occur in *trans* with respect to the chromosome axis, normal 5′ to 3′ strand resection at each break will expose complementary strands of the non-allelic repetitive elements, providing a ready substrate for recombination by a single strand annealing (SSA) mechanism. Such repair of these broken re-replication bubbles will result in a tandem duplication arranged in direct repeat. In this model both the susceptibility of re-replication forks to breakage and the special structural context provided by the re-replication bubble contribute to the extraordinary efficiency of RRIGA. Importantly, the critical event triggering the formation of these tandem direct duplications is re-initiation of DNA replication within the duplicated segment. The remarkably efficient channeling of these re-initiation events into tandem direct duplications raises the possibility that even rare spontaneous re-initiation events may be a potent source of copy number variation in evolution and disease.

## Results

### Homology at Amplicon Boundaries Is Necessary and Sufficient for RRIGA

RRIGA generates gene duplications and amplifications arrayed in head-to-tail orientation at the original chromosomal locus with boundaries corresponding to Ty retrotransposable elements [18]. We previously reported that the inter-amplicon junctions generated by RRIGA had hybrid sequences consistent with a non-allelic homologous recombination event between Ty retrotransposable elements that flank the re-initiating origin (Figure 1A(i)). The two Ty elements most frequently involved in our RRIGA experiments share a 1.3 kb region of 99% sequence identity where the recombination events occurred (Figure S1A).

**Figure 1:**
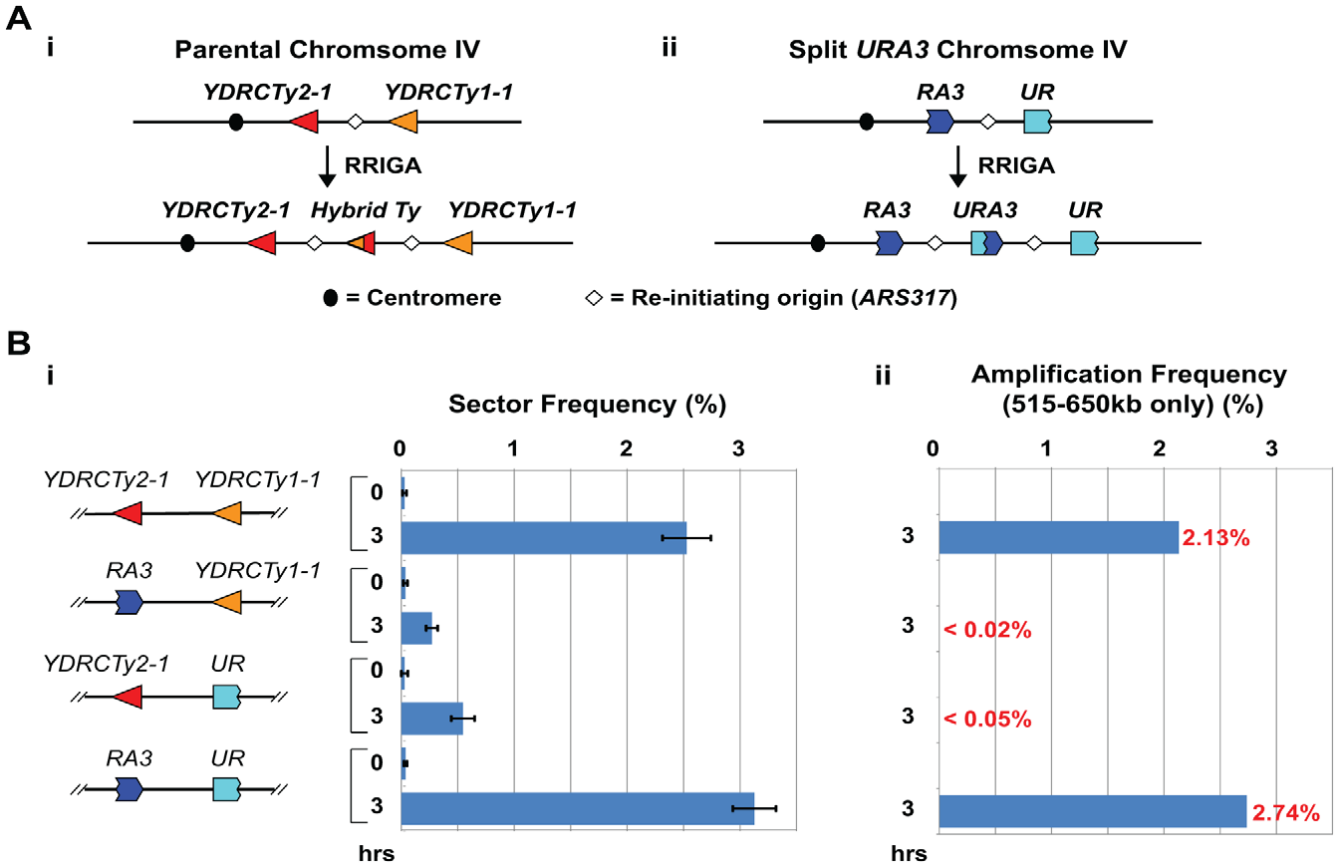
Homologous sequences are necessary and sufficient in *cis* to support RRIGA. A) (i) Schematic of RRIGA arising from NAHR between *YDRCTy2-1* at 515 kb and *YDRCTy1-1* at 650 kb on Chromosome IV; (ii) Schematic of RRIGA arising from NAHR between *3′URA3* (*RA3*) and *5′URA3* (*UR*) fragments replacing *YDRCTy2-1* and *YDRCTy1-1*, respectively (see Figure S1). Frequencies shown are for replacement of Ty and all adjacent LTR and tRNA sequences (version 2). B) (i) Sectoring frequencies (mean ± SEM, n = 3 to 5) before (0 hr) and after (3 hr) induction of re-replication in strains with endogenous Ty elements at 515 kb and 650 kb (YJL8100), with *YDRCTy2-1* replaced by *RA3* (YJL8355), with *YDRCTy1-1* replaced by *UR* (YJL8359), or both Ty elements replaced with the respective *URA3* fragments (YJL8363); (ii) Re-replication induced amplification frequency estimated by multiplying 3 hr sector frequency by fraction of sectors containing 515–650 kb amplification (see Figure S3).

What we did not know was whether the homology between Ty elements is sufficient to promote RRIGA or whether other Ty-associated elements or biology are also important. Most Ty elements, including those involved in our RRIGA studies, are surrounded by tRNA genes and long terminal repeats (LTRs) in inverted orientation. These associated elements are known to cause replication forks to pause and possibly to break [33], [34], disruptions that could stimulate recombination. Hence, if such associated elements are important for RRIGA, it might constrain RRIGA to specific repetitive elements in budding yeast. On the other hand, if homology is sufficient for sequences to serve as RRIGA boundary elements, RRIGA could offer a potential mechanism for a broad range of NAHR-mediated copy number variations.

To address this question we used our previously described RRIGA assay, which exploits colony sectoring [35] to screen for amplification events [18]. In this assay, an origin particularly prone to re-initiate (*ARS317*) when Cdc6, Orc6, and the MCM complex are deregulated is integrated at 567 kb on Chromosome IV, along with a color based copy number reporter gene (*ade3-2p*). Cells with a single copy of *ade3-2p* are pink, while those with two or more copies are red. After transiently inducing re-initiation at *ARS317* during a nocodazole arrest (G2/M), cells are plated for single colonies and possible amplification events are identified from pink colonies with red sectors that comprise 1/2–1/8 of the colony. We then verify and characterize amplifications in the red sectors by array Comparative Genomic Hybridization (aCGH). 

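A sector can turn red when it carries more copies of the *ade3-2p* reporter, though red sectors without such a gain also occurred. Its DNA shows which part of the genome was gained, with the reporter or without it. aCGH reads that gain directly: DNA of the isolate and of a reference strain, each labelled with its own dye, compete for the same spotted probes along all 16 chromosomes. A probe for a duplicated gene of a haploid isolate gives up to 2 times the signal of the reference, and a probe for an unchanged gene gives the same signal.

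The deposited values are log2 ratios of isolate to reference, 1 value per probe and array. The authors scaled each array of a haploid isolate to a mean ratio of 1 and inverted the arrays on which the dyes were swapped. The file holds 14040 probes, and 22.1% of its values are blank. A probe was used when it could be placed by its name on the R64 reference, lay outside the Ty elements and was measured on at least 50% of the arrays. This left 10115 probes, 4978 for ORFs and 5137 for the spaces between them, of which 1291 lie on Chromosome IV and 111 between 515 kb and 650 kb. Each array was centred on the median of the probes outside Chromosome IV. The copy number of a region is the median ratio of its probes, for a haploid scale of 1.

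Each of the 146 red sectors taken after 3 hr of induction, and of the 16 taken at 0 hr, is a single isolate on a single array, so errors are spreads between isolates. An isolate was counted with a 515 kb to 650 kb amplicon when that region was at least 1.3 times the regions on both sides of it. It was counted with an amplicon holding *ARS317* when 567 kb to 650 kb was at least 1.3 and at least 1.3 times the left part of Chromosome IV. Another chromosome was called gained at a median of at least 1.3, and 3 copies were called from 2.3. Ends were found by splitting each chromosome at shifts in its values, without use of the positions the paper gives. They are on the R64 reference, and the paper gives R64-1-1 for the coordinates in its table of oligonucleotides. Sectors of YJL8104, YJL8108 and YJL8112 were all compared with a G1-arrested reference. A G2/M-arrested reference served 8 of the 32 sectors of YJL8100 and 4 of the 12 sectors of both YJL8355 and YJL8359. For this reason shares were also computed for each arrest of the reference. The spread between neighbouring probes was 0.0867 log2 in the median array (0.0596 to 0.242 over 206 isolates), and the number of arrays per strain limits the precision.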

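Chromosome IV of red sectors with intact Ty elements was gained over 1 block around *ARS317*, the origin that re-initiates, and stayed at its haploid level on both sides of the block. The block was the same in YJL6558 and YJL8100, re-replicating strains with both Ty elements that were built separately. YJL6558 carried it in nearly every sector and YJL8100 in most.

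Of the 10 sectors of YJL6558 taken after 3 hr, 9 carried the 515 kb to 650 kb amplicon (90.0%, Clopper-Pearson 95% interval 55.5% to 99.7%). The other sector had gained 515 kb to 875 kb, so all 10 carried an amplicon that holds *ARS317*. Of the 32 sectors of YJL8100, 29 carried such an amplicon (90.6%, interval 75.0% to 98.0%). In 23 of them 515 kb to 650 kb was present in 2 copies, in 4 it was present in 3 copies, and in 2 the gain reached 875 kb. The part of the block left of the origin, 515 kb to 567 kb, had a copy number of 1.89 ± 0.430 (SD, n = 32) in YJL8100 and 1.74 ± 0.0603 (SD, n = 10) in YJL6558. The part right of it, 567 kb to 650 kb, had 1.84 ± 0.401 (SD, n = 32) and 1.64 ± 0.0294 (SD, n = 10). Outside the block, 435 kb to 515 kb had 1.01 ± 0.0171 (SD, n = 32) in YJL8100 and 0.988 ± 0.0166 (SD, n = 10) in YJL6558. On the right, 650 kb to 805 kb had 1.06 ± 0.213 (SD, n = 32) and 1.05 ± 0.217 (SD, n = 10), where the wider spread comes from the sectors gained to 875 kb.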

The vast majority of amplifications identified using this assay span the region from 515–650 kb on Chromosome IV, with *YDRCTy2-1* and *YDRCTy1*-1 at the left and right boundaries, respectively. These are the closest Ty elements flanking the re-initiating *ARS317* origin at 567 kb, and both are surrounded by tRNA genes and LTRs (Figure S1A).

To determine whether homology is sufficient to support RRIGA, we constructed strains in which: (1) *YDRCTy2-1* was replaced by a 3′ portion of the *URA3* gene; (2) *YDRCTy1-1* was replaced by a 5′ portion of the *URA3* gene; or (3) both Ty elements were replaced by their respective *URA3* gene fragments (Figure S1). Two versions of these strains were generated. In version 1 some of the adjacent LTRs were replaced along with each Ty element, but tRNA genes and inverted LTR repeats were preserved (Figure S1B). 

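By the paper's design, version 1 of the replacement at 515 kb keeps the tRNA genes and removes the Ty element and some LTRs. Spacer probes for 1 of these tRNA genes and 1 LTR close to the element were read in the red sectors. The spacer beside the leucine tRNA gene kept its signal in YJL8104, in which the *RA3* fragment replaces that element, and in YJL8108, in which the element is intact. A spacer named after an LTR of the cluster lost signal in YJL8104 but not in YJL8108.

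The spacer probe beside the leucine tRNA gene, tL(UAA)D, had a median log2 ratio of -0.09 (SD 0.226, n = 30 sectors, 0 and 3 hr) in YJL8104. In YJL8108 it was -0.10 (SD 0.324, n = 29). The spacer probe named after the LTR YDRCdelta5 had a median log2 ratio of -0.68 (SD 0.258, n = 15) in YJL8104 and of -0.06 (SD 0.267, n = 27) in YJL8108. *URA3* (YEL021W) on Chromosome V encodes an enzyme of uracil synthesis, and the fragments add a part of it. Its probe had a median log2 ratio of -0.15 (SD 0.163, n = 31) in YJL8104 and of -0.37 (SD 0.292, n = 28) in YJL8108. In YJL8112, which carries both fragments, it was 0.66 (SD 0.269, n = 22). The LTR probe could hybridize to other LTRs of the genome, so its values cannot be turned into copies.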

In version 2, all of the adjacent tRNA genes and LTRs were replaced along with each Ty element (Figure S1C). Importantly, the *URA3* fragments share a 390 bp overlapping region of 100% sequence identity. Thus, sequence homology was present at positions 515 kb and 650 kb on Chromosome IV in the strains in which both endogenous Ty elements were intact, as well as the strains in which both Ty elements were replaced by *URA3* fragments. In contrast, no significant homology was present at these loci in strains in which only one Ty element was replaced by a *URA3* fragment, and we refer to these as non-homologous boundary strains.

The non-homologous boundary strains showed a 5- to 10-fold decrease in sector frequency (Figure 1B(i), Figure S2A, Table S1). Subsequent aCGH analysis of a dozen residual sectors induced in version 2 of each of these non-homologous boundary strains failed to detect any amplifications with endpoints at 515 kb and 650 kb on Chromosome IV (Figure S3, Table S2). Thus, when RRIGA frequencies for the 515–650 kb segment were estimated by multiplying sector frequencies by the percent of sectors that amplified this segment, there was at least a 50- to 100-fold reduction in frequency (Figure 1B(ii)). 

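In the version 2 strains without homology at the boundaries, the amplicon from 515 kb to 650 kb was found in no red sector. It was missing both when the left Ty element was replaced by *RA3* (YJL8355) and when the right one was replaced by *UR* (YJL8359). Sectors of YJL8355 kept the region around *ARS317* at its haploid level, while most sectors of YJL8359 had gained it as part of a longer block.

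Of the 12 sectors of YJL8355 taken after 3 hr, 0 carried the 515 kb to 650 kb amplicon, which allows a share of up to 26.5% (Clopper-Pearson 95% upper limit). In YJL8359 the count was also 0 of 12, with the same limit. In YJL8100, with both Ty elements, it was 27 of 32 (84.4%, interval 67.2% to 94.7%). The difference from each non-homologous boundary strain had p = 2.93e-07 (Fisher's exact test, two-sided). With a G1-arrested reference alone it was 20 of 24 against 0 of 8 for either strain (p = 4.71e-05), and with a G2/M-arrested reference 7 of 8 against 0 of 4 (p = 0.0101). The arrays of YJL8355 and YJL8359 carry the isolate in Cy3. With Cy3 alone it was 18 of 22 against 0 of 8 with the G1-arrested reference (p = 8.46e-05). With the G2/M-arrested one it was 3 of 4 against 0 of 4 (p = 0.143), not detectable at this number of arrays. The copy number of 515 kb to 650 kb was 1.86 ± 0.410 (SD, n = 32) in YJL8100, 1.01 ± 0.180 (SD, n = 12) in YJL8355 and 1.66 ± 0.398 (SD, n = 12) in YJL8359. In YJL8359 the neighbouring 650 kb to 805 kb was raised with it, at 1.82 ± 0.453 (SD, n = 12), against 1.12 ± 0.282 (SD, n = 12) in YJL8355.

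**Figure D1:**
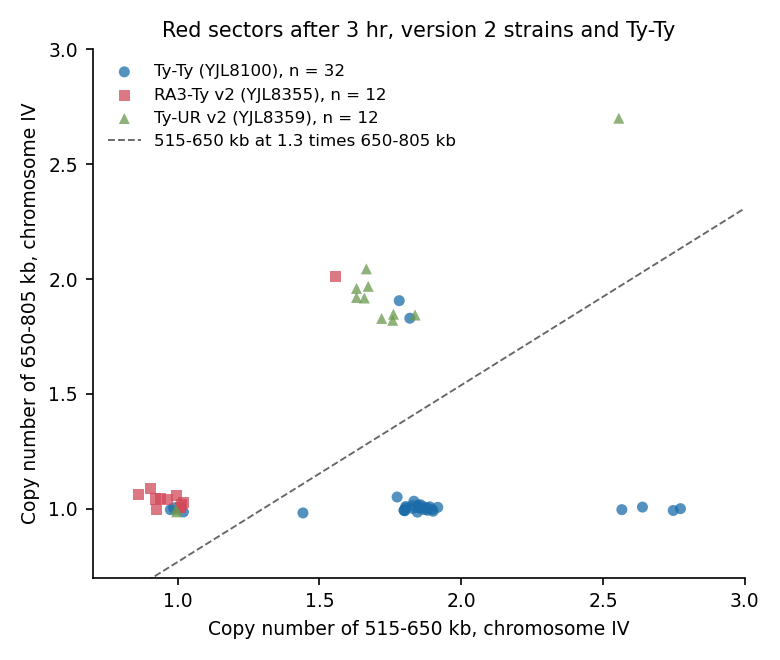
Copy number of 515 kb to 650 kb (x axis) against that of 650 kb to 805 kb (y axis), 1 point per red sector after 3 hr of YJL8100, YJL8355 and YJL8359. Sectors of YJL8100 with the amplicon have a raised x value at a y value near 1, while gained sectors of YJL8359 are raised on both axes and the 1 gained sector of YJL8355 has gained all of Chromosome IV.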

We note that many red sectors derived from the strain without the right hand Ty element at 650 kb (*YDRCTy1-1*) did have an extra copy of the *ade3-2p* reporter, but achieved this either by using Ty elements further to the right as the right hand RRIGA boundary element, or through translocation or aneuploidy. In contrast, most red sectors derived from the strain without the left hand Ty element at 515 kb (*YDRCTy2-1*) did not have an extra copy of the *ade3-2p* reporter, presumably because there are no other Ty elements on Chromosome IV to serve as left-hand RRIGA boundaries (these red sectors presumably arose from other genomic changes that altered the rate of red pigment accumulation in *ade3-2p* cells). These findings confirmed that homology at the boundaries of amplicons is necessary for efficient RRIGA in budding yeast.

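Sectors of YJL8359, which keeps the left Ty element but not the right one, had gained *ARS317* in longer blocks that ran past 650 kb. Their right ends fell at 875 kb or at the end of the chromosome, and their left end lay at 515 kb in all but 1. Genes from *ARS317* out to 875 kb, and to a lesser degree on to the right end, therefore had more copies in YJL8359 than in YJL8355, the strain that keeps only the right Ty element. *DPB4* (YDR121W), which encodes a subunit of a DNA polymerase, *CBS2* (YDR197W), which acts in mitochondrial translation, and *MSS4* (YDR208W), which encodes a lipid kinase, lie in this added stretch.

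An amplicon with *ARS317* was present in 8 of 12 sectors of YJL8359 (66.7%, Clopper-Pearson 95% interval 34.9% to 90.1%) and in 0 of 12 of YJL8355 (p = 0.00135, Fisher's exact test, two-sided). With a G1-arrested reference it was 5 of 8 against 0 of 8 (p = 0.0256). With a G2/M-arrested reference it was 3 of 4 against 0 of 4 (p = 0.143, not a detectable difference at this number of arrays). Of the 8 amplicons, 5 ran from 515 kb to 875 kb, 1 of them in 3 copies, 2 from 515 kb to the right telomere and 1 from 435 kb to the right telomere. Gain of most of Chromosome IV was called in 5 sectors, the 3 with amplicons up to the telomere among them. Another chromosome was gained in 3 of the 12 sectors (25.0%, interval 5.49% to 57.2%), chromosomes II, V and X once each. The gain of X, in YJL9520, is a segment from the left end up to 541 kb, long enough to raise the median of the chromosome. Shorter segments of III and VII that start at a chromosome end were gained in YJL9512 up to 147 kb and in YJL9523 up to 111 kb.

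In limma, 594 of 10115 probes differed between YJL8359 and YJL8355 at an adjusted p under 0.05 and a difference of at least 1.2 times, 592 higher and 2 lower in YJL8359. On the scale as deposited it was 443, 428 higher and 15 lower. Of the probes at 515 kb to 567 kb, 38 of 38 were higher, and of those at 567 kb to 650 kb, 72 of 73. At 650 kb to 805 kb it was 111 of 115, and at 805 kb to 875 kb 60 of 64. Beyond 875 kb the median difference fell from 0.70 to 0.29 log2, and 29 of 85 probes up to 985 kb, 58 of 96 up to 1100 kb and 214 of 365 from there on were called. *VMS1* (YDR049W), which acts in protein quality control and lies left of *ARS317*, differed by 0.83 log2 (standard error 0.180, adjusted p = 0.00124). *DPB4* differed by 0.81 (standard error 0.153, adjusted p = 0.000531), *CBS2* by 0.80 (standard error 0.154, adjusted p = 0.000533) and *MSS4* by 0.71 (standard error 0.128, adjusted p = 0.000326). Of 12 measured genes of purine synthesis, listed before the data were examined, 0 were called in limma (1 at an unadjusted p under 0.05), also when adjusted over the list alone. The number of called probes was 285 when only these strains were fitted and 289 with a weight per array.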

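In red sectors of YJL8355, which lacks the left Ty element, *ARS317* and its surroundings were at their haploid level. Some of these sectors had instead gained chromosome III or V, or parts of chromosomes, and for several others the paper lists no gain. Sequence next to *ADE3*, the gene the reporter is derived from, was also not gained.

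Of 12 sectors of YJL8355, 0 carried an amplicon with *ARS317* that is not a gain of all of Chromosome IV, and 1 sector had gained all of it, at a copy number of 1.77. Another chromosome was gained in 4 of 12 sectors (33.3%, Clopper-Pearson 95% interval 9.92% to 65.1%), III in 2 of them and V in 2. In YJL8100 this was seen in 1 of 32 sectors (3.13%, interval 0.0791% to 16.2%), which had gained XIII (p = 0.0153, Fisher's exact test, two-sided). With a G1-arrested reference it was 3 of 8 against 0 of 24 (p = 0.0113), and with a G2/M-arrested reference 1 of 4 against 1 of 8 (p = 1.0), where too few sectors are left to detect a difference. For chromosome III, and for V, 2 of 12 sectors against 0 of 32 gave p = 0.0698 by the same test (adjusted p = 0.523 over 15 chromosomes). These are shares of red sectors, which rise when sectors with an amplicon become fewer. They do not give how often cells gained a chromosome. YJL9502 had gained parts of III and IX at copy numbers of 1.89 and 1.91. YJL9508 had gained a part of XII at 2.63, and YJL9497 had 0.555 copies of XIV.

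The probe for *ADE3* itself holds no values. Probes for the genes and spacers beside *ADE3* were used in its place, a measure chosen after the data had been seen. Their median copy number was 0.946 ± 0.0737 (SD, n = 12) in YJL8355 and 1.40 ± 0.250 (SD, n = 32) in YJL8100. The difference of 0.454 had p = 1e-05 (permutation test, two-sided), the smallest p it can give. Among isolates labelled with Cy3 against a G1-arrested reference the difference was 0.411.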

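YJL8100 and YJL8355 are both re-replicating strains in which a red sector was picked by its colour, and their sectors differ in DNA content along 1 stretch of Chromosome IV and at single probes or groups of probes elsewhere. Every measured probe from 515 kb to 650 kb had more copies in sectors of YJL8100, and no probe between 650 kb and 1100 kb was called. Genes gained in this way include *YOS9* and *TGL2* on either side of *ARS317*, *MAK21* to their right, *EHD3* near the left boundary and *MSH6* near the right one. Their ORFs on the R64 reference are YDR057W, YDR058C, YDR060W, YDR036C and YDR097C.

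In the same limma fit, 182 of 10115 probes differed between YJL8100 and YJL8355, 118 higher and 64 lower in YJL8100. Without the centring of each array the counts were 119 higher and 37 lower. All 38 probes at 515 kb to 567 kb and all 73 at 567 kb to 650 kb were among the higher ones, with median differences of 0.89 log2 (SD 0.0909) and 0.83 (SD 0.104). *YOS9*, a gene of the quality control of proteins in the endoplasmic reticulum, had a log2 ratio of 0.84 ± 0.416 (SD, n = 30) in YJL8100 and -0.16 ± 0.253 (SD, n = 11) in YJL8355. The difference is 1.01 (standard error 0.145, adjusted p = 2.86e-07). *DET1* (YDR051C), which acts in sterol transport, differed by 1.03 (standard error 0.156, adjusted p = 5.61e-07). *TGL2*, a mitochondrial lipase gene, differed by 0.89 (standard error 0.145, adjusted p = 1.59e-06). *EHD3* encodes a mitochondrial hydrolase and differed by 0.87 (standard error 0.149, adjusted p = 5.28e-06). *MSH6*, a mismatch repair gene, differed by 0.79 (standard error 0.151, adjusted p = 4.61e-05). *MAK21*, which acts in ribosome assembly, differed by 0.41 (standard error 0.0962, adjusted p = 0.00154).

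Of the 64 lower probes, 35 lie on chromosome III and 20 on V, the chromosomes that several sectors of YJL8355 had gained. *MIC10* (YCL057C-A) on III, a gene of mitochondrial membrane shape, was lower by 0.40 log2 (-0.40, standard error 0.0822, adjusted p = 0.000169). Without the arrays whose chromosome ends are raised, its difference was -0.22 (adjusted p = 0.0775), past the threshold no longer. *URA3* was lower by 1.62 log2 (-1.62, standard error 0.115, adjusted p = 3.07e-23). YJL8355 carries the *RA3* fragment of this gene and YJL8100 no fragment, so this difference is built into the strains. Of the 12 measured purine genes 0 were called in limma (2 at an unadjusted p under 0.05), also when adjusted over the list alone. By adjusted p alone 1609 probes passed, 773 higher and 836 lower. Among isolates labelled with Cy3 against a G1-arrested reference 393 were called, 123 higher and 270 lower, so the lower probes depend on the arrays used. From the loss of the 515 kb to 650 kb amplicons and the drop in sectoring in YJL8355 and YJL8359, the paper concludes that homology at the boundaries is necessary for efficient RRIGA.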

More importantly, when sequence homology was restored by replacing the remaining Ty element with the appropriate *URA3* fragment, RRIGA frequencies were also restored. In strains with Ty elements at both 515 kb and 650 kb replaced by either version 1 or version 2 of the overlapping *URA3* fragments, sectoring occurred at a frequency comparable to the strain with endogenous Ty elements intact (Figure 1B(i), Figure S2A, Table S1). Furthermore, most (14/16) of the red-sectors that were examined by aCGH bore an amplification of the 515 kb to 650 kb region of Chromosome IV (Figure S3, Table S2). Importantly, RRIGA frequency in the context of overlapping *URA3* fragments was unaffected by the presence or absence of the tRNA genes or LTRs (compare Figure 1B and Figure S2A, Figure S2B). Thus, sequence homology at the boundaries of amplicons is sufficient to support RRIGA. 

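When both boundaries of the segment carried overlapping *URA3* fragments, the amplicon from 515 kb to 650 kb was back. It was found in most red sectors of YJL8112, the version 1 strain with both fragments, at a share that could not be told apart from that of the strain with both Ty elements. The version 1 strains with 1 fragment and 1 Ty element, YJL8104 and YJL8108, rarely carried it. Their amplicons ran on past 650 kb, so genes from 650 kb to 805 kb had fewer copies in YJL8112 than in either of them. Signal of *URA3* was higher in YJL8112, which was built with both fragments of it.

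The amplicon was present in 17 of 20 sectors of YJL8112 after 3 hr (85.0%, Clopper-Pearson 95% interval 62.1% to 96.8%). It was present in 1 of 28 of YJL8104 (3.57%, interval 0.0904% to 18.3%) and in 1 of 28 of YJL8108, the same share. Each difference from YJL8112 had p = 4.39e-09 (Fisher's exact test, two-sided). All these arrays have a G1-arrested reference, and with the isolates labelled with Cy3 alone each difference had p = 1.06e-08. Against YJL8100, with 20 of 24 for the same reference, the difference was -1.67 points in the direction of YJL8100 minus YJL8112 (p = 1.0, same test). Over all sectors of YJL8100 it was -0.625 points (p = 1.0). The copy number of 515 kb to 650 kb was 1.77 ± 0.387 (SD, n = 20) in YJL8112, with 1 sector at 3 copies. It was 1.43 ± 0.503 (SD, n = 28) in YJL8104 and 1.52 ± 0.458 (SD, n = 28) in YJL8108.

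**Figure D2:**
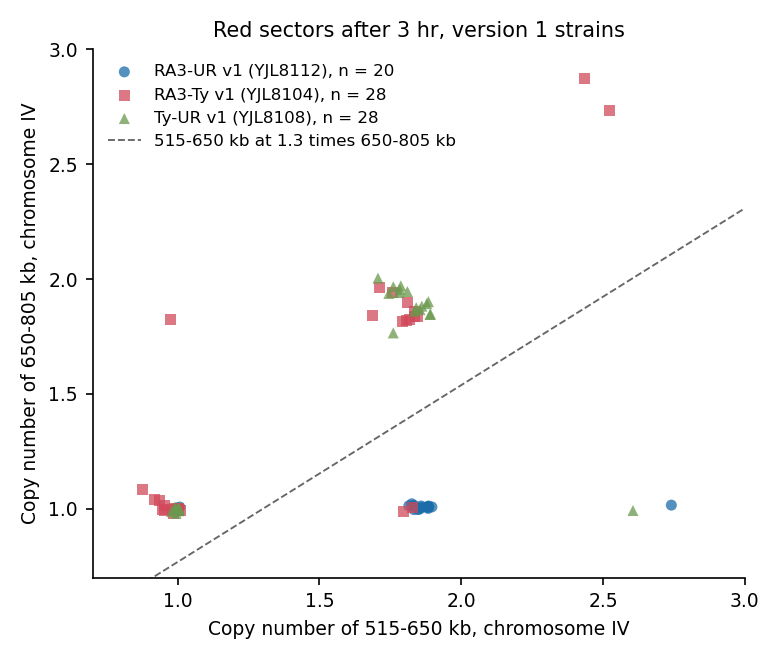
Copy number of 515 kb to 650 kb (x axis) against that of 650 kb to 805 kb (y axis), 1 point per red sector after 3 hr of YJL8112, YJL8104 and YJL8108. All gained sectors of YJL8112 stay near 1 on the y axis (mean over all its sectors 1.01), while most gained sectors of the other strains are raised on both.

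In limma, 114 of 10112 probes differed between YJL8112 and YJL8104, 10 higher and 104 lower in YJL8112. As deposited, without centring, the counts were 54 higher and 109 lower. The lower probes are 100 of the 115 at 650 kb to 805 kb and 4 of the 64 at 805 kb to 875 kb. Adjusted over each list alone, 38 of 38 probes at 515 kb to 567 kb and 57 of 73 at 567 kb to 650 kb were higher. At 805 kb to 875 kb, 49 of 64 were then lower. Against YJL8108, 109 probes differed, 1 higher and 108 lower, and all 108 lie at 650 kb to 805 kb. At 805 kb to 875 kb the median difference was -0.30 log2, and 50 of 64 probes were lower when adjusted over this list alone. Among the lower genes, *ECM18* (YDR125C, a mitochondrial gene) fell by 0.55 log2 from YJL8104 to YJL8112 (-0.55, standard error 0.126, adjusted p = 0.0127). *STB3* (YDR169C), a regulator of ribosome genes, fell by 0.54 (-0.54, standard error 0.119, adjusted p = 0.0127). From YJL8108 to YJL8112, *MRX16* (YDR132C), a mitochondrial gene, fell by 0.60 (-0.60, standard error 0.123, adjusted p = 0.00146). *STE5* (YDR103W), the scaffold of the mating pathway, fell by 0.53 (-0.53, standard error 0.118, adjusted p = 0.00254). *URA3* rose by 0.77 from YJL8104 (standard error 0.102, adjusted p = 3.17e-08) and by 1.08 from YJL8108 (standard error 0.102, adjusted p = 4.70e-15). In part this is set by construction, since YJL8112 has both fragments and the other strains 1 each. With a weight per array the counts of called probes were 223 against YJL8104 and 173 against YJL8108.

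Between YJL8100 and YJL8112, 3 of 10112 probes differed, 1 higher and 2 lower in YJL8100, and at an unadjusted p under 0.05 there were 419. As deposited it was 0 higher and 2 lower, and by adjusted p alone 5 were called. *URA3* was lower in YJL8100 by 2.43 log2 (-2.43, standard error 0.101, adjusted p = 1.76e-44). The strains differ here by construction, since YJL8100 carries neither fragment. *SPT6* (YGR116W), a transcription elongation gene on chromosome VII, was higher by 0.31 (standard error 0.0611, adjusted p = 0.0154 from limma, n = 9 and 3). It was not called as deposited (0.28, adjusted p = 0.295), with dye and arrest in the fit (0.23, adjusted p = 0.0836) or for Cy3 with a G1-arrested reference (0.24, adjusted p = 0.103). Of the 12 measured purine genes, 0 were called in limma in each of these comparisons, also when adjusted over the list alone. At an unadjusted p under 0.05 it was 3 against YJL8104 and 0 in the others. The paper concludes that homology at the boundaries is sufficient for RRIGA. It draws on the return of amplification and of sectoring with both fragments in place, in version 1 and version 2. It also draws on RRIGA frequencies that did not depend on the tRNA genes or LTRs. YJL8112 keeps the tRNA genes and an inverted LTR repeat, so its sectors alone cannot separate homology from these sequences. The version 2 strain with both fragments, taken as red sectors, is not analysed here.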

Given the prevalence of homologous repetitive elements in eukaryotic genomes [36], this finding implies that these genomes are a potentially rich source of substrates for re-replication induced gene amplification.

### Development of a Selection Assay for RRIGA

The fact that RRIGA in budding yeast results in NAHR between homologous sequences flanking a re-initiating origin allowed us to develop a more rapid and sensitive selection-based assay for quantifying RRIGA. We designed the *URA3* fragments replacing the Ty elements at 515 kb and 650 kb such that NAHR between the fragments during RRIGA reconstitutes a full length, functional *URA3* gene at the inter-amplicon junction (Figure 1A(ii)). Thus, in addition to scoring RRIGA between these two endpoints by colony sectoring, we could select for these events on media lacking uracil (Figure 2A, Table S1, Table S3). We note that the selection assay consistently gave a higher frequency than the sectoring assay, most likely because our visual criterion restricted the sectoring assay to capturing amplification events that occurred within 2–3 generations of cell plating (see Text S1).

**Figure 2:**
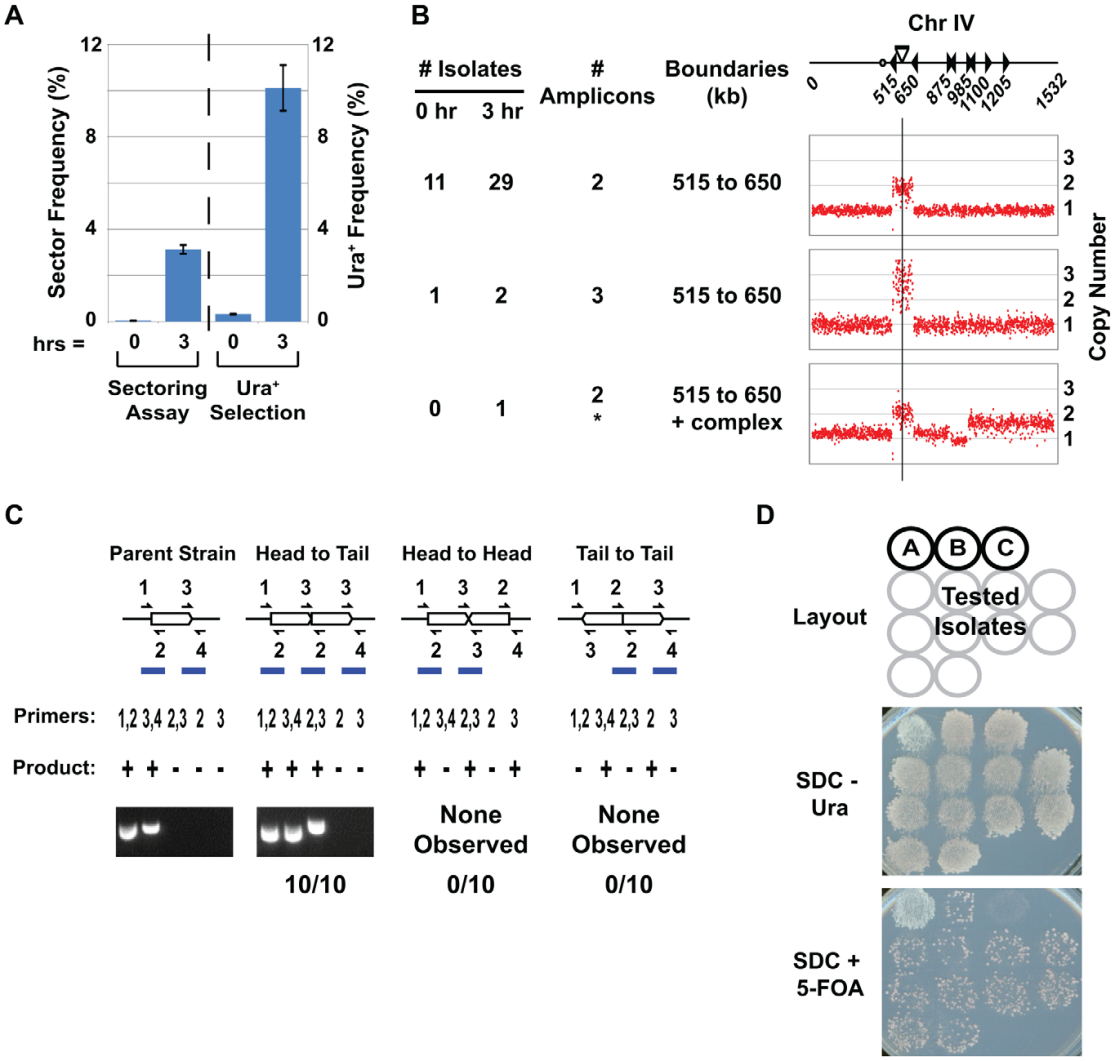
A selection-based assay for detecting RRIGA events. A) Comparison of RRIGA frequencies (mean ± SEM) measured using sectoring assay (n = 4) or *URA3* selection assay (n = 5) in strains (YJL8363/8364) with *YDRCTy2-1* and *YDRCTy1-1* replaced by *URA3* fragments as described for Figure 1B. B) Isolates from *URA3* selection assay have amplifications spanning the segment between *URA3* fragments (Chromosome IV 515–650 kb). aCGH copy number analysis of Chromosome IV shown for 12 isolates selected before (0 hr) and 32 isolates selected after (3 hr) re-replication from YJL8112/8113 and YJL8363/8364. Chromosome IV schematic shows position and orientation of Ty elements (triangles), centromere (circle), and *ARS317-ade3-2p* re-initiation cassette (bar and vertical line). C) Isolates from *URA3* selection assay have amplifications tandemly arrayed *in loco* in direct repeat. The unamplified parental amplicon and three possible orientations for tandem duplications *in loco* are shown schematically. Predicted PCR junction fragments are shown for five sets of primers that flank amplicon boundaries (+, PCR product expected; −, no PCR product expected). Representative PCR products are shown for parental strain YJL8363 and 10 re-replication-induced isolates from B. D) Amplicons appear to be chromosomally integrated but excisable. The 10 isolates tested by PCR in C were grown on non-selective media (YEPD), then replica plated to media lacking uracil (SDC-Ura) or media containing 5-FOA (SDC+5-FOA). Patch A, YJL8698 with extrachromosomal copy of *URA3*. Patch B, YJL6974 with integrated but excisable copy of *URA3*. Patch C, YJL8344 with integrated and un-excisable *URA3*.

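Growth without uracil selects cells in which the *RA3* and *UR* fragments have been joined into a whole *URA3* gene, so each prototroph marks 1 join between the boundaries. The DNA of each isolate then shows whether the segment between the fragments was gained. Isolates came from the version 1 strains YJL8112 and YJL8113 and from the version 2 strain YJL8364, before and after re-replication.

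Each prototroph is 1 isolate on 1 array, 9 taken at 0 hr and 24 at 3 hr, and values were made in the same way as for red sectors. At 3 hr, all 24 arrays carry the isolate in Cy3 against a G2/M-arrested reference. At 0 hr, most carry it in Cy5 against a G1-arrested one (3 arrays of YJL8112, 3 of YJL8113 and 1 of YJL8364), so the time points differ in dye and reference. For this reason 0 hr and 3 hr were not compared. *URA3* had a median log2 ratio of 0.90 (SD 0.214, n = 11) in YJL8112 prototrophs, of 0.80 (SD 0.221, n = 11) in YJL8113 and of 1.00 (SD 0.111, n = 11) in YJL8364, 0 and 3 hr together.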

We characterized the genetic alterations in the *URA3* prototrophs recovered from our selection assay to ensure that they structurally resembled the RRIGA amplifications previously recovered from the sectoring assay. aCGH demonstrated that all prototrophs did indeed bear an amplification that spans the region from 515–650 kb on Chromosome IV (Figure 2B, Table S4). 

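Every uracil prototroph carried the gain of Chromosome IV from 515 kb to 650 kb, whether it was taken before or after re-replication. The gained segment lies between the *URA3* fragments and holds *ARS317*. Most isolates had 2 copies of it and a few had 3. Prototrophs of the version 1 and the version 2 strains carried about the same number of copies.

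The amplicon was called in 33 of 33 prototrophs (100%, Clopper-Pearson 95% interval 89.4% to 100%), 9 of 9 at 0 hr (interval 66.4% to 100%) and 24 of 24 at 3 hr (interval 85.8% to 100%). Copies of 515 kb to 650 kb at 3 hr were 2.01 ± 0.356 (SD, n = 8) in YJL8112, 1.82 ± 0.0398 (SD, n = 8) in YJL8113 and 1.81 ± 0.158 (SD, n = 8) in YJL8364. There were 3 copies in 2 isolates of YJL8112 at 3 hr and in 1 isolate of YJL8113 at 0 hr. The mean of the version 1 strains after 3 hr, 1.91 ± 0.265 (SD, n = 16), exceeded that of version 2 by 0.104, less than the spread between isolates (exact permutation test, two-sided, p = 0.303). All of these arrays share dye and reference. YJL8469 and YJL8470, both from YJL8364, had the lowest copy numbers, 1.47 and 1.67. The paper lists both at 1.5 copies and suspects diploids with the amplicon on 1 of 2 copies of Chromosome IV. By medians the order was the other way, 1.82 in version 1 and 1.88 in version 2.

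**Figure D3:**
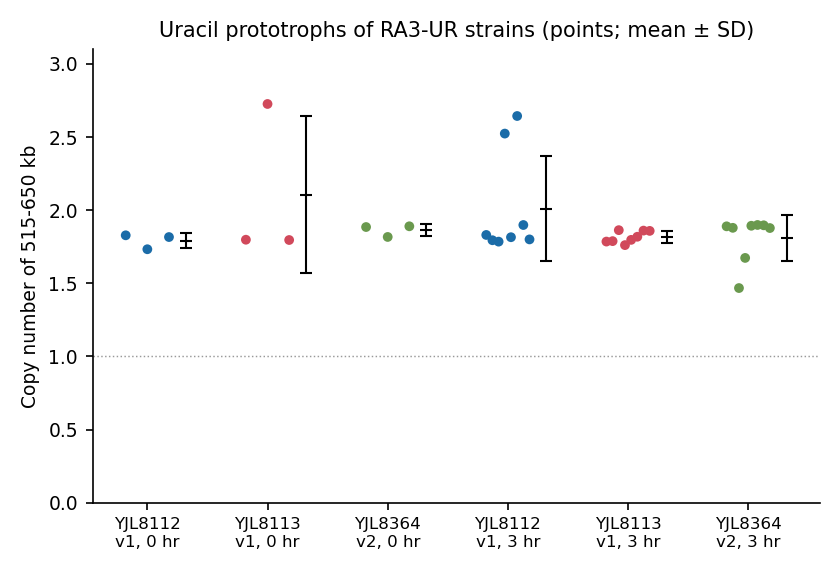
Copy number of 515 kb to 650 kb (y axis) in each uracil prototroph, 1 point per isolate, by parent strain and time (x axis), with the mean ± SD beside the points and a dotted line at 1 copy. All 33 isolates lie above the level of 1.3 used to call a gain, and the lowest is at 1.47.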

PCR across potential amplicon junctions confirmed that the original amplicon boundaries were intact and that the regenerated *URA3* gene was created from a new head-to-tail amplicon junction (Figure 2C). Such a junction could arise from tandem intrachromosomal amplicons in head-to-tail orientation, as previously observed for RRIGA, but could also arise from circularization of an extrachromosomal amplicon via NAHR between the two *URA3* fragments. These two possibilities can be distinguished by the spontaneous loss rate of the regenerated *URA3* gene, because the latter will be lost at a much higher rate than the former. This loss rate can be estimated by the frequency of cells lacking *URA3* (and thus resistant to the drug 5-fluoroorotic acid (5-FOA)) that accumulate in a population when selection for the gene is removed. As shown in Figure 2D, all the *URA3* prototrophs obtained from our selection assay accumulated 5-FOA resistance at a frequency expected for an intrachromosomal amplification. Thus, the amplifications detected using the *URA3* selection assay were structurally identical to those observed using the sectoring screen.

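The gained segment starts and stops at the same places in prototrophs and in red sectors. Its left end lies just right of 515 kb and its right end at 650 kb in both kinds of isolate, next to the Ty elements or the *URA3* fragments.

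Over 56 red sectors with the 515 kb to 650 kb amplicon (0 and 3 hr), the left end was found at 516.16 kb to 516.79 kb, with a median of 516.75 kb (SD 0.135). The right end of these sectors lay at 644.38 kb to 650.08 kb, with a median of 649.68 kb (SD 1.76). In 33 prototrophs the left end was found at 513.04 kb to 521.43 kb, with a median of 516.75 kb (SD 1.10). Their right end lay at 649.13 kb to 655.34 kb, with a median of 649.68 kb (SD 0.994). An end is placed midway between probes, so the probe spacing and missing probes limit its precision to some kb. Junction PCR and the loss of *URA3* on FOA, which the paper also uses here, leave no trace on the arrays.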

### RRIGA Occurs through a Single-Strand Annealing Mechanism

Three major forms of homologous recombination have been characterized in budding yeast and shown to have distinct genetic dependencies (Figure 3A): gene conversion (GC), break induced replication (BIR), and single-strand annealing (SSA) [37]. BIR can be further subdivided into a form that requires the RecA homolog Rad51 and one that is independent of Rad51 [38]. We could thus narrow down the form of homologous recombination responsible for RRIGA by using the *URA3* selection assay to quantify the dependence of RRIGA on various recombination genes. Because the frequency of RRIGA is dependent on the amount of induced re-replication, we normalized the measured frequency against the height of the induced re-replication peak (Figure S4A)

**Figure 3:**
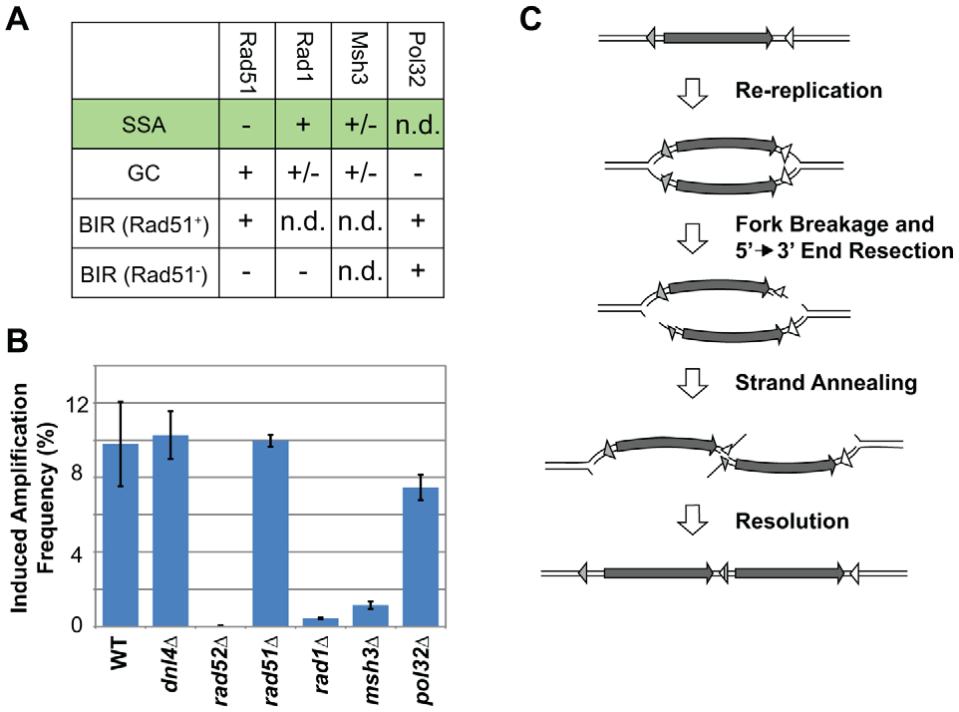
RRIGA is primarily mediated by single-stranded annealing (SSA). A) Summary of genetic requirements for the major sub-types of homologous recombination. SSA = Single Stranded Annealing; GC = Gene Conversion; BIR = Break Induced Replication. “+” = required; “−” = not required; “+/−” = required in some but not all cases; “n.d.” = not determined. B) RRIGA amplification frequencies for WT (YJL8363/8364), *dnl4Δ* (YJL8407/8408), *rad52Δ* (YJL8409/8410); *rad51Δ* (YJL8412/8413), *rad1Δ* (YJL8415/8416), *msh3Δ* (YJL8418/8419), and *pol32Δ* (YJL8421/8422) strains using the *URA3* selection assay. Difference in frequency after 3 hr and 0 hr induction of re-replication was normalized for differences in the amount of re-initiation (see Text S1 and Figure S4). Data are presented as the mean ± combined error (see Text S1). C) Model for RRIGA involving SSA-mediated NAHR. Arrow, amplified segment. Triangles, non-allelic homologous sequences.

The genetic dependencies for RRIGA most closely resembled those for SSA (Figure 3B, Table S3). First, RRIGA was independent of Rad51, which is required for strand invasion in GC and Rad51-dependent BIR but is not required for SSA [39]–[44]. Second RRIGA was dependent on Rad1 and Msh3. The former functions as part of the Rad1-Rad10 structure specific endonuclease, which removes non-homologous 3′ tails during SSA. The latter functions as part of the Msh2-Msh3 complex to stabilize the SSA structure that is recognized by Rad1-Rad10 [45]–[47]. Finally, RRIGA was independent of Pol32, a non-essential subunit of DNA Polymerase δ that is important for BIR [48]. Similar results for *RAD51* and *RAD1* were observed using the colony sectoring assay, although a partial dependence on Rad51 suggests that a subset of these RRIGA events may require this protein (Figure S4B, S4C, Table S1). Taken together, these results indicate that most of the NAHR observed in RRIGA is mediated by SSA.

Such a central role for SSA both restricts the possible mechanisms for RRIGA and expands the genetic alterations associated with SSA. SSA is almost always associated with deletion of chromosomal segments that lie between flanking homologous sequences [37]. A break between those sequences followed by 5′ end resection past both sequences allows them to anneal and initiate repair through NAHR, but at the cost of deleting the intervening segment. In the context of a re-replication bubble, however, SSA could generate a tandem duplication if both forks of the bubble travel beyond flanking homologous sequences and break in *trans* relative to the chromosome axis. The dual fork breaks would cleave the re-replicated sister chromatid in two, leaving a copy of its re-replicated portion at each broken end. Subsequent 5′ end resection back toward the re-replicated homologous sequences closest to each end would then expose complementary strands of these non-allelic sequences for annealing and SSA repair, resulting in a head-to-tail tandem duplication *in loco* (Figure 3C). Such a model provides the most straightforward explanation for how SSA can be responsible for RRIGA. Moreover, in this model, the special context provided by the re-replication bubble to exploit SSA for tandem duplications suggests one reason why re-replication is such a potent inducer of gene amplification.

### Re-Replication Generates DSBs Distal to Both Flanking Repetitive Elements

A key requirement in our SSA model for RRIGA is that each re-replication fork must break origin-distal to the homologous sequence element that will undergo NAHR (Figure 3C). Although re-replication is known to induce double-strand breaks (DSBs), or at least a robust DNA damage response, in most cases the source of those breaks is unknown and actual breakage of re-replication forks has not been directly implicated [24]–[31]. We therefore asked whether there is a correspondence between the position of DSBs and re-replication forks and whether DSB do in fact arise distal to both flanking repetitive elements.

To map the location of DSBs that arise during re-replication from *ARS317*, we sized chromosomal fragments generated by these breaks using pulsed field gel electrophoresis (PFGE) (Figure 4, Figure S5). By preparing genomic DNA from cells embedded within agar plugs, this technique minimizes breakage from *in vitro* manipulations. Cells were harvested for PFGE after inducing re-replication for 0, 3, or 6 hr; as a control we harvested cells from a congenic non-re-replicating strain at the same time points. Prior to PFGE, chromosomal DNA was digested with the I-SceI endonuclease, which cuts a single unique I-SceI recognition site engineered very close to *ARS317*. This digest divides Chromosome IV into two fragments containing sequences to the left and right of *ARS317*, respectively. For those molecules that re-initiated from *ARS317*, the digestion will convert the resulting bubble intermediates into left and right Y-shaped chromosome fragments with *ARS317* near the arm tips, telomere at the stem base, and re-replication fork at the branch point. Hence, a DSB in the re-replicated segment will cleave off an arm of the Y, generating a truncated chromosomal fragment whose length defines the position of the break relative to *ARS317* (Figure 4A). After size separation by PFGE, these fragments were detected by southern analysis using probes just to the left or right of the I-SceI cut site (Figure 4B, Figure S5).

**Figure 4:**
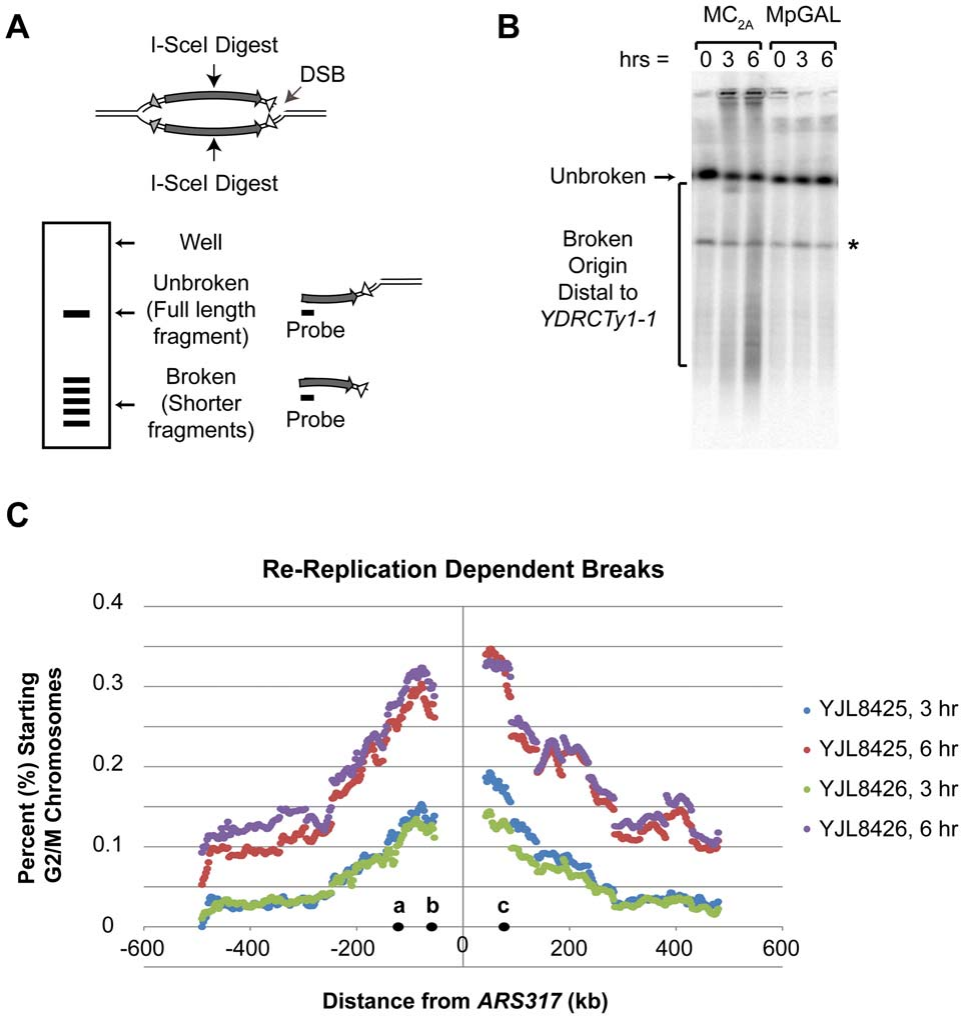
Re-replication induces double-stranded DNA breaks distal to flanking repetitive elements. A) Strategy for mapping DSBs arising during re-replication using an I-SceI site near the re-initiating origin *ARS317* as a physical reference point (see Text S1). The lengths of the small linear fragments generated by DSBs indicate the position of the DSBs relative to the I-SceI cut site. B) Representative Southern blot for DSBs induced by rightward moving re-replication forks. Re-replicating MC_2A_ strains (YJL8425/YJL8426) were induced to re-replicate and at the indicated times chromosomal DNA was prepared, digested with I-SceI, size-separated by PFGE, Southern blotted, and probed for fragments extending rightward from the I-SceI site. Genomic DNA from non-re-replicating Mp_GAL_ control strains (YJL8427/8428) were processed in parallel. Unbroken: full-length Chromosome IV fragment from I-SceI site to right telomere. Bracket: fragments due to DSBs that map origin-distal to YDRCTy1-1. * unidentified DNA fragment present independent of re-replication. C) Distribution of DSBs induced by re-replication from *ARS317* (see Text S1 and Figure S5). For each 2425 bp size range, the amount of re-replication induced fragmentation within that size range is displayed as a percent of the total amount of G2/M chromosomes before re-replication was induced. Positions are relative to *ARS317* (at 0 kb) with positions of CEN4 (a), *YDRCTy2-1* (b), and *YDRCTy1-1* (c) indicated.

Using this approach, we found that re-replication dependent DSBs did indeed arise with significant frequency on both sides of *ARS317* (Figure 4B, Figure S5). Full-length right and left fragments from I-SceI-digested Chromosome IV were detected as discrete bands. Truncated fragments arising from DSBs migrated as a smear representing a range of sizes below the full-length fragments. These truncated fragments were specific to the re-replicating strain and became more abundant with longer induction of re-replication. Quantifying the amount of each fragment length relative to the starting amount of G2/M chromosomes before re-replication (0 hr) allowed us to estimate the percent of these chromosomes that acquired a DSB at each chromosomal position as a consequence of re-replication (see Text S1). Figure 4C shows a plot of this DSB percentage as a function of distance from *ARS317*. The distribution formed a broad peak centered about the origin similar to the distribution of re-replication forks around *ARS317* (Figure S4A: WT). 

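In the re-replicating culture, copies of Chromosome IV were highest at *ARS317* and fell off on both sides over more than 100 kb. Sequence at the origin reached about 3 copies per cell where cells arrested in G2/M have 2. The peak was broad, and the other chromosomes lay close to each other. Their common level of 2 copies is set by the scaling, so it was not measured.

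Cells of YJL8364, the version 2 strain with both *URA3* fragments, were induced for 3 hr and hybridized in 2 cultures against a G2/M-arrested reference. The authors scaled these arrays to a mean ratio of 2. Copies were read as the median over a running window of 10 kb, after the median of the other chromosomes had been set to 2. The peak was 3.07 copies in both cultures, at 564.9 kb in 1 culture and at 567.6 kb in the other. Copies of at least 2.5 reached from 509 kb to 645 kb in the first culture and from 521 kb to 631 kb in the second. Medians of the other chromosomes lay between 1.96 and 2.06 copies. The height was 3.06 without rescaling or with a window of 20 kb and 2.99 with a window of 40 kb. With 2 cultures no test was made.

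**Figure D4:**
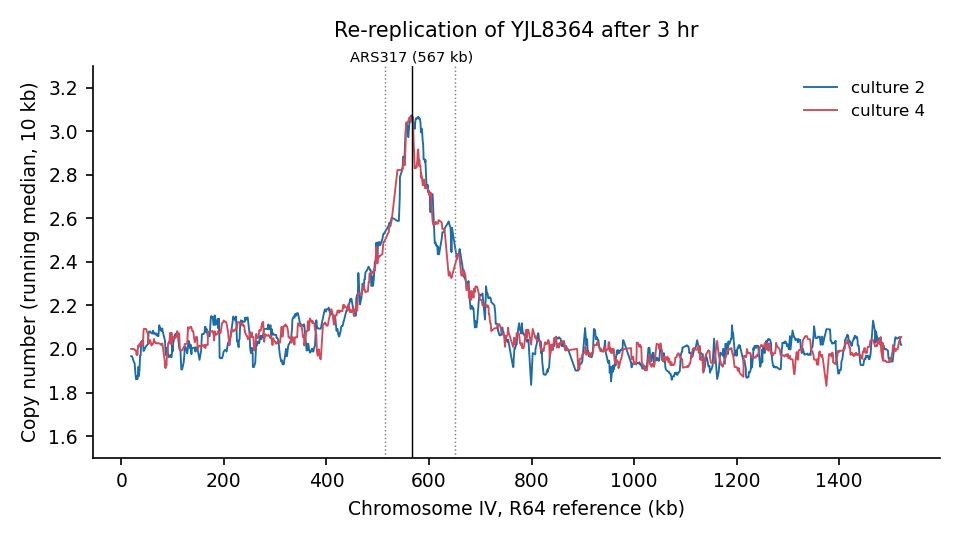
Copy number of Chromosome IV (y axis) along its length in kb (x axis) in the 2 re-replicated cultures of YJL8364, as a running median over 10 kb. Both cultures reach 3.07 copies beside *ARS317*.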

The similarity of these distributions is consistent with the notion that the DSBs arise from breakage of re-replication forks.

Importantly, many of the DSBs we mapped arose origin-distal to the two flanking repetitive Ty elements that are closest to *ARS317* and that participate most frequently in RRIGA. We suspect our analysis undercounts DSB formation because some re-replication forks may not break until after the re-replication induction period, and some forks that break early in this period may already have been repaired. Nonetheless, the data provide a ballpark estimate of the percent of G2 chromosomes that acquire a double strand break beyond the most proximal Ty element as a consequence of re-replication. After 3 hr of re-replication this estimate is roughly 10–15% for either side of *ARS317* (see Text S1). After 6 hr of re-replication the estimate is roughly 30–45%. Thus, these breaks are not rare, and there is a reasonable probability that a re-replication bubble will break at both forks at the positions needed to stimulate the use of homologous sequences in our model for SSA-mediated RRIGA.

### Re-Replication Forks Must Proceed beyond Flanking Repetitive Elements for RRIGA

Our model predicts that the further away a homologous sequence is from the origin, the lower the frequency of RRIGA involving that sequence, as fewer re-replication forks will be able to reach that sequence and break beyond it. The fact that RRIGA amplicons preferentially arise from NAHR between the two closest Ty elements flanking the re-initiating origin as endpoints is consistent with this prediction. However, to test this prediction directly we used the *URA3* selection assay to quantify the frequency of RRIGA in a series of strains where the flanking *URA3* fragments were placed at increasing distance from *ARS317* (Figure 5A).

**Figure 5:**
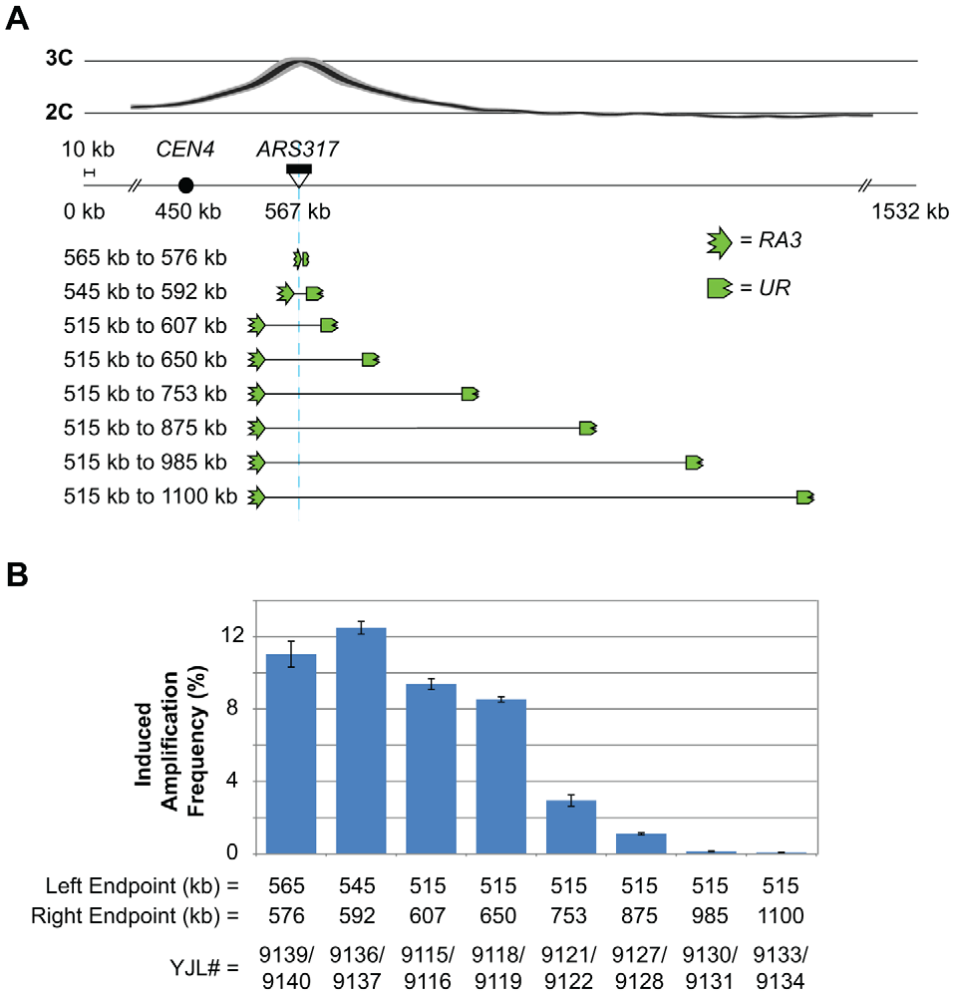
Flanking repetitive elements must be re-replicated in order for RRIGA to occur. A) Schematic showing relocation of the *RA3* and *UR* elements (3′ and 5′ portions of *URA3*, respectively) used in the *URA3* RRIGA selection assay to change their position relative to the re-initiating origin (*ARS317*, light blue line) and the distribution of re-replication forks (as inferred from the re-replication profile). B) Induced amplification frequencies (mean ± SEM, n = 3) for strains with the indicated amplicon boundaries as defined by the position of the *URA3* fragments. Induced frequency is frequency after 3 hr re-replication minus frequency after 0 hr re-replication.

The overall trend supports the prediction. As the flanking URA3 fragments are moved further away from *ARS317*, RRIGA frequencies drop (Figure 5B, Table S3). 

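Isolates with relocated *URA3* fragments had gained the segment that lies between the new positions of the fragments. This held for segments with *ARS317* inside, for a very short one around it and for ones that lie wholly to its right. Each isolate carried 2 copies of its segment.

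For each of 11 strains 1 prototroph was hybridized, taken after 3 hr, so there are no replicates. The found ends differed from the designed positions by 1.10 kb in the median (SD 0.871, highest 3.48 kb, n = 22 ends). In the shortest segment, designed at 565 kb to 576 kb (YJL9139), the gain ran from 565.10 kb to 575.38 kb. In the longest, designed at 515 kb to 1100 kb (YJL9133), it ran from 511.52 kb to 1098.99 kb. In YJL9147, with fragments at 650 kb and 753 kb, *ARS317* was outside the gain of 649.68 kb to 751.46 kb. In YJL9145 the gain was 605.19 kb to 752.56 kb, and in YJL9142 it was 575.38 kb to 712.13 kb, both right of the origin too. The probe of *URA3* had a log2 ratio between 0.86 (YJL9115) and 1.17 (YJL9136). The arrays of YJL9115 and YJL9133 carry the isolate in Cy5, the others in Cy3, all against a G2/M-arrested reference.

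**Figure D5:**
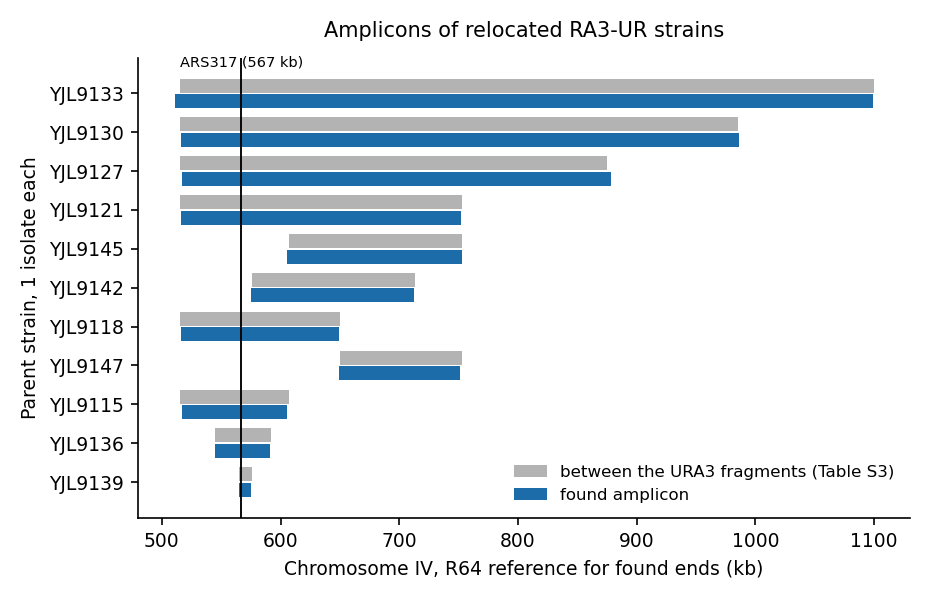
Gained segment of Chromosome IV in kb (x axis) in 11 prototrophs with relocated fragments, 1 bar per isolate (y axis), with the designed fragment positions and *ARS317* marked. No bar ends more than 3.48 kb from a designed position.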

RRIGA isolates from each starting strain were examined by aCGH to confirm that their amplicons did indeed extend from one *URA3* fragment to the other (Figure S6A, Table S4). Importantly, despite the large range of amplicon sizes (11 kb to 585 kb) there was no detectable difference in the growth rates of these isolates (Figure S6B). Hence, the decrease in RRIGA frequencies cannot be explained by a decrease in fitness of those RRIGA isolates with larger amplicons. Instead these results support the requirement for forks to replicate and break beyond flanking homologous sequences.

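Over the designed segments, no relation between the length of the amplicon and its number of copies could be detected in 11 isolates. Over the found segments a linear relation passed p = 0.05 and a relation of ranks did not, so the result depends on the probes used. A gain of 10.3 kb and a gain of 587 kb, the extremes among the relocated isolates, both had about 2 copies.

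The copy number over the designed segment was 1.86 ± 0.0351 (SD, n = 11 isolates), from 1.78 in the isolate of YJL9139, with the shortest segment, to 1.91 in that of YJL9145. The isolate of YJL9133, with the longest segment, had 1.84. Across the 11 isolates, length and copy number had Pearson's r = -0.056 (permutation p = 0.865) and Spearman's rho = -0.118 (permutation p = 0.735), both two-sided. Over the found segments, an alternative chosen after the data had been seen, the isolate of YJL9139 had 1.90 copies from 9 probes in place of 1.78 from 10. Over these, r was -0.633 (permutation p = 0.0364) and rho -0.564 (permutation p = 0.0769). Without the 2 lengths farthest from the median they were -0.424 (permutation p = 0.264) and -0.317 (permutation p = 0.411). Without these 2 lengths, r over the designed segments was 0.249 (permutation p = 0.485) and rho 0.183 (permutation p = 0.644). On the scale as deposited, r over all 11 was -0.421 (permutation p = 0.198) and rho -0.3 (permutation p = 0.369). This was the only relation tested for these isolates. No chromosome other than IV was gained in any of them.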

### RRIGA Proceeds Most Efficiently with the Re-Initiating Origin within the Amplicon

In the SSA model of RRIGA, after a re-replication fork breaks origin-distal to a homologous sequence element, 5′ end resection from the break must proceed back to the homologous sequence to make it available for SSA. With resection rates in *S. cerevisiae* estimated at 4 kb per hour [49], breaks that arise tens of kilobases past the homologous sequence will require many hours of resection before they can facilitate RRIGA, increasing the likelihood that the break will be repaired by an alternative mechanism or fail to occur before chromosomes finally segregate. Hence, one might expect some constraint on how far a fork break can occur beyond a homologous sequence and still stimulate the use of that sequence for RRIGA.

Such a constraint would influence the optimum position of a re-initiating origin relative to homologous boundaries of a potential amplicon. One would predict that RRIGA should be more efficient when the origin is within the amplicon than when it is outside (see Figure 6A). In the latter case, any distance traveled by the re-replication fork that initially moves away from the amplicon will have to be completely retraced during resection followed by further resection from the origin to the closest boundary.

**Figure 6:**
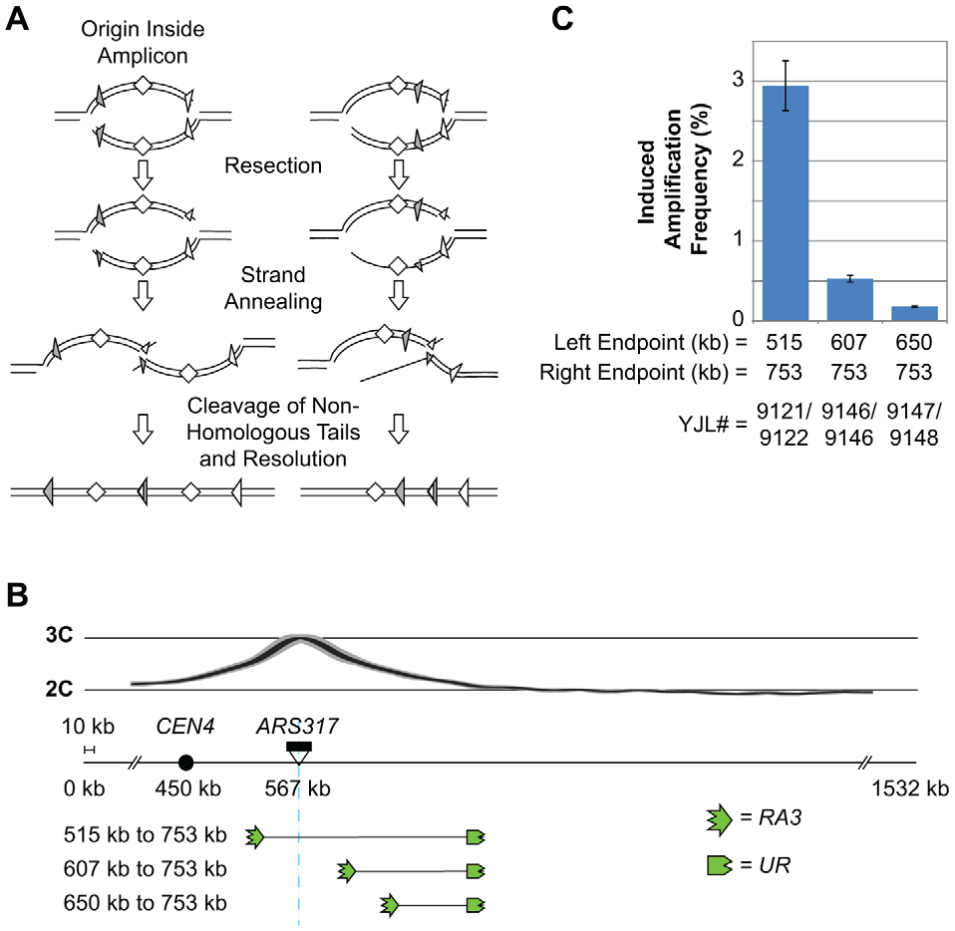
RRIGA proceeds most efficiently when the re-initiating origin lies within the amplicon. A) Schematic comparing SSA models for RRIGA when the re-initiating origin is within the amplicon versus when the origin is outside. The latter case requires long range strand resection back beyond the re-initiating origin in order to expose homologous sequences for NAHR. B) Schematic showing relocation of the *RA3* element to change its position relative to the re-initiating origin (ARS317, light blue line). The re-replication profile is shown above. C) Induced amplification frequencies (mean ± SEM, n = 3) for strains with the indicated amplicon boundaries. Induced amplification frequency calculated as described for Figure 5B.

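The positions to which the fragments were moved differ in how much they re-replicate. At *ARS317* and at 565 kb a culture of YJL8364 had about 3 copies, at 515 kb and 650 kb about 2.5, and from 753 kb on it was back at the level of the rest of the genome.

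In the 2 re-replicated cultures the mean copy number was 3.07 at 565 kb and 3.05 at 567 kb. It was 2.95 at 576 kb, 2.81 at both 545 kb and 592 kb and 2.65 at 607 kb. At 515 kb it was 2.53, from 2 probes, and at 650 kb 2.39, from 1 probe. Farther out it was 2.22 at 713 kb, 2.17 at 435 kb, 2.05 at 753 kb, 1.97 at 805 kb, 1.91 at 875 kb and 1.97 at 1100 kb. The cultures differed by 0.223 copies at 576 kb and by at most 0.125 elsewhere. No probe lies within the window at 985 kb.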

To test this prediction, we generated a series of re-replicating strains in which the right amplicon boundary was held fixed while the left amplicon boundary lay either to the left of *ARS317* (positioning the origin within the amplicon) or at two sites to the right of *ARS317* (positioning the origin outside of the amplicon) (Figure 6B). In this series, the rightward re-replication fork has to travel the longest distance to reach the right homologous sequence boundary, and this distance is unchanged. In contrast, the leftward re-replication fork has little or no distance to travel to get past the left homologous sequence boundaries, but wherever it might break the resection distance back to those boundaries increases. In accordance with the prediction, the RRIGA frequency tracks inversely with the anticipated resection distance. The frequency is highest for the strain with the origin contained within the amplicon and becomes progressively lower as the left amplicon boundary is positioned further to the right of the origin (Figure 6C, Table S3).

Because the size of the amplicons varied in this series of strains, we also compared strains with relatively constant amplicon size in which the re-initiating origin was effectively repositioned outside of the amplicon (Figure S7A). In one set of strains, amplicon boundaries approximately 140 kb apart were moved to the right of *ARS317*, causing a precipitous drop in RRIGA (Figure S7B, Table S3). Although part of this drop can be attributed to the increased distance re-replication forks have to travel to the rightmost boundary (see Figure 5B, strains YJL9118/9119 versus strains YJL9121/9122), the remainder is likely due to the repositioning of the origin outside of the amplicon (compare Figure S7B strains YJL9145/9146 versus Figure 5B strains YJL9121/9122). Similarly, in strains where the amplicon size is maintained at ∼100 kb there is a dramatic decrease in RRIGA frequency when the origin is positioned outside of the amplicon (see Figure S7B, strains YJL9115/9116 versus YJL9147/9148). Thus, as expected from the SSA model for RRIGA, a re-initiating origin is most efficient at inducing amplification if the origin lies between the homologous sequences that define the amplicon boundaries.

## Discussion

### A Model for Re-Replication Induced Gene Amplification

We have previously shown that re-replication in budding yeast is remarkably efficient at inducing NAHR events that result in tandem gene amplifications oriented in direct repeat [18]. A transient, localized, limited pulse of re-replication from a single origin induced segmental amplifications on the order of 10^−2^ per cell per generation. This efficient amplification appeared to be specific to re-replication, as disruption of S-phase replication with mutant replication proteins or hydroxyurea did not induce equivalent amplification frequencies. In this paper, we propose a model for re-replication induced gene amplification (RRIGA) that helps explain why this amplification is so efficient and that provides a new mechanism for NAHR-mediated copy number variation. Such efficiency makes it conceivable that rare or sporadic re-replication events might contribute to DNA copy number changes observed during oncogenesis or evolution.

In our model for RRIGA (Figure 3C), bidirectional re-replication forks proceeding outward from a re-initiating origin can stimulate an efficient NAHR event between flanking homologous sequence elements by replicating beyond them and generating DSBs. Normal processing of these breaks will involve 5′ to 3′ single-strand resection back toward the homologous sequences. In those cases where the two forks break in *trans*, this resection can expose complementary sequences in non-allelic homologous sequences, resulting in annealing and repair of the break by an SSA mechanism. The result is a head-to-tail tandem duplication at the endogenous chromosomal locus. Such tandem duplications can provide a stepping stone for higher order amplifications [50]. Expansion of the duplication might occur readily without further re-replication, as the initially duplicated segments provide a much larger NAHR substrate. On the other hand, if re-replication were to recur in subsequent generations, it could stimulate a series of stepwise expansions that would lead to multi-copy amplification.

### Re-Replication Fork Breakage Drives RRIGA

An important premise for our RRIGA model is the ability of re-replication to induce frequent chromosomal breaks. There are many reports associating the deregulation of replication initiation proteins with the generation of chromosomal breaks or the induction of a DNA damage response [24]–[31]. However, in most cases, this deregulation has been imposed constitutively throughout the cell cycle, making it hard to distinguish whether these breaks are due to re-replication per se or arise from possible disruption of S-phase replication. Because we induced re-replication after completion of an intact S-phase, the chromosomal breaks we observed and mapped can be specifically attributed to re-replication. Importantly, the correspondence between the distribution of breaks and the distribution of re-replication forks along the chromosome suggests that these forks are the source of these DSBs.

Formally, it is possible that the DSBs we mapped were actually the free ends of newly synthesized DNA fragments extruded by head-to-tail fork collisions during multiple rounds of re-replication, as has been proposed to explain induction of a DNA damage response during re-replication in Xenopus extracts [51]. However, this scenario is unlikely in our gene amplification studies, where we induced on average only half a round of re-replication near *ARS317* (i.e. copy number increase from 2C to 3C). Hence, it appears that the re-replication forks themselves are breaking, leading to chromosome fragmentation.

The distribution of re-replication-induced breaks did not reveal any striking hotspots, indicating that these breaks do not depend on special DNA elements or structures that are suspected of potentiating DSB formation by promoting fork stalling and/or collapse [52]–[54]. The independence of these breaks from the inverted LTR repeats and multiple tRNA genes that often surround Ty elements is consistent with our ability to replace entire clusters of these elements with simple homologous sequences and still observe high frequency RRIGA.

Our results therefore raise the possibility that re-replication forks are particularly susceptible to breakage. Supporting this notion is our previous observation that the induction of re-replication can lead to a rapid and massive Rad9-dependent DNA damage response, a response that is not seen during unperturbed S-phase [24]. In fact, even when S-phase was subjected to prolonged disruption from hydroxyurea, it did not generate the type of chromosome fragmentation that was readily detected during re-replication [24]. Hence, unlike S-phase, where breakage among thousands of replication forks is a rare accident, during re-replication fork breakage may be the rule rather than the exception.

Clearly, an important future question will be why forks are so susceptible to breakage during re-replication. Nonetheless, the fact that they are increases the likelihood that re-initiation will lead to a bubble with a break at both forks. Our rough order of magnitude estimate of chromosome breakage frequencies on a single side of *ARS317* (10–15% after 3 hr of re-replication and 30–45% after 6 hr) suggests that such dual fork breaks occur with significant frequency. Thus, even the slightest amount of re-replication may be a potent source of copy number variation.

### The Structural Context Provided by the Re-Replication Bubble Also Facilitates RRIGA

Another key feature of our model that contributes to the efficiency of RRIGA is the structural context provided by the re-replication bubble. First, this structure provides an extra, non-essential chromosomal segment in close proximity to the endogenous segment. Second, when both forks happen to break in *trans* relative to the chromosome axis, this structure channels recombinational repair of the broken ends toward the formation of tandem duplications. Consistent with the importance of this structural context, simply inducing DSBs alone is insufficient to induce amplifications in our assay [18]. DSBs have been implicated in promoting NAHR events that result in the formation of deletions, translocations, and isochromosome formation, but they rarely lead to the type of intrachromosomal amplifications so efficiently induced by re-replication [10], [55]. DSBs are also capable of initiating a mechanism of gene amplification referred to as breakage-fusion-bridge (BFB), but the resulting amplification structure is very different from RRIGA, with amplicons oriented in inverted repeat and a terminal deletion beyond the amplified locus [56]–[59]. Thus, without the context of the re-replication bubble, DSBs do not show the same propensity for forming tandem duplications as observed during RRIGA.

The broader context in which re-replication bubbles appear may also contribute to the efficiency of RRIGA. The multiple overlapping layers of replication controls used by eukaryotic cells [18]–[20] ensure that only a limited number of origins will re-initiate when some of these controls are disrupted. The isolation of the resulting re-replication bubbles increases the likelihood that both forks of a bubble will eventually stall as they run into problems or simply reach the limits of their processivity. Without converging forks from nearby re-replication bubbles to rescue them, these stalled forks will be even more susceptible to breakage. Thus, we anticipate that a large proportion of re-initiation events will form the broken bubble intermediate that can be channeled into tandem direct amplifications.

In contrast, although S-phase replication bubbles are structurally identical to re-replication bubbles, the redundancy of active and backup origins in S-phase [60], [61] ensures that replication bubbles rarely arise in isolation and any fork that happens to stall is readily rescued by a converging fork from a neighboring replication bubble. This may explain why, despite the proposed link between S-phase accidents and various genomic rearrangements [62]–[64], inhibiting origin function or stressing S-phase forks throughout the genome with mutant replication proteins or DNA synthesis inhibitors does not generate RRIGA-like amplification frequencies [18]. To generate isolated replication bubbles, the origin failure or fork stress would have to be so severe that replication would be catastrophically and lethally disrupted. Examples of more tolerated localized replication fork stress have been identified through the discovery of common fragile sites (CFS) [65], [66]. However, individual CFSs can only affect one of the two forks from an expanding replication bubble and, hence, would not generate the broken bubble intermediate central to our RRIGA model. Consistent with this expectation, although some CFSs have been associated with amplifications, the amplifications are not arranged in tandem direct repeat like RRIGA. Instead they are arranged as inverted repeats and are thought to arise through a BFB mechanism initiated by a CFS break [67]–[69].

There is one example of a mutation that disrupts S-phase replication and induces segmental duplications structurally similar to RRIGA amplifications. Deletion of *CLB5*, one of the S-phase cyclins that triggers origin firing in budding yeast, reduces or delays origin activity primarily in the later replicating regions of the genome [70]. This deletion significantly stimulates tandem direct duplications involving NAHR at one chromosomal locus [17]. The mechanism by which *clb5Δ* stimulates these duplications is unknown, but whether or not it occurs through a RRIGA-like mechanism, the duplication rate is still more than one hundred fold lower (7.3×10^−5^ per cell division [17]) than the rate of RRIGA induced by *ARS317* re-initiation. Altogether, these observations suggest that origin re-initiation may be particularly efficient at inducing amplifications in direct repeat because it is particularly efficient at generating isolated re-replication bubbles broken at both forks.

### A Wider Set of Amplification Structures from Re-Replication?

In principle, once re-replication has generated re-replication bubbles broken at both forks in *trans*, subsequent formation of tandem direct duplications can occur by a variety of available repair mechanisms. In budding yeast, where homologous recombination predominates, we have shown that this repair occurs primarily through SSA-mediated NAHR. However, in other organisms, repair could conceivably proceed through alternative mechanisms that don't require extensive sequence homology, such as non-homologous end-joining (NHEJ) or microhomology mediated end-joining (MMEJ). Interestingly, numerous tandem duplications with little or no sequence homology at their interamplicon junctions have been observed in both normal and cancerous human genomes [16], [71], [72]. Hence, we are currently investigating whether re-replication can induce these types of duplications as well.

One can also imagine that if both forks of a re-replication bubble break, they may often break in *cis*, releasing one arm of the re-replication bubble and a full length chromosome. In that event, re-circularization of the arm, whether by SSA-mediated NAHR or some other repair mechanism, would generate a circular extrachromosomal amplicon, such as those frequently seen in human tumors [73]. We did not see evidence of extrachromosomal amplification in our system (Figure 2D), but our amplicons lacked centromeres, and in budding yeast, such amplicons would both be very unstable and preferentially accumulate to high, potentially toxic, copy number in mother cells [74]. It will thus be interesting to see if re-replication can also efficiently stimulate extrachromosomal amplification of centromere containing segments, such as the amplifications reported by Libuda and Winston [75].

### Implications for Disease and Evolution

Our work provides a basis for understanding why re-replication arising from the loss of replication controls can generate duplications and amplifications with such remarkable efficiency. A much harder question to address is *does* re-replication contribute to gene amplifications and tandem duplications, such as those observed in cancers? Three observations suggest that this question is worth pursuing. First, dysregulation of replication initiation proteins has been observed in human cancer cells [4], [76]–[81]. Second, overexpression of replication initiation proteins in certain murine models can promote oncogenesis [81]–[83]. Third, a number of oncogene amplifications display amplicon structures with some or all of the features of yeast RRIGA structures: direct repeat, at the endogenous chromosomal locus, bounded by homologous sequence elements [84]–[87]. More recently, cancer genome sequencing efforts have detected the appearance of numerous tandem duplications in certain cancers [72]. Despite the lack of significant sequence homology at many of their boundaries, these duplications could still conceivably arise by some form of RRIGA, as discussed above. Importantly, the most popular model for gene amplification, the breakage-fusion-bridge mechanism [56], [57], cannot explain these amplifications/duplications in direct repeat, creating a need for alternative mechanisms.

Recently, it has been suggested that the deregulation of replication initiation might promote oncogenesis more directly through the induction of replication stress, resulting in extensive fork stalling, fork collapse, and DSBs [88]–[91]. Although the exact nature or source of this replication stress is not clear, our work documenting the extensive DNA damage and DSBs arising from re-replication forks makes re-replication a possible candidate.

Finally, we note that rare spontaneous tandem duplications and/or amplifications involving NAHR have been observed arising in yeast containing intact replication controls [17] (KJ Finn, unpublished results). These observations invite speculation that, despite intact controls, sporadic re-replication might still occur and cause gene copy number expansions that could promote evolution directly by generating phenotypic variation [11] or indirectly by removing constraints on molecular diversification [1]. It thus will be of interest to see whether these spontaneous copy number gains share some of the genetic dependencies of RRIGA established in this work.

## Materials and Methods

### Strains

All strains used in this study are listed in Table S5 are derived from YJL6974 and YJL6558 [18] using standard methods. Details of their construction, along with the plasmids (Table S6) and oligonucleotides (Table S5) used in their derivation, can be found in the Supplemental Material.

### Strain Growth and Induction of Re-Replication

Yeast cells were grown as previously described [18]. Induction of re-replication was performed as previously described [18]. Full details are available in the Supplemental Material.

### Colony Sectoring Assay

The colony sectoring assay was performed as previously described [18]. Full details are available in the Supplemental Material.

### Uracil Prototrophy Assay

Following induction of re-replication ∼5,000 cfu were plated onto each SDC-Ura plate (to isolate uracil prototrophs) and ∼250 cfu onto each SDC plate (to determine an accurate cfu plated onto the SDC-Ura plates). Plates were incubated at 30°C for 3–5 days, then colonies were counted. The frequency of uracil prototrophs was determined by dividing the total number of colonies on the SDC-Ura plates by the number of cfus plated on the SDC-Ura plates. This frequency was measured in at least two independent experiments and the mean and standard error of the mean (when 3 or more trials were conducted), or the mean and the standard deviation (when only 2 trials were conducted) are reported.

### Pulsed-Field Gel Electrophoresis and Southern Blotting

Cells were fixed and embedded in agarose for PFGE essentially as described [24], except that a proteinase K inactivation step with PMSF was included at the end of plug preparation. 1/3 of each plug was then treated with I-SceI to digest the embedded chromosomal DNA. Plugs were then loaded on a 1% SeaKem LE agarose (wt/vol) gel in 0.5× TBE. The gel was electrophoresed in 14°C 0.5× TBE on a CHEF DR-III system (Bio-Rad) with initial switch time of 50 sec, final switch time of 95 sec, run time of 26 hr, voltage of 6 V/cm, and angle of 120°. The DNA was transferred essentially as described [24], except UV-nicking was used instead of acid hydrolysis. The membrane was probed with a *MAK21* probe generated by PCR from yeast genomic DNA with oligonucleotides OJL2449 and OJL2450, and a *YOS9* probe generated by PCR from yeast genomic DNA with oligonucleotides OJL2231 and OJL2232. A Lambda probe was used to detect a sizing ladder. Images were collected using a Typhoon 9400 (GE Healthcare). Data analysis was carried out using Image J (NIH) and Excel (Microsoft Corp.) software. Full details are available in the Text S1.

### aCGH

DNA used for aCGH was prepared as essentially described [18], [92]. Labeling, hybridization, data acquisition, and data analysis were performed as described [18]. Full details are available in the Supplemental Material.

### Junction PCR

Primers used for junction PCR to determine amplicon orientation and preservation of parental junctions are listed in Table S7. PCR was performed using Phusion DNA polymerase (Finnzymes) according to the manufacturer's instructions. DNA used for junction PCR was prepared using a spheroplasting mini-prep method. Full details are available in the Supplemental Material.

### Accession Numbers

All arrayCGH data from this study have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) database (Series Accession Number GSE41259).

## Supporting Information

Figure S1 Detailed schematics of *YDRCTy1-1*, *YDRCTy2-1*, and *URA3* gene fragment replacements. Schematic comparing the endogenous Ty elements to two versions of the *URA3* fragment replacements. A) Zoomed in view of *YDRCTy2-1* and *YDRCTy1-1*, along with the nearby LTRs and tRNA genes. The 1.3 kb region of 99% sequence identity shared by the two Ty elements is boxed in green. B) Zoomed in view of Version 1 of the *URA3* fragment replacements. The core Ty elements and some of the LTRs are replaced, but the tRNA genes and an inverted LTR repeat are undisturbed. The 390 bp of overlapping sequence identity is boxed in green. C) Zoomed in view of Version 2 of the *URA3* fragment replacements. All of the tRNA genes and LTRs shown in (A) are deleted by these *URA3* fragment replacements. The 390 bp of overlapping sequence identity is boxed in green.
(PDF)

Figure S2 RRIGA requires homology in *cis* and is not enhanced by the presence of inverted LTR repeats or tRNA genes. A) Sectoring frequencies for strains with the endogenous Ty elements at 515 kb and 650 kb (YJL8100), with *YDRCTy2-1* replaced by *RA3* (YJL8104), with *YDRCTy1-1* replaced by *UR* (YJL8108), or both Ty elements replaced (YJL8112). 

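Red sectors of the version 1 strains with 1 *URA3* fragment and 1 Ty element had often gained *ARS317*, though rarely as the amplicon from 515 kb to 650 kb. In both strains the usual left end was still 515 kb, and the right end moved to 805 kb or 875 kb, farther from the origin. YJL8104 lacks the left Ty element and YJL8108 the right one. Version 1 keeps LTRs and tRNA genes beside the replaced elements, and the version 2 strain YJL8355, which lacks the left element with these sequences, had no such amplicon.

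Of 28 sectors of YJL8104 after 3 hr, 13 carried an amplicon with *ARS317* (46.4%, Clopper-Pearson 95% interval 27.5% to 66.1%), and of 28 of YJL8108 17 did (60.7%, interval 40.6% to 78.5%). In YJL8108, 7 amplicons ran from 515 kb to 805 kb, 8 to 875 kb, 1 to the right telomere and 1, in 3 copies, to 650 kb. In YJL8104, 4 ran from 515 kb to 805 kb and 4 to 875 kb. The others there ended at 650 kb, 985 kb or the telomere, or began at 435 kb or, right beside the origin, at 567 kb. 1 more sector of YJL8104, YJL8300, had gained 650 kb to 875 kb, a segment without *ARS317*. YJL8104 exceeded YJL8355 by 46.4 points (p = 0.0035, Fisher's exact test, two-sided), and with a G1-arrested reference 13 of 28 stood against 0 of 8 (p = 0.0319). YJL8108 and YJL8359 differed by -5.95 points in the direction of YJL8108 minus YJL8359 (p = 1.0), a difference that changes sign under other settings. With a G1-arrested reference alone it was -1.79 points, and for Cy3 with that reference 2.88 points (p = 1.0). Another chromosome was gained in 10 of 28 sectors of YJL8104 (35.7%, interval 18.6% to 55.9%) and in 1 of 32 of YJL8100 (p = 0.00166, same test). With a G1-arrested reference alone it was 10 of 28 against 0 of 24 (p = 0.000953). In YJL8108 it was 7 of 28 (25.0%, interval 10.7% to 44.9%). Red sectors were rarer in YJL8104 and YJL8108 than in YJL8100, so these shares do not give how often cells gained a chromosome.

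**Figure D6:**
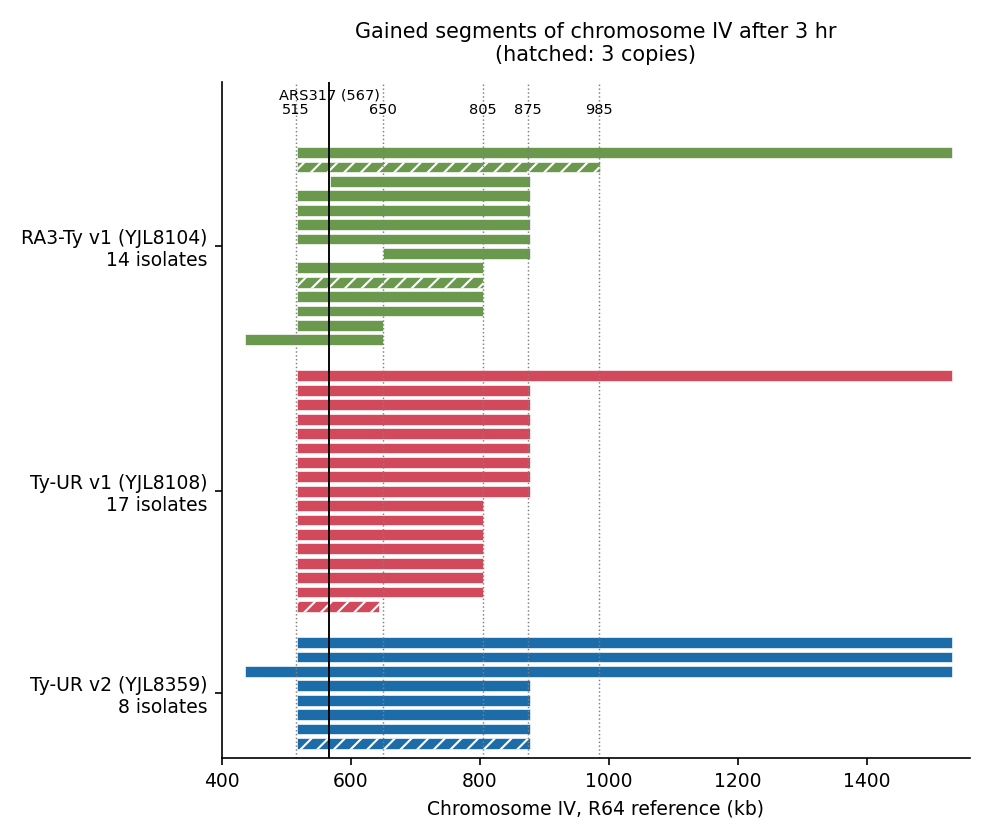
Gained segments of Chromosome IV in kb (x axis), 1 bar per red sector after 3 hr (y axis), of YJL8359 (8 sectors), YJL8108 (17) and YJL8104 (14, 1 of them without *ARS317*). Most bars start at 515 kb and end at 805 kb or 875 kb.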

The *URA3* gene fragment replacements used here are Version 1 (see Figure S1). The sectoring frequencies before (0 hr) and after (3 hr) induction of re-replication are shown. Data are presented as the average ± SD of 2–5 trials for each strain. B) Comparison of amplification frequencies for the Version 1 (YJL8112/8113) and Version 2 (YJL8363/8364) *URA3* fragment replacements using the uracil prototrophy selection assay. A non-re-replicating strain (Mp_GAL_ = YJL9149-9151) is also included as a control. The amplification frequencies before (0 hr) and after (3 hr) induction of re-replication are shown. Data are presented as the average ± SD of 2–5 trials for each strain.
(PDF)

Figure S3 aCGH analysis of selected isolates from the sectoring assay. A subset of the post-induction (3 hr) isolates from the sectoring assay presented in Figure 1 were analyzed using aCGH. Representative aCGH profiles are shown with a tally of how frequently each profile was observed for each strain. *Ty-Ty* = YJL8100; *RA3-Ty* = YJL8355; *Ty-UR* = YJL8359; *RA3-UR* = YJL8363. Chromosome IV schematic shows positions of Ty elements (triangles, also showing orientation), centromere (circle), and *ARS317-ade3-2p* re-initiation cassette (bar and vertical line).
(PDF)

Figure S4 RRIGA is primarily mediated by single-stranded annealing (SSA). A) Re-replication profiles for strains with mutations in recombination factors. WT = YJL8363/8364; *dnl4Δ* = YJL8407/8408; *rad52Δ* = YJL8409/8410; *rad51Δ* = YJL8412/8413; *rad51Δ* = YJL8415/8416; *msh3Δ* = YJL8418/8419; *pol32Δ* = YJL8421/8422. Re-replication from a 3 hour induction was determined using aCGH for each strain. The black line shows the average from 3 independent trials (4 for wild-type). The thick gray band shows ±1 SD. Chromosome IV schematic shows positions of Ty elements (triangles, also showing orientation), centromere (circle), and *ARS317-ade3-2p* re-initiation cassette (bar). B) Amplification frequencies for various recombination mutants as determined by the sectoring assay. MC_2A_ = YJL6558; MC_2A_ *rad51Δ* = YJL7451; MC_2A_ *rad1Δ* = YJL7445; Mp_GAL_ = YJL6974. The sectoring frequencies before (0 hr) and after (3 hr) induction of re-replication are shown. Data are presented as the average ± SD of 2 independent trials for each strain. C) Corrected amplification frequencies for the 3 hr timepoint. A subset of sector isolates isolated after induction of re-replication for each strain (10, 36, 28, and 4, respectively) were tested by aCGH to determine whether or not there is an amplification including the reporter cassette. 

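Red sectors of the re-replicating strain YJL6558 all had the reporter region amplified, and no amplicon was called in the 4 sectors of YJL6974, the strain that does not re-replicate. The fraction of red sectors that bears such an amplification is what turns a sectoring frequency into an amplification frequency.

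An amplicon with *ARS317* was called in 10 of 10 sectors of YJL6558 (100%, Clopper-Pearson 95% interval 69.2% to 100%). In YJL6974 it was called in 0 of 4, which allows a share of up to 60.2%. The paper lists an amplicon in 1 of these, YJL7900, which is called here only at a gain of at least 1.2. As a 515 kb to 650 kb amplicon the counts were 9 of 10 against 0 of 4 (p = 0.0050, Fisher's exact test, two-sided). The copy number of 515 kb to 650 kb was 1.67 ± 0.0363 (SD, n = 10) in YJL6558 and 1.12 ± 0.179 (SD, n = 4) in YJL6974. YJL7788, a sector of YJL6974, had 1.34 copies of all of Chromosome IV and was called as a gained chromosome. These arrays all carry the isolate in Cy3 against G1-arrested YJL6974.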

The average sectoring frequency was then multiplied by the fraction of aCGH tested isolates bearing an amplification.
(PDF)

Figure S5 Re-replication induces double stranded DNA breaks distal to flanking repetitive elements on both sides of the origin. A) Following digestion with I-SceI, DSBs at each fork can be mapped by PFGE and Southern blotting using a probe that anneals to sequences to the left of the cleavage site (shown in blue) or to the right of the cleavage site (shown in red). B) Mapping DSBs at the leftward moving fork. Unbroken, full length molecules are indicated at the position labeled “1”. Molecules with DSBs that arose origin distal to *YDRCTy2-1* lie within the bracketed area labeled “2”. C) Mapping DSBs at the rightward moving fork. Unbroken, full length molecules are indicated at the position labeled “3”. Molecules with DSBs that arose origin distal to *YDRCTy1-1* lie within the bracketed area labeled “4”. For (B) and (C), two independent trials using sister isolates are shown (MC_2A_ = YJL8425 and YJL8426; Mp_GAL_ = YJL8427 and YJL8428). Breaks are evident in the re-replicating strains (MC_2A_) induced to re-replicate, and these increase in number with increased length of induction. These breaks depend upon re-replication, as they are not observed in the non-re-replicating control strains (Mp_GAL_). The bands indicated with an * are unexplained major species which are not dependent upon re-replication.
(PDF)

Figure S6 Decreased frequency of amplification observed for relocation of the amplicon boundaries is not caused by fitness defects. A) Uracil prototroph isolates for each combination of amplicon boundaries considered in Figure 5, Figure 6, and Figure S7 were analyzed using aCGH. Each isolate bears the expected amplification for the combination of amplicon boundaries present. B) Each isolate shown in panel (A) was tested for growth defects by a serial dilution spot test on SDC-Ura at 30°C (all on the same plate, 5-fold dilutions). All isolates grow with similar fitness.
(PDF)

Figure S7 RRIGA proceeds most efficiently when the re-initiating origin lies within the amplicon. A) Schematic showing relocation of the *RA3* and *UR* elements (3′ and 5′ portions of *URA3*, respectively) used in the *URA3* RRIGA selection assay to change their position relative to the re-initiating origin (*ARS317*, light blue line) and the distribution of re-replication forks (as inferred from the re-replication profile). The upper group of amplicons are of a similar size, comparing a case where the origin is within the amplicon to a case with the origin just outside of the amplicon to a case with the origin at a great distance from the amplicon. The lower pair of amplicons are of a similar size (slightly smaller than the amplicons in the upper group), comparing a case where the origin is within the amplicon to a case with the origin at a very great distance from the amplicon. B) Induced amplification frequencies (mean ± SEM, n = 3) for strains with the indicated amplicon boundaries as defined by the position of the *URA3* fragments. Induced frequency is frequency after 3 hr re-replication minus frequency after 0 hr re-replication.
(PDF)

Table S1 Frequency of 1/2, 1/4, and 1/8 red sectored colonies observed in this work.
(PDF)

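Besides Chromosome IV, red sectors had gained a small set of other chromosomes. Gains of II, III, V and XIII made up nearly all of them, in strains of every boundary type. They were common in red sectors taken before re-replication, where a sector of YJL6558 was the only one with a gain around *ARS317*.

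In 162 red sectors, taken at 0 or 3 hr, 38 gains of a chromosome other than IV were called, 12 of XIII, 9 of V, 7 of II and 6 of III. The other 4 were 2 of X and 1 each of VI and XVI. Segments long enough to raise the median were counted too: X in YJL8302 and YJL9520, VI in YJL8163, and XIII in YJL8146, YJL8162 and YJL8168. Of 16 sectors taken at 0 hr, 11 had gained a chromosome. These were 2 of 2 in YJL8100, 3 of 3 in YJL8104, 4 of 4 in YJL8112, 1 of 2 in YJL8355 and 1 of 3 in YJL8359, against 0 of 1 in both YJL8108 and YJL6558. The median copy number of all 38 gains, 0 and 3 hr together, was 1.83 (SD 0.182, from 1.42 to 2.59). Whole chromosomes fell below 0.77 copies in 3 sectors, I in YJL8298 and YJL8313 and XIV in YJL9497.

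For the 206 isolates analysed here, the tables of the paper list 50 whole-chromosome events and 19 segmental ones, and 48 of the whole-chromosome events were found here. The segmental ones match 18 found segments, since the triplication and the adjoining duplication of XII in YJL9508 were found as 1 segment. Of 27 segment ends listed inside a chromosome, 23 lay within 5 kb of the found ones, and the median distance was 1.28 kb. For the other 4, found minus listed was -18.1 kb in YJL8162, 18.0 kb in YJL9502, and 32.6 kb and -123 kb in YJL9508. Boundaries of the Chromosome IV amplicon, or its absence, were the same in 205 of 206 isolates (99.5%, Clopper-Pearson 95% interval 97.3% to 100.0%), at a tolerance of 10 kb. Isolates without an amplicon in the paper and here count as the same, so this share is not one of boundaries alone. Segments called as gained but absent from the tables numbered 27, all at chromosome ends, in YJL9503, YJL9514, YJL9515 and YJL9523. Their copy numbers ran from 1.30 to 1.51. Each of these arrays had them at more than 1 end, and on that of YJL9503 chromosome ends lay 0.46 log2 above the rest of the genome. They cannot be told apart from the raised ends seen on some arrays, so they need not be gains that the paper missed.

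**Figure D7:**
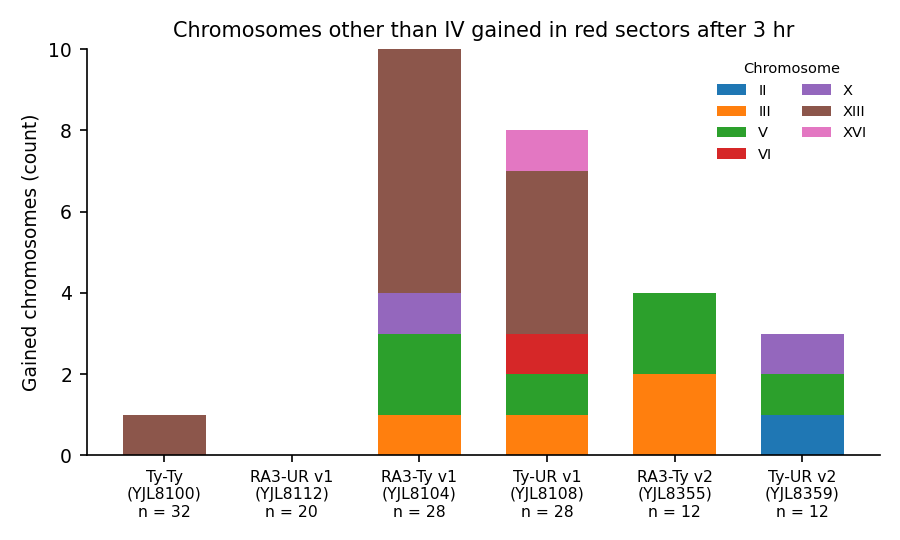
Number of gained chromosomes other than IV (y axis) in red sectors after 3 hr, by parent strain (x axis) and coloured by chromosome. Chromosomes whose median was raised by a long segment are included. YJL8104 has 10 gains, 6 of them of XIII, and YJL8112 has 0.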

Table S2 aCGH analysis of red-sectored colony isolates.
(PDF)

Table S3 Frequency of uracil prototrophs from the selection assay observed in this work.
(PDF)

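Prototrophs with other events besides the 515 kb to 650 kb amplicon were few. These events were gains of whole chromosomes, and no chromosome other than IV was gained in more than 1 isolate of the same strain.

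Of the prototrophs taken after 3 hr, another chromosome was gained in 1 of 8 of YJL8112, in 2 of 8 of YJL8113 and in 1 of 8 of YJL8364. At 0 hr it was 1 of 3 of YJL8112, 1 of 3 of YJL8113 and 0 of 3 of YJL8364. YJL8436 had gained II and VII at copy numbers of 1.85 and 1.83, and YJL8445 had gained X at 1.78. Gains with a copy number further from 2 were XVI in YJL8457 (1.62), I in YJL8454 (1.55), V in YJL8432 (1.54), XIII in YJL8470 (1.41) and IX in YJL8454 (1.32). The paper marks each of these isolates as a possible diploid or mixture of cells. With 8 or fewer isolates per strain and time, these counts were not tested against each other.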

Table S4 aCGH analysis of uracil prototroph isolates.
(PDF)

Table S5 Yeast strains used in this study.
(PDF)

Table S6 Plasmids used in this study.
(PDF)

Table S7 Oligonucleotides used in this study.
(PDF)

Text S1 Detailed descriptions of all methods and materials used in this study.
(PDF)

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192

Figure S3

Isolates (from parent)

<i>Ty-Ty</i>	<i>RA3-Ty</i>	<i>Ty-UR</i>	<i>RA3-UR</i>	Copy #	Boundaries (kb)
24	0	0	14	2	515 to 650
3	0	0	0	3	515 to 650
2	0	5	0	2	515 to 875
0	0	2	0	2	515 to Tel
0	0	1	0	2	435 to Tel
0	1	2	0	2	disomy
3	11	2	2	1	none

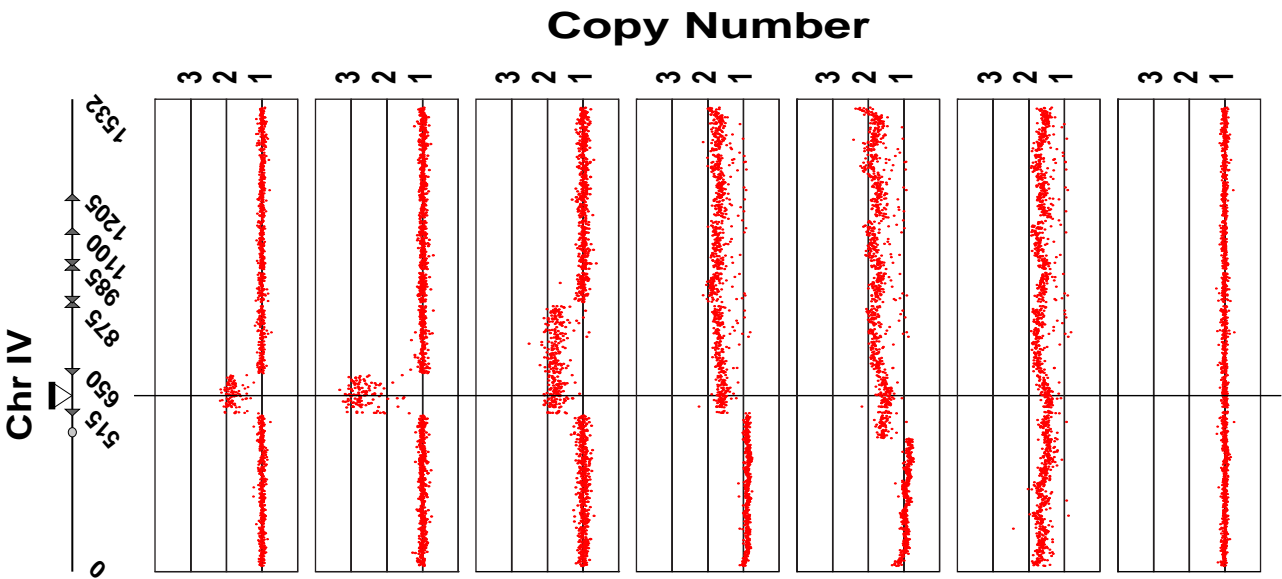

**Supplement:** Figure S3 — aCGH analysis of selected isolates from the sectoring assay. A subset of the post-induction (3 hr) isolates from the sectoring assay presented in Figure 1 were analyzed using aCGH. Representative aCGH profiles are shown with a tally of how frequently each profile was observed for each strain. Ty-Ty = YJL8100; RA3-Ty = YJL8355; Ty-UR = YJL8359; RA3-UR = YJL8363. Chromosome IV schematic shows positions of Ty elements (triangles, also showing orientation), centromere (circle), and ARS317-ade3-2p re-initiation cassette (bar and vertical line).

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S1 — Frequency of 1/2, 1/4, and 1/8 red sectored colonies observed in this work.

Table S1

Frequency of 1/2, 1/4, and 1/8 red sectored colonies observed in this work

Parent Strain	Genotype	Time	# Trials	Total Colonies Screened	Mean Sector Frequency	Standard Deviation	Standard Error of the Mean
YJL6974	<i>MCM7-2NLS pGAL YDRCTy2-1 YDRCTy1-1</i>	0 hr	2	2881	0.04%	0.05%	0.04%
YJL6974	<i>MCM7-2NLS pGAL YDRCTy2-1 YDRCTy1-1</i>	3 hr	2	7411	0.20%	0.01%	0.01%
YJL6558	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	0 hr	2	3731	0.05%	0.08%	0.05%
YJL6558	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	3 hr	2	3608	3.51%	0.20%	0.14%
YJL7445	<i>rad1Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	0 hr	2	3648	0.08%	0.11%	0.08%
YJL7445	<i>rad1Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	3 hr	2	5462	0.68%	0.13%	0.09%
YJL8100/<br>8101	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	0 hr	5	8989	0.03%	0.04%	0.02%
YJL8100/<br>8101	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 YDRCTy1-1</i>	3 hr	5	7373	2.53%	0.48%	0.21%
YJL8104	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) YDRCTy1-1</i>	0 hr	2	2976	0.08%	0.11%	0.08%

Table S1 (continued)

Frequency of 1/2, 1/4, and 1/8 red sectored colonies observed in this work

Parent Strain	Genotype	Time	# Trials	Total Colonies Screened	Mean Sector Frequency	Standard Deviation	Standard Error of the Mean
YJL8104	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) YDRCTy1-1</i>	3 hr	2	6310	0.56%	0.18%	0.13%
YJL8108	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 ydrcty1-1::UR(v1)</i>	0 hr	2	2834	0.05%	0.07%	0.05%
YJL8108	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 ydrcty1-1::UR(v1)</i>	3 hr	2	7269	0.53%	0.24%	0.17%
YJL8112	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) ydrcty1-1::UR(v1)</i>	0 hr	2	2961	0.14%	0.05%	0.04%
YJL8112	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) ydrcty1-1::UR(v1)</i>	3 hr	2	2301	3.12%	0.15%	0.11%
YJL8355/<br>8356	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) YDRCTy1-1</i>	0 hr	3	6059	0.04%	0.03%	0.02%
YJL8355/<br>8356	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) YDRCTy1-1</i>	3 hr	3	12571	0.27%	0.09%	0.05%
YJL8359/<br>8360	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 ydrcty1-1::UR(v2)</i>	0 hr	3	5887	0.03%	0.05%	0.03%
YJL8359/<br>8360	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A YDRCTy2-1 ydrcty1-1::UR(v2)</i>	3 hr	3	13076	0.55%	0.18%	0.10%
YJL8363/<br>8364	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	4	7948	0.04%	0.03%	0.01%
YJL8363/<br>8364	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	4	6298	3.13%	0.38%	0.19%

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S2 — aCGH analysis of red-sectored colony isolates.

Table S2

aCGH analysis of red-sectorized colony isolates.

Parent Strain	Isolate	Timepont	Copy Number	Amplicon Boundaries (kb)	Other CGH Changes
YJL6558	YJL7860	0 hr	2	515 to 650	none
YJL6558	YJL7782	3 hr	2	515 to 650	none
YJL6558	YJL7783	3 hr	2	515 to 875	none
YJL6558	YJL7784	3 hr	2	515 to 650	none
YJL6558	YJL7785	3 hr	2	515 to 650	none
YJL6558	YJL7786	3 hr	2	515 to 650	none
YJL6558	YJL7787	3 hr	2	515 to 650	ChrIII Disomy
YJL6558	YJL7861	3 hr	2	515 to 650	none
YJL6558	YJL7862	3 hr	2	515 to 650	none
YJL6558	YJL7863	3 hr	2	515 to 650	none
YJL6558	YJL7864	3 hr	2	515 to 650	none
YJL6974	YJL7788	3 hr	1	n/a	ChrIV Disomy*
YJL6974	YJL7789	3 hr	1	n/a	none
YJL6974	YJL7900	3 hr	2	515 to 875	none*
YJL6974	YJL7901	3 hr	1	n/a	none
YJL7445	YJL7865	0 hr	1	n/a	ChrV Disomy*
YJL7445	YJL7866	0 hr	1	n/a	none
YJL7445	YJL7867	0 hr	1	n/a	none
YJL7445	YJL7790	3 hr	2	515 to 650	none
YJL7445	YJL7791	3 hr	1	n/a	ChrV Disomy
YJL7445	YJL7792	3 hr	1	n/a	none
YJL7445	YJL7793	3 hr	2	515 to 650	none
YJL7445	YJL7794	3 hr	1	n/a	none
YJL7445	YJL7795	3 hr	2	515 to 650	none
YJL7445	YJL7796	3 hr	2	515 to 650	none
YJL7445	YJL7797	3 hr	1	n/a	Segmental Duplication of ChrIII_TEL-167kb;<br>Segmental Duplication of ChrXII_688kb-TEL

Table S2 (continued)

YJL7445	YJL7798	3 hr	1	n/a	ChrV Disomy
YJL7445	YJL7799	3 hr	2	515 to 650	Segmental Duplication of ChrIII_150-167kb
YJL7445	YJL7800	3 hr	2	515 to 650	none
YJL7445	YJL7801	3 hr	1	n/a	none
YJL7445	YJL7802	3 hr	1	n/a	ChrV Disomy
YJL7445	YJL7803	3 hr	1	n/a	ChrV Disomy
YJL7445	YJL7804	3 hr	2	515 to 650	none
YJL7445	YJL7805	3 hr	2	515 to 650	none
YJL7445	YJL7806	3 hr	2	515 to 650	none
YJL7445	YJL7807	3 hr	2	515 to 650	none
YJL7445	YJL7808	3 hr	2	515 to 650	none
YJL7445	YJL7809	3 hr	2	515 to 650	none
YJL7445	YJL7868	3 hr	2	435 to 650	none*
YJL7445	YJL7869	3 hr	2	515 to 650	none
YJL7445	YJL7870	3 hr	1	n/a	none
YJL7445	YJL7871	3 hr	2	515 to 650	none
YJL7445	YJL7872	3 hr	1	n/a	ChrV Disomy
YJL7445	YJL7873	3 hr	1	n/a	none
YJL7445	YJL7874	3 hr	2	515 to 650	none
YJL7445	YJL7875	3 hr	1	n/a	ChrV Disomy
YJL7451	YJL7876	0 hr	1	n/a	none
YJL7451	YJL7877	0 hr	1	n/a	none
YJL7451	YJL7878	0 hr	1	n/a	none
YJL7451	YJL7879	0 hr	1	n/a	none
YJL7451	YJL7880	0 hr	1	n/a	none
YJL7451	YJL7881	0 hr	1	n/a	none
YJL7451	YJL7882	0 hr	1	n/a	none

Table S2 (continued)

YJL7451	YJL7883	0 hr	1	n/a	none
YJL7451	YJL7810	3 hr	2	515 to 650	ChrIII Disomy
YJL7451	YJL7811	3 hr	2	515 to 650	none
YJL7451	YJL7812	3 hr	2	515 to 650	none
YJL7451	YJL7813	3 hr	2	515 to 650	none
YJL7451	YJL7814	3 hr	2	515 to 650	none
YJL7451	YJL7815	3 hr	1	n/a	none
YJL7451	YJL7816	3 hr	2	515 to 650	none
YJL7451	YJL7817	3 hr	2	515 to 650	none
YJL7451	YJL7818	3 hr	2	515 to 650	none
YJL7451	YJL7819	3 hr	1	n/a	none
YJL7451	YJL7820	3 hr	2	515 to 650	none
YJL7451	YJL7821	3 hr	2	515 to 650	none
YJL7451	YJL7822	3 hr	1	n/a	ChrV Disomy
YJL7451	YJL7823	3 hr	2	515 to 875	none
YJL7451	YJL7824	3 hr	2	515 to 650	none
YJL7451	YJL7825	3 hr	2	515 to 875	none
YJL7451	YJL7826	3 hr	2	515 to 650	none
YJL7451	YJL7827	3 hr	2	515 to 650	none
YJL7451	YJL7828	3 hr	1	n/a	none
YJL7451	YJL7829	3 hr	2	515 to 650	none
YJL7451	YJL7884	3 hr	2	515 to 650	none
YJL7451	YJL7885	3 hr	2	515 to 650	none
YJL7451	YJL7886	3 hr	1	n/a	none
YJL7451	YJL7887	3 hr	2	515 to 650	none
YJL7451	YJL7888	3 hr	1	n/a	none
YJL7451	YJL7889	3 hr	2	515 to 875	none*

Table S2 (continued)

YJL7451	YJL7890	3 hr	2	515 to 650	none
YJL7451	YJL7891	3 hr	2	515 to 650	none
YJL7451	YJL7892	3 hr	2	515 to 650	none*
YJL7451	YJL7893	3 hr	2	515 to 650	none
YJL7451	YJL7894	3 hr	2	515 to 650	none
YJL7451	YJL7895	3 hr	2	515 to 650	Segmental Duplication of ChrIII_150-167kb*
YJL7451	YJL7896	3 hr	2	515 to 650	none
YJL7451	YJL7897	3 hr	2	515 to 875	none
YJL7451	YJL7898	3 hr	2	515 to 650	none
YJL7451	YJL7899	3 hr	2	515 to 650	none
YJL8100	YJL8283	0 hr	1	n/a	ChrV Disomy
YJL8100	YJL9482	0 hr	1	n/a	ChrV Disomy
YJL8100	YJL8128	3 hr	3	515 to 650	none
YJL8100	YJL8129	3 hr	3	515 to 650	none
YJL8100	YJL8130	3 hr	2	515 to 650	none
YJL8100	YJL8131	3 hr	2	515 to 650	none
YJL8100	YJL8132	3 hr	1	n/a	Segmental Duplication of ChrV_289-443kb
YJL8100	YJL8133	3 hr	2	515 to 650	none
YJL8100	YJL8134	3 hr	2	515 to 650	none
YJL8100	YJL8135	3 hr	2	515 to 875	none
YJL8100	YJL8136	3 hr	2	515 to 650	none
YJL8100	YJL8137	3 hr	3	515 to 650	none
YJL8100	YJL8138	3 hr	2	515 to 650	none
YJL8100	YJL8139	3 hr	2	515 to 650	none
YJL8100	YJL8287	3 hr	2	515 to 650	none
YJL8100	YJL8288	3 hr	2	515 to 650	none
YJL8100	YJL8289	3 hr	2	515 to 650	none*

Table S2 (continued)

YJL8100	YJL8290	3 hr	1	n/a	none
YJL8100	YJL8291	3 hr	3	515 to 650	none
YJL8100	YJL8292	3 hr	2	515 to 650	none
YJL8100	YJL8293	3 hr	2	515 to 650	none
YJL8100	YJL8294	3 hr	2	515 to 650	none
YJL8100	YJL9483	3 hr	2	515 to 650	none
YJL8100	YJL9484	3 hr	2	515 to 650	none
YJL8100	YJL9485	3 hr	2	515 to 650	none
YJL8100	YJL9486	3 hr	2	515 to 650	none
YJL8100	YJL9487	3 hr	2	515 to 650	none
YJL8100	YJL9488	3 hr	2	515 to 650	none
YJL8100	YJL9489	3 hr	2	515 to 650	none
YJL8100	YJL9490	3 hr	1	n/a	ChrXIII Disomy
YJL8100	YJL9491	3 hr	2	515 to 875	none
YJL8100	YJL9492	3 hr	2	515 to 650	none
YJL8100	YJL9493	3 hr	2	515 to 650	none
YJL8100	YJL9494	3 hr	2	515 to 650	none
YJL8104	YJL8140	0 hr	1	n/a	ChrXIII Disomy
YJL8104	YJL8141	0 hr	1	n/a	ChrII Disomy
YJL8104	YJL8142	0 hr	1	n/a	ChrII Disomy
YJL8104	YJL8143	3 hr	1	n/a	ChrXIII Disomy
YJL8104	YJL8144	3 hr	1	n/a	ChrIV Disomy
YJL8104	YJL8145	3 hr	2	515 to 875	none
YJL8104	YJL8146	3 hr	1	n/a	Segmental Duplication of ChrXIII_379-838kb
YJL8104	YJL8147	3 hr	1	n/a	ChrV Disomy
YJL8104	YJL8148	3 hr	2	435 to 650	none
YJL8104	YJL8149	3 hr	2	515 to 650	none

Table S2 (continued)

YJL8104	YJL8150	3 hr	2	515 to 875	none
YJL8104	YJL8151	3 hr	1	n/a	ChrXIII Disomy
YJL8104	YJL8152	3 hr	2	515 to 875	none
YJL8104	YJL8153	3 hr	2	567 to 875	none
YJL8104	YJL8154	3 hr	2	515 to 875	none
YJL8104	YJL8155	3 hr	2	515 to 805	none
YJL8104	YJL8156	3 hr	2	515 to 805	none
YJL8104	YJL8295	3 hr	1	n/a	none
YJL8104	YJL8296	3 hr	1	n/a	ChrXIII Disomy
YJL8104	YJL8297	3 hr	3	515 to 805	none
YJL8104	YJL8298	3 hr	1	n/a	ChrI Monosomy*
YJL8104	YJL8299	3 hr	1	n/a	ChrXIII Disomy*
YJL8104	YJL8300	3 hr	1	n/a	Segmental Duplication of ChrIV_650-875kb;<br>Segmental Duplication of ChrXII_688-980kb
YJL8104	YJL8301	3 hr	1	n/a	none
YJL8104	YJL8302	3 hr	2	515 to TEL	Segmental Duplication of ChrX_TEL-537kb
YJL8104	YJL8303	3 hr	2	515 to 805	none
YJL8104	YJL8304	3 hr	1	n/a	ChrV Disomy
YJL8104	YJL8305	3 hr	1	n/a	ChrIII Disomy*
YJL8104	YJL8306	3 hr	1	n/a	Segmental Duplication of ChrII_TEL-260kb;<br>Segmental Duplication of ChrXII_688kb-TEL
YJL8104	YJL8307	3 hr	1	n/a	ChrXIII Disomy
YJL8104	YJL8308	3 hr	3	515 to 985	none
YJL8108	YJL8284	0 hr	1	n/a	none
YJL8108	YJL8157	3 hr	1	n/a	ChrXIII Disomy
YJL8108	YJL8158	3 hr	1	n/a	none
YJL8108	YJL8159	3 hr	1	n/a	ChrXIII Disomy
YJL8108	YJL8160	3 hr	1	n/a	none
YJL8108	YJL8161	3 hr	2	515 to 805	none

Table S2 (continued)

YJL8108	YJL8162	3 hr	1	n/a	Segmental Duplication of ChrXIII_379-838kb
YJL8108	YJL8163	3 hr	2	515 to TEL	Segmental Duplication of ChrVI_144kb-TEL
YJL8108	YJL8164	3 hr	2	515 to 875	none
YJL8108	YJL8165	3 hr	2	515 to 805	none
YJL8108	YJL8166	3 hr	2	515 to 805	none
YJL8108	YJL8167	3 hr	3	515 to 650	none
YJL8108	YJL8168	3 hr	1	n/a	Segmental Duplication of ChrXII_TEL-221kb;<br>Segmental Duplication of ChrXIII_379kb-TEL
YJL8108	YJL8169	3 hr	1	n/a	none
YJL8108	YJL8170	3 hr	2	515 to 875	none
YJL8108	YJL8309	3 hr	2	515 to 875	none
YJL8108	YJL8310	3 hr	2	515 to 805	none
YJL8108	YJL8311	3 hr	1	n/a	ChrIII Trisomy; ChrXVI Disomy
YJL8108	YJL8312	3 hr	2	515 to 875	none
YJL8108	YJL8313	3 hr	1	n/a	ChrI Monosomy*
YJL8108	YJL8314	3 hr	2	515 to 805	none
YJL8108	YJL8315	3 hr	2	515 to 805	none
YJL8108	YJL8316	3 hr	1	n/a	none
YJL8108	YJL8317	3 hr	1	n/a	ChrV Disomy
YJL8108	YJL8318	3 hr	2	515 to 875	none
YJL8108	YJL8319	3 hr	2	515 to 875	none
YJL8108	YJL8320	3 hr	2	515 to 875	none
YJL8108	YJL8321	3 hr	2	515 to 875	none
YJL8108	YJL8322	3 hr	2	515 to 805	none
YJL8112	YJL8171	0 hr	1	n/a	ChrII Disomy
YJL8112	YJL8172	0 hr	1	n/a	ChrIII Disomy
YJL8112	YJL8285	0 hr	1	n/a	ChrII Disomy
YJL8112	YJL8286	0 hr	1	n/a	ChrII Disomy

Table S2 (continued)

YJL8112	YJL8173	3 hr	2	515 to 650	none
YJL8112	YJL8174	3 hr	2	515 to 650	none
YJL8112	YJL8175	3 hr	2	515 to 650	none
YJL8112	YJL8176	3 hr	2	515 to 650	none
YJL8112	YJL8177	3 hr	2	515 to 650	none
YJL8112	YJL8178	3 hr	2	515 to 650	none
YJL8112	YJL8179	3 hr	2	515 to 650	none
YJL8112	YJL8180	3 hr	2	515 to 650	none
YJL8112	YJL8181	3 hr	2	515 to 650	none
YJL8112	YJL8182	3 hr	1	n/a	Segmental Duplication of ChrXIII_769-838kb
YJL8112	YJL8183	3 hr	1	n/a	none
YJL8112	YJL8184	3 hr	2	515 to 650	none
YJL8112	YJL8323	3 hr	2	515 to 650	none
YJL8112	YJL8324	3 hr	2	515 to 650	none
YJL8112	YJL8325	3 hr	1	n/a	none
YJL8112	YJL8326	3 hr	2	515 to 650	none
YJL8112	YJL8327	3 hr	2	515 to 650	none
YJL8112	YJL8328	3 hr	2	515 to 650	none
YJL8112	YJL8329	3 hr	3	515 to 650	none
YJL8112	YJL8330	3 hr	2	515 to 650	none
YJL8355	YJL9495	0 hr	1	n/a	ChrII Disomy
YJL8355	YJL9496	0 hr	1	n/a	none
YJL8355	YJL9497	3 hr	1	n/a	ChrXIV Monosomy*
YJL8355	YJL9498	3 hr	1	n/a	none
YJL8355	YJL9499	3 hr	1	n/a	none
YJL8355	YJL9500	3 hr	1	n/a	ChrV Disomy
YJL8355	YJL9501	3 hr	1	n/a	ChrIII Disomy

Table S2 (continued)

YJL8355	YJL9502	3 hr	1	n/a	Segmental Duplication of ChrIII_TEL-75kb;<br>Segmental Duplication of ChrIX_325kb-TEL
YJL8355	YJL9503	3 hr	1	n/a	none
YJL8355	YJL9504	3 hr	1	n/a	ChrIII Disomy
YJL8355	YJL9505	3 hr	1	n/a	ChrV Disomy
YJL8355	YJL9506	3 hr	1	n/a	none
YJL8355	YJL9507	3 hr	1	n/a	ChrIV Disomy
YJL8355	YJL9508	3 hr	1	n/a	Segmental Triplication of ChrXII_534-656kb;<br>Segmental Duplication of ChrXII_656-688kb
YJL8359	YJL9509	0 hr	1	n/a	none
YJL8359	YJL9518	0 hr	1	n/a	ChrV Disomy
YJL8359	YJL9519	0 hr	1	n/a	none
YJL8359	YJL9510	3 hr	3	515 to 875	none
YJL8359	YJL9511	3 hr	1	n/a	ChrV Disomy
YJL8359	YJL9512	3 hr	2	515 to TEL	Segmental Duplication of ChrIII_TEL-150kb
YJL8359	YJL9513	3 hr	2	515 to 875	none
YJL8359	YJL9514	3 hr	2	515 to 875	none
YJL8359	YJL9515	3 hr	2	515 to 875	none
YJL8359	YJL9516	3 hr	1	n/a	ChrII Disomy
YJL8359	YJL9517	3 hr	2	515 to 875	none
YJL8359	YJL9520	3 hr	2	515 to TEL	Segmental Duplication of ChrX_TEL-540kb
YJL8359	YJL9521	3 hr	1	n/a	ChrIV Disomy
YJL8359	YJL9522	3 hr	1	n/a	ChrIV Disomy
YJL8359	YJL9523	3 hr	2	435 to TEL	Segmental Duplication of ChrVII_TEL-110kb
YJL8363	YJL9524	0 hr	1	n/a	ChrXIII Disomy
YJL8363	YJL9525	0 hr	1	n/a	ChrIV Disomy
YJL8363	YJL9538	0 hr	2	515 to 650	none
YJL8363	YJL9526	3 hr	2	515 to 650	none
YJL8363	YJL9527	3 hr	2	515 to 650	none

Table S2 (continued)

YJL8363	YJL9528	3 hr	2	515 to 650	none
YJL8363	YJL9529	3 hr	2	515 to 650	none
YJL8363	YJL9530	3 hr	2	515 to 650	none
YJL8363	YJL9531	3 hr	2	515 to 650	none
YJL8363	YJL9532	3 hr	2	515 to 650	Chr II Disomy
YJL8363	YJL9533	3 hr	1	n/a	none
YJL8363	YJL9534	3 hr	1	n/a	ChrII Disomy
YJL8363	YJL9535	3 hr	2	515 to 650	none
YJL8363	YJL9536	3 hr	2	515 to 650	none
YJL8363	YJL9537	3 hr	2	515 to 650	none
YJL8363	YJL9539	3 hr	2	515 to 650	none
YJL8363	YJL9540	3 hr	2	515 to 650	none
YJL8363	YJL9541	3 hr	2	515 to 650	none
YJL8363	YJL9542	3 hr	2	515 to 650	none

* - aCGH suggests possible spontaneous diploid or mixed population. This is indicated either by the points in amplified region scattering at a non-quantile value (ie. 1.5) or by the points of an aneuploid chromosome scattering at a non-quantile value. aCGH will not be able to suggest possibly diploidization in cases of amplicons with quantile values or where there are no aneuploidies.

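Isolates marked with an asterisk are those the paper takes for a possible diploid or mixture of cells, some for a gain and some for a loss. In a diploid cell 1 extra copy raises a chromosome by 1.5 times, and in a mixture the rise depends on the share of cells with the gain.

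Of the 206 isolates in the tables of sectors and prototrophs that are analysed here, 13 carry the mark. Among them, chromosome I had 0.539 copies in YJL8298 and 0.531 in YJL8313, and the gained chromosome III of YJL8305 had 1.42. Chromosome IV had 1.34 copies in YJL7788, a sector of YJL6974. The 515 kb to 650 kb amplicon of YJL8289 had 1.44 copies. In YJL7900, another sector of YJL6974, copies of 515 kb to 567 kb were 1.28 and those of 567 kb to 650 kb 1.22, below the 1.3 at which a gain was called. Its array is 1 of the 12 with raised chromosome ends (0.30 log2 above the rest of the genome).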

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S3 — Frequency of uracil prototrophs from the selection assay observed in this work.

Table S3

Frequency of uracil prototrophs from the selection assay observed in this work.

Parent Strain	Genotype	Time	# Trials	Total cfu Tested	Mean Ura ⁺ Frequency	Standard Deviation	Standard Error of the Mean
YJL8112/<br>8113	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) ydrcty1-1::UR(v1)</i>	0 hr	2	53750	0.34%	0.08%	0.06%
YJL8112/<br>8113	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v1) ydrcty1-1::UR(v1)</i>	3 hr	2	35500	6.85%	0.23%	0.17%
YJL8363/<br>8364	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	5	109850	0.32%	0.05%	0.02%
YJL8363/<br>8364	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	5	91000	10.12%	2.21%	0.99%
YJL9149-<br>9151	<i>MCM7-2NLS pGAL ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	3	48150	0.22%	0.03%	0.02%
YJL9149-<br>9151	<i>MCM7-2NLS pGAL ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	3	64950	0.20%	0.04%	0.02%
YJL8407/<br>8408	<i>dnl4Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	2	42650	0.17%	0.01%	0.01%
YJL8407/<br>8408	<i>dnl4Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	2	25800	10.13%	1.16%	0.82%
YJL8409/<br>8410	<i>rad52Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	2	34850	0.00%	0.00%	0.00%
YJL8409/<br>8410	<i>rad52Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	2	12050	0.04%	0.02%	0.02%

Table S3 (continued)

Frequency of uracil prototrophs from the selection assay observed in this work

Parent Strain	Genotype	Time	# Trials	Total cfu Tested	Mean Ura ⁺ Frequency	Standard Deviation	Standard Error of the Mean
YJL8415/<br>8416	<i>rad1Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	2	29100	0.00%	0.00%	0.00%
YJL8415/<br>8416	<i>rad1Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	2	11550	0.41%	0.03%	0.02%
YJL8418/<br>8419	<i>msh3Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	2	30900	0.01%	0.00%	0.00%
YJL8418/<br>8419	<i>msh3Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	2	12450	1.19%	0.16%	0.11%
YJL8421/<br>8422	<i>pol32Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	0 hr	2	20100	0.04%	0.01%	0.01%
YJL8421/<br>8422	<i>pol32Δ MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1::RA3(v2) ydrcty1-1::UR(v2)</i>	3 hr	2	8850	4.82%	0.03%	0.02%
YJL9115/<br>9116	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ ChrIV_515kb::RA3 ChrIV_607kb::UR</i>	0 hr	3	46950	0.48%	0.10%	0.06%
YJL9115/<br>9116	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ ChrIV_515kb::RA3 ChrIV_607kb::UR</i>	3 hr	3	42750	9.86%	0.51%	0.29%

Table S3 (continued)

Frequency of uracil prototrophs from the selection assay observed in this work

Parent Strain	Genotype	Time	# Trials	Total cfu Tested	Mean Ura ⁺ Frequency	Standard Deviation	Standard Error of the Mean
YJL9118/<br>9119	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_650kb::UR</i>	0 hr	3	49500	0.25%	0.01%	0.00%
YJL9118/<br>9119	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_650kb::UR</i>	3 hr	3	45300	8.78%	0.26%	0.15%
YJL9121/<br>9122	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_753kb::UR</i>	0 hr	3	49350	0.12%	0.01%	0.01%
YJL9121/<br>9122	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_753kb::UR</i>	3 hr	3	42450	3.06%	0.55%	0.32%
YJL9127/<br>9128	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_875kb::UR</i>	0 hr	3	50100	0.05%	0.02%	0.01%
YJL9127/<br>9128	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_875kb::UR</i>	3 hr	3	43200	1.15%	0.12%	0.07%
YJL9130/<br>9131	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_985kb::UR</i>	0 hr	3	50550	0.01%	0.01%	0.01%
YJL9130/<br>9131	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_985kb::UR</i>	3 hr	3	38400	0.15%	0.05%	0.03%
YJL9133/<br>9134	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_1100kb::UR</i>	0 hr	3	49500	0.00%	0.01%	0.00%
YJL9133/<br>9134	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_515kb::RA3 ChrIV_1100kb::UR</i>	3 hr	3	40650	0.08%	0.03%	0.01%

Table S3 (continued)

Frequency of uracil prototrophs from the selection assay observed in this work

Parent Strain	Genotype	Time	# Trials	Total cfu Tested	Mean Ura ⁺ Frequency	Standard Deviation	Standard Error of the Mean
YJL9136/<br>9137	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_545kb::RA3 ChrIV_592kb::UR</i>	0 hr	3	46950	0.79%	0.22%	0.12%
YJL9136/<br>9137	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_545kb::RA3 ChrIV_592kb::UR</i>	3 hr	3	44100	13.29%	0.40%	0.23%
YJL9139/<br>9140	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_565kb::RA3 ChrIV_576kb::UR</i>	0 hr	3	46800	0.44%	0.10%	0.06%
YJL9139/<br>9140	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_565kb::RA3 ChrIV_576kb::UR</i>	3 hr	3	43500	11.47%	1.32%	0.76%
YJL9142/<br>9143	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_576kb::RA3 ChrIV_713kb::UR</i>	0 hr	3	50850	0.04%	0.01%	0.00%
YJL9142/<br>9143	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_576kb::RA3 ChrIV_713kb::UR</i>	3 hr	3	38850	2.09%	0.37%	0.22%
YJL9145/<br>9146	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_607kb::RA3 ChrIV_753kb::UR</i>	0 hr	3	50100	0.02%	0.01%	0.01%
YJL9145/<br>9146	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_607kb::RA3 ChrIV_753kb::UR</i>	3 hr	3	42300	0.55%	0.08%	0.05%
YJL9147/<br>9148	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_650kb::RA3 ChrIV_753kb::UR</i>	0 hr	3	46050	0.05%	0.04%	0.02%
YJL9147/<br>9148	<i>MCM7-2NLS pGAL-ΔntCDC6-cdk2A ydrcty2-1Δ ydrcty1-1Δ</i><br><i>ChrIV_650kb::RA3 ChrIV_753kb::UR</i>	3 hr	3	41550	0.23%	0.04%	0.02%

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S4 — aCGH analysis of uracil prototroph isolates.

Table S4

aCGH analysis of uracil prototroph isolates.

Parent Strain	Isolate	Timepont	Copy Number	Amplicon Boundaries (kb)	Other CGH Changes
YJL8112	YJL8431	0 hr	2	515 to 650	none
YJL8112	YJL8432	0 hr	2	515 to 650	ChrV Disomy*
YJL8112	YJL8433	0 hr	2	515 to 650	none
YJL8113	YJL8434	0 hr	2	515 to 650	none
YJL8113	YJL8435	0 hr	3	515 to 650	none
YJL8113	YJL8436	0 hr	2	515 to 650	ChrII Disomy; ChrVII Disomy
YJL8363	YJL8437	0 hr	2	515 to 650	none
YJL8363	YJL8438	0 hr	2	515 to 650	none
YJL8363	YJL8439	0 hr	2	515 to 650	none
YJL8364	YJL8440	0 hr	2	515 to 650	none
YJL8364	YJL8441	0 hr	2	515 to 650	none
YJL8364	YJL8442	0 hr	2	515 to 650	none
YJL8112	YJL8443	3 hr	2	515 to 650	none
YJL8112	YJL8444	3 hr	2	515 to 650	none
YJL8112	YJL8445	3 hr	2	515 to 650	ChrX Disomy
YJL8112	YJL8446	3 hr	3	515 to 650	none
YJL8112	YJL8447	3 hr	2	515 to 650	none
YJL8112	YJL8448	3 hr	3	515 to 650	none
YJL8112	YJL8449	3 hr	2	515 to 650	none
YJL8112	YJL8450	3 hr	2	515 to 650	none
YJL8113	YJL8451	3 hr	2	515 to 650	none
YJL8113	YJL8452	3 hr	2	515 to 650	none
YJL8113	YJL8453	3 hr	2	515 to 650	none
YJL8113	YJL8454	3 hr	2‡	515 to 650	ChrI Disomy; ChrIX Disomy; ChrXIII Disomy(?)*
YJL8113	YJL8455	3 hr	2	515 to 650	none
YJL8113	YJL8456	3 hr	2	515 to 650	none

Table S4 (continued)

aCGH analysis of uracil prototroph isolates.

YJL8113	YJL8457	3 hr	2‡	515 to 650	ChrXVI Disomy*
YJL8113	YJL8458	3 hr	2	515 to 650	none
YJL8363	YJL8459	3 hr	2	515 to 650	none
YJL8363	YJL8460	3 hr	2	515 to 650	none
YJL8363	YJL8461	3 hr	1.5†	515 to 650	Segmental Duplication of ChrIII_TEL-167kb;<br>Segmental Duplication of ChrVII_541-820kb*
YJL8363	YJL8462	3 hr	1.5†	515 to 650	ChrXV Disomy*
YJL8363	YJL8463	3 hr	2	515 to 650	none
YJL8363	YJL8464	3 hr	2	515 to 650	none
YJL8363	YJL8465	3 hr	2	515 to 650	none
YJL8363	YJL8466	3 hr	2‡	515 to 650	Segmental Duplication(?) of ChrIV_TEL-515kb;<br>Segmental Duplication(?) of ChrIV_650-875kb;<br>Segmental Duplication(?) of ChrIV_985kb-TEL;<br>Segmental Duplication(?) of ChrXII_947kb-TEL;<br>Segmental Duplication(?) of ChrXIII_TEL-363 kb*
YJL8364	YJL8467	3 hr	2	515 to 650	none
YJL8364	YJL8468	3 hr	2	515 to 650	none
YJL8364	YJL8469	3 hr	1.5†	515 to 650	none*
YJL8364	YJL8470	3 hr	1.5†	515 to 650	ChrIV Disomy; ChrXIII Disomy*
YJL8364	YJL8471	3 hr	2	515 to 650	none
YJL8364	YJL8472	3 hr	2	515 to 650	none
YJL8364	YJL8473	3 hr	2	515 to 650	none
YJL8364	YJL8474	3 hr	2	515 to 650	none
YJL9139	YJL9287	3 hr	2	565 to 576	none
YJL9136	YJL9286	3 hr	2	545 to 592	none
YJL9115	YJL9275	3 hr	2	515 to 607	none
YJL9118	YJL9277	3 hr	2	515 to 650	none
YJL9121	YJL9279	3 hr	2	515 to 753	none
YJL9127	YJL9281	3 hr	2	515 to 875	none
YJL9130	YJL9283	3 hr	2	515 to 985	none

Table S4 (continued)

aCGH analysis of uracil prototroph isolates.

YJL9133	YJL9284	3 hr	2	515 to 1100	none
YJL9145	YJL9291	3 hr	2	607 to 753	none
YJL9147	YJL9293	3 hr	2	650 to 753	none
YJL9142	YJL9289	3 hr	2	576 to 713	none

* - aCGH suggests possible spontaneous diploid or mixed population. This is indicated either by the points in amplified region scattering at a non-quantile value (ie. 1.5) or by the points of an aneuploid chromosome scattering at a non-quantile value. aCGH will not be able to suggest possibly diploidization in cases of amplicons with quantile values or where there are no aneuploidies.

† - We suspect these isolates are diploids in which one copy of Chromosome IV bears an amplification

‡ - We suspect these isolates are diploids in which both copies of Chromosome IV bear an amplification

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S6 — Plasmids used in this study.

Table S6

Plasmids used in this study.

Name	Description	Source
pRS304	<i>TRP1</i>	Sikorski, R.S. et al. <i>Genetics</i> **122(1)** , 19-27 (1989)
pRS305	<i>LEU2</i>	Sikorski, R.S. et al. <i>Genetics</i> **122(1)** , 19-27 (1989)
pRS306	<i>URA3</i>	Sikorski, R.S. et al. <i>Genetics</i> **122(1)** , 19-27 (1989)
pAG26	<i>hphMX4, CEN-ARS, URA3</i>	Goldstein, A.L. et al. <i>Yeast</i> **15** , 1541-1553 (1999)
pSK179	<i>13kb EcoRI fragment containing URA3 in pBR322</i>	Natsoulis, G. et al. <i>Genetics</i> **123(2)** , 269-279 (1989)
pJL124	<i>URA3 in pRS305</i>	This Study
pJL806	<i>pGAL 1/10, URA3</i>	Nguyen, V.Q. et al. <i>Nature</i> **411** , 1068-1073 (2001)
pJL1488	<i>pGAL 1/10- Δ ntCDC6,cdk2A-tCDC6, URA3</i>	Green, B.M. et al. <i>Mol Biol Cell</i> **17** , 2401-2414 (2005)
pKJF013	<i>YDRCTy2-1 replacement with RA3(v1)</i>	This Study
pKJF014	<i>YDRCTy1-1 replacement with UR(v1)</i>	This Study
pKJF017	<i>URA3 locus deletion (ura3-Δ ORF)</i>	This Study
pKJF019	<i>tACT1-pGAL 1/10- Δ ntCDC6,cdk2A-tCDC6 (replace URA3 locus)</i>	This Study
pKJF020	<i>tACT1-pGAL 1/10-tCDC6 (replace URA3 locus)</i>	This Study
pKJF021	<i>YDRCTy2-1 replacement with RA3(v2)</i>	This Study
pKJF022	<i>YDRCTy1-1 replacement with UR(v2)</i>	This Study
pKJF026	<i>YDRCDelta2 to tQ(UUG)D1 deletion</i>	This Study
pKJF027	<i>tQ(UUG)D2 to YDRCDelta9 deletion</i>	This Study
pKJF028	<i>UR+TRP1 Module</i>	This Study
pKJF029	<i>hphMX+RA3 Module</i>	This Study

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Table S7 — Oligonucleotides used in this study.

Table S7

Oligonucleotides used in this study. Listed 5' to 3', left to right.

Uppercase letters indicate sequence that anneals to the template during PCR or sequencing.

Lowercase letters indicate sequence added by PCR, either to provide homology for genomic integration or to provide restriction sites for cloning.

The bold, underlined sequence for OJL2317 is the cleavage site for I-SceI.

Subscript numbers are nucleotide coordinates provided by the *Saccharomyces* Genome Database (version R64-1-1)

Name	Sequence	Purpose
OJL2177	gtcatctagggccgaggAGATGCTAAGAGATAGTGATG	ChrV ₁₁₅₈₀₁₋₁₁₆₁₆₆ for Homology Left in pKJF017
OJL2178	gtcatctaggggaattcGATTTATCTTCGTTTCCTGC	ChrV ₁₁₅₈₀₁₋₁₁₆₁₆₆ for Homology Left in pKJF017
OJL2180	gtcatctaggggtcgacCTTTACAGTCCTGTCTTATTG	ChrV ₁₁₆₉₇₁₋₁₁₇₂₁₁ for Homology Right in pKJF017
OJL2181	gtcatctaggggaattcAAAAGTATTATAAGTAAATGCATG	ChrV ₁₁₆₉₇₁₋₁₁₇₂₁₁ for Homology Right in pKJF017
OJL2204	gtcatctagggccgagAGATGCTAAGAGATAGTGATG	ChrV ₁₁₅₈₀₁₋₁₁₆₁₆₆ for Homology Left in pKJF019 and pKJF020
OJL2205	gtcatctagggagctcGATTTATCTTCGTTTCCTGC	ChrV ₁₁₅₈₀₁₋₁₁₆₁₆₆ for Homology Left in pKJF019 and pKJF020
OJL2202	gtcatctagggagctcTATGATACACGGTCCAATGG	ChrV ₅₂₉₆₈₋₅₃₂₅₉ for for <i>ACT1</i> terminator in pKJF019 and pKJF020
OJL2203	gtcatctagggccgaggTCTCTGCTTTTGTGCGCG	ChrV ₅₂₉₆₈₋₅₃₂₅₉ for for <i>ACT1</i> terminator in pKJF019 and pKJF020
OJL2206	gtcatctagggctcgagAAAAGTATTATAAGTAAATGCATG	ChrV ₁₁₆₉₇₁₋₁₁₇₂₁₁ for Homology Right in pKJF019 and pKJF020
OJL2207	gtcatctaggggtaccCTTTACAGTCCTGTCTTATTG	ChrV ₁₁₆₉₇₁₋₁₁₇₂₁₁ for Homology Right in pKJF019 and pKJF020
OJL2158	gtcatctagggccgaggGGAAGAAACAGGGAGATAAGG	ChrIV ₅₁₂₁₅₁₋₅₁₂₉₁₂₈ for Homology Left in pKJF013, pKJF021 and pKJF026
OJL2159	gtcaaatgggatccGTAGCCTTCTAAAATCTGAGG	ChrIV ₅₁₂₁₅₁₋₅₁₂₉₁₂₈ for Homology Left in pKJF013, pKJF021 and pKJF026
OJL2167	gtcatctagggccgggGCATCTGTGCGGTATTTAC	<i>RA3</i> element in pKJF013, pKJF021, and pKJF029
OJL2170	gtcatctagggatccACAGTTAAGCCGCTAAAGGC	<i>RA3</i> element in pKJF013, pKJF021, and pKJF029
OJL2160	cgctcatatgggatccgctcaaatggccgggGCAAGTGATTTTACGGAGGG	ChrIV ₅₁₉₇₂₁₋₅₂₀₁₆₃ for Homology Right in pKJF013
OJL2161	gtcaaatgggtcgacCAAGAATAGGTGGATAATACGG	ChrIV ₅₁₉₇₂₁₋₅₂₀₁₆₃ for Homology Right in pKJF013
OJL2265	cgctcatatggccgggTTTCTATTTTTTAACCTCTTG	ChrIV ₅₂₁₀₄₄₋₅₂₁₅₆₇ for Homology Right in pKJF021, pKJF026, and pKJF029
OJL2266	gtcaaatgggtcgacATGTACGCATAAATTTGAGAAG	ChrIV ₅₂₁₀₄₄₋₅₂₁₅₆₇ for Homology Right in pKJF021, pKJF026, and pKJF029
OJL2162	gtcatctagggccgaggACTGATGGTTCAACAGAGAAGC	ChrIV ₆₄₅₁₁₉₋₆₄₅₄₆₇ for Homology Left in pKJF014
OJL2163	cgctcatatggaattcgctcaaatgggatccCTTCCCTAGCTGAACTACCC	ChrIV ₆₄₅₁₁₉₋₆₄₅₄₆₇ for Homology Left in pKJF014
OJL2267	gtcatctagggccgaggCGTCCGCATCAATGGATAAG	ChrIV ₆₄₄₇₃₈₋₆₄₅₁₅₂ for Homology Left in pKJF022, pKJF027, and pKJF028
OJL2268	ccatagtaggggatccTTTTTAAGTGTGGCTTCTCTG	ChrIV ₆₄₄₇₃₈₋₆₄₅₁₅₂ for Homology Left in pKJF022, pKJF027, and pKJF028
OJL2168	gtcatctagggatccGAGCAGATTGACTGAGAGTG	<i>UR</i> element in pKJF014, pKJF024, and pKJF029
OJL2171	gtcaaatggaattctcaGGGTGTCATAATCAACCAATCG	<i>UR</i> element in pKJF014, pKJF024, and pKJF029
OJL2164	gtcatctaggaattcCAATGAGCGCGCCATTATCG	ChrIV ₆₅₁₉₉₂₋₆₅₂₅₃₂ for Homology Right in pKJF014, pKJF022, and pKJF027
OJL2165	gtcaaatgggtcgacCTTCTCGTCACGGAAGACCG	ChrIV ₆₅₁₉₉₂₋₆₅₂₅₃₂ for Homology Right in pKJF014, pKJF022, and pKJF027
OJL2543	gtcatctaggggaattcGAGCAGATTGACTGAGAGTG	<i>TRP1</i> selectable marker in pKJF028
OJL2544	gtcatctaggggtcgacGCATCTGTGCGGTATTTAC	<i>TRP1</i> selectable marker in pKJF028
OJL2097	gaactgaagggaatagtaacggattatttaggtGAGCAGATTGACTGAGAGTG	<i>dnl4::TRP1</i> , Step 1
OJL2098	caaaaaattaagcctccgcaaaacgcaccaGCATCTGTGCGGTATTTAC	<i>dnl4::TRP1</i> , Step 1
OJL2099	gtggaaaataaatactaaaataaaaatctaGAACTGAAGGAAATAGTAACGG	<i>dnl4::TRP1</i> , Step 2
OJL2100	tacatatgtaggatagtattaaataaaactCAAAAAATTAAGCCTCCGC	<i>dnl4::TRP1</i> , Step 2
OJL2117	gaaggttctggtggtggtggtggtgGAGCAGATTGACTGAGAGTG	<i>rad52::TRP1</i> , Step 1
OJL2118	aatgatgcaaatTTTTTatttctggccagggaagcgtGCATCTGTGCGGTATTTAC	<i>rad52::TRP1</i> , Step 1
OJL2119	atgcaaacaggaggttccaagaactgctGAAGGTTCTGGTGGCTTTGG	<i>rad52::TRP1</i> , Step 2
OJL2120	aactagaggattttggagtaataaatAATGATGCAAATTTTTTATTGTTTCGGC	<i>rad52::TRP1</i> , Step 2

Table S7 (continued)

OJL2105	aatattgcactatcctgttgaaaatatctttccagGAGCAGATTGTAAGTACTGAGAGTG	<i>rad1::TRP1</i> , Step 1
OJL2106	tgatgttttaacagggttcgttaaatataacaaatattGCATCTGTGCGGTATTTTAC	<i>rad1::TRP1</i> , Step 1
OJL2107	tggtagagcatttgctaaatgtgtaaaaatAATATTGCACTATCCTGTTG	<i>rad1::TRP1</i> , Step 2
OJL2108	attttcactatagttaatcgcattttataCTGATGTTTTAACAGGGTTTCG	<i>rad1::TRP1</i> , Step 2
OJL2182	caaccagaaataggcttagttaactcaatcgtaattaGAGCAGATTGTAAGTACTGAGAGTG	<i>pol32::TRP1</i> , Step 1
OJL2183	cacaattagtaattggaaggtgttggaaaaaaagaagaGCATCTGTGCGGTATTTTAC	<i>pol32::TRP1</i> , Step 1
OJL2184	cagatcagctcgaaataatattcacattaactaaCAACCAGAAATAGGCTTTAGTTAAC	<i>pol32::TRP1</i> , Step 2
OJL2185	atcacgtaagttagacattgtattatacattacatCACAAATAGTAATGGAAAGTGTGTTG	<i>pol32::TRP1</i> , Step 2
OJL2192	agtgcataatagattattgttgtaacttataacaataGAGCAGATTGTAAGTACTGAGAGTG	<i>msh3::TRP1</i> , Step 1
OJL2193	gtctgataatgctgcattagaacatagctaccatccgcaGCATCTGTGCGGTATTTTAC	<i>msh3::TRP1</i> , Step 1
OJL2194	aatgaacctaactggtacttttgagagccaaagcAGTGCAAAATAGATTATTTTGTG	<i>msh3::TRP1</i> , Step 2
OJL2195	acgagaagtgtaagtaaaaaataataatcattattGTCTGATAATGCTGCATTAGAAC	<i>msh3::TRP1</i> , Step 2
OJL2317	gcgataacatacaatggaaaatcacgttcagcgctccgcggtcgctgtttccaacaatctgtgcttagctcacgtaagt<br>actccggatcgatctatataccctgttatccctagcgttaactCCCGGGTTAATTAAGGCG	hphMX + I-SceI cut site (replaces kanMX in the reporter cassette)
OJL2318	CTGCGCACTTAACCTTCGC	hphMX + I-SceI cut site (replaces kanMX in the reporter cassette)
OJL2636	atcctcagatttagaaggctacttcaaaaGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{515kb} ::{hphMX, RA3}, Step 1
OJL2637	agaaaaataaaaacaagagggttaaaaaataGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{515kb} ::{hphMX, RA3}, Step 1
OJL2638	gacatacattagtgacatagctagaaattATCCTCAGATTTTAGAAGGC	<i>ChrIV</i> _{515kb} ::{hphMX, RA3}, Step 2
OJL2639	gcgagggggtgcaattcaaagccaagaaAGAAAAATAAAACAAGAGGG	<i>ChrIV</i> _{515kb} ::{hphMX, RA3}, Step 2
OJL2640	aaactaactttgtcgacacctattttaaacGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{545kb} ::{hphMX, RA3}, Step 1
OJL2641	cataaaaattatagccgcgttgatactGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{545kb} ::{hphMX, RA3}, Step 1
OJL2642	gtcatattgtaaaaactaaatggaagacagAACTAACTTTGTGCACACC	<i>ChrIV</i> _{545kb} ::{hphMX, RA3}, Step 2
OJL2643	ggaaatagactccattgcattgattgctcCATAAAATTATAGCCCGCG	<i>ChrIV</i> _{545kb} ::{hphMX, RA3}, Step 2
OJL2644	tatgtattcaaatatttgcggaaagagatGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{565kb} ::{hphMX, RA3}, Step 1
OJL2645	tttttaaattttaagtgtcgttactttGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{565kb} ::{hphMX, RA3}, Step 1
OJL2646	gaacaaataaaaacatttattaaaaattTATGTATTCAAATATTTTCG	<i>ChrIV</i> _{565kb} ::{hphMX, RA3}, Step 2
OJL2647	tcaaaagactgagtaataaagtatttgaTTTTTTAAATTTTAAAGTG	<i>ChrIV</i> _{565kb} ::{hphMX, RA3}, Step 2
OJL2648	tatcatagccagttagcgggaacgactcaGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{576kb} ::{hphMX, RA3}, Step 1
OJL2649	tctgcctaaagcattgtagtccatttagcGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{576kb} ::{hphMX, RA3}, Step 1; <i>ChrIV</i> _{576kb} ::{UR, TRP1}, Step 1
OJL2650	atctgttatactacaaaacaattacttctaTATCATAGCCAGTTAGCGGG	<i>ChrIV</i> _{576kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{576kb} ::{UR, TRP1}, Step 2
OJL2651	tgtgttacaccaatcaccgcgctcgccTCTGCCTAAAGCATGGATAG	<i>ChrIV</i> _{576kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{576kb} ::{UR, TRP1}, Step 2
OJL2652	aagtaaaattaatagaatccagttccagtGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{607kb} ::{hphMX, RA3}, Step 1
OJL2653	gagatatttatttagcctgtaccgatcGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{607kb} ::{hphMX, RA3}, Step 1; <i>ChrIV</i> _{607kb} ::{UR, TRP1}, Step 1
OJL2654	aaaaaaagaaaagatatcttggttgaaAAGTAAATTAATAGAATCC	<i>ChrIV</i> _{607kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{607kb} ::{UR, TRP1}, Step 2
OJL2655	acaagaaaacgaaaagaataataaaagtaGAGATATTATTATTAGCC	<i>ChrIV</i> _{607kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{607kb} ::{5'URA3, TRP1}, Step 2
OJL2656	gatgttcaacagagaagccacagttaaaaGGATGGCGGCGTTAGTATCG	<i>ChrIV</i> _{650kb} ::{hphMX, RA3}, Step 1
OJL2657	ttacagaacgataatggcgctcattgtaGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{650kb} ::{hphMX, RA3}, Step 1; <i>ChrIV</i> _{650kb} ::{UR, TRP1}, Step 1
OJL2658	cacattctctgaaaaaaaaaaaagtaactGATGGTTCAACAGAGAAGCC	<i>ChrIV</i> _{650kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{650kb} ::{UR, TRP1}, Step 2
OJL2659	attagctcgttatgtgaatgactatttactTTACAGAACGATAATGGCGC	<i>ChrIV</i> _{650kb} ::{hphMX, RA3}, Step 2; <i>ChrIV</i> _{650kb} ::{UR, TRP1}, Step 2

Table S7 (continued)

OJL2697	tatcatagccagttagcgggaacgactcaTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{576kb} ::{UR, TRP1}, Step 1
OJL2698	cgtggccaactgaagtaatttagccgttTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{592kb} ::{UR, TRP1}, Step 1
OJL2699	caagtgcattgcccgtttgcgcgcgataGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{592kb} ::{UR, TRP1}, Step 1
OJL2700	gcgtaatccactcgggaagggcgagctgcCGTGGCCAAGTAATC	<i>ChrIV</i> _{592kb} ::{UR, TRP1}, Step 2
OJL2701	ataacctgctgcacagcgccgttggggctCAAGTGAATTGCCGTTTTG	<i>ChrIV</i> _{592kb} ::{UR, TRP1}, Step 2
OJL2702	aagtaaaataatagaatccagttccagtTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{607kb} ::{UR, TRP1}, Step 1
OJL2703	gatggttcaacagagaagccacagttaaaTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{650kb} ::{UR, TRP1}, Step 1
OJL2704	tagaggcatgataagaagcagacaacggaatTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{713kb} ::{UR, TRP1}, Step 1
OJL2705	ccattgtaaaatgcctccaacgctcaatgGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{713kb} ::{UR, TRP1}, Step 1
OJL2706	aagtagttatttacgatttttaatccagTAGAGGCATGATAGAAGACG	<i>ChrIV</i> _{713kb} ::{UR, TRP1}, Step 2
OJL2707	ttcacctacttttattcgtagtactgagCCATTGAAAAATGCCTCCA	<i>ChrIV</i> _{713kb} ::{UR, TRP1}, Step 2
OJL2708	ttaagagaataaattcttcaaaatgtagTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{753kb} ::{UR, TRP1}, Step 1
OJL2709	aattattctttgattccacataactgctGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{753kb} ::{UR, TRP1}, Step 1
OJL2710	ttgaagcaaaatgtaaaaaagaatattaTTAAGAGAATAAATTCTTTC	<i>ChrIV</i> _{753kb} ::{UR, TRP1}, Step 2
OJL2711	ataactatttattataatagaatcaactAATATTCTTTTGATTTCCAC	<i>ChrIV</i> _{753kb} ::{UR, TRP1}, Step 2
OJL2716	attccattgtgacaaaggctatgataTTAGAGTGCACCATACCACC	<i>ChrIV</i> _{875kb} ::{UR, TRP1}, Step 1
OJL2717	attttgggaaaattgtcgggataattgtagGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{875kb} ::{UR, TRP1}, Step 1
OJL2718	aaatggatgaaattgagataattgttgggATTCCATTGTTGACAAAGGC	<i>ChrIV</i> _{875kb} ::{UR, TRP1}, Step 2
OJL2719	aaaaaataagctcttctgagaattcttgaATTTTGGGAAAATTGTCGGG	<i>ChrIV</i> _{875kb} ::{UR, TRP1}, Step 2
OJL2720	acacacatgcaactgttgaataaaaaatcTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{985kb} ::{UR, TRP1}, Step 1
OJL2721	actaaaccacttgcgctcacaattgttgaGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{985kb} ::{UR, TRP1}, Step 1
OJL2722	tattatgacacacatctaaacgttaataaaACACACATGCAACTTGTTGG	<i>ChrIV</i> _{985kb} ::{UR, TRP1}, Step 2
OJL2723	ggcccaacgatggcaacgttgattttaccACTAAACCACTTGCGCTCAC	<i>ChrIV</i> _{985kb} ::{UR, TRP1}, Step 2
OJL2724	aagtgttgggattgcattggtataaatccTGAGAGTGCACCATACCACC	<i>ChrIV</i> _{1100kb} ::{UR, TRP1}, Step 1
OJL2725	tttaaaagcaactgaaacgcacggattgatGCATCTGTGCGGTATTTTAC	<i>ChrIV</i> _{1100kb} ::{UR, TRP1}, Step 1
OJL2726	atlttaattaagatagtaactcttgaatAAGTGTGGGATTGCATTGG	<i>ChrIV</i> _{1100kb} ::{UR, TRP1}, Step 2
OJL2727	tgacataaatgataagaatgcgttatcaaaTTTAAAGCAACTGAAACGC	<i>ChrIV</i> _{1100kb} ::{UR, TRP1}, Step 2
OJL2228	GCCAGAAAACAGATCTTATACC	Primer 1 for Junction PCR
OJL2269	CCGATGTGACTAATACTTGAGC	Primer 2 for Junction PCR
OJL2311	CGGAATTGACTGAGTTCTTGC	Primer 3 for Junction PCR
OJL2227	AGTAGAAATGAGGGAAGAAGC	Primer 4 for Junction PCR
OJL2449	GAGGACATACGTCGTGAAGC	<i>MAK21</i> Probe
OJL2450	AGGCTTCTACTCGTTCAACG	<i>MAK21</i> Probe
OJL2231	AGGACGACTGGAGTGATAGG	<i>YOS9</i> Probe
OJL2232	AAACACATGAGTCACCAGGC	<i>YOS9</i> Probe

# Supplementary material for: Single-Stranded Annealing Induced by Re-Initiation of Replication Origins Provides a Novel and Efficient Mechanism for Generating Copy Number Expansion via Non-Allelic Homologous Recombination
**Source:** PLoS Genet. 2013 Jan 3;9(1):e1003192. doi: 10.1371/journal.pgen.1003192
**Supplement:** Text S1 — Detailed descriptions of all methods and materials used in this study.

Text S1

Oligonucleotides

Oligonucleotides used in the plasmid and yeast strain constructions described below are listed in Table S7.

Plasmids

All plasmids used for strain construction are listed in Table S6.

pJL124 contains a BglII-BamHI *URA3* fragment sub-cloned from pSK179 [1] into pRS305 [2]. The BglII end of the fragment is ligated to the BamHI site in pRS305 polylinker, and the BamHI end of the fragment is filled in and blunt-end ligated to a filled in XhoI site in the polylinker.

pKJF017 is used to replace *ura3-52* with *ura3-ΔORF* by loop-in/loop-out replacement. It effectively consists of the following elements: Homology Left (SacII to EcoRI of PCR product from YJL6558 [3] genomic DNA using OJL2177 and OJL2178), Homology Right (EcoRI-Sall of PCR product from YJL6558 genomic DNA using OJL2180 and OJL2181), and vector backbone (Sall to SacII of pRS306 [2]).

pKJF019 is used to replace *ura3-ΔORF* or *URA3* with *tACT1-pGAL1/10-ΔntCDC6,cdk2A-tCDC6* by loop-in/loop-out or direct replacement, respectively. It was generated from pJL1488 [4] by introducing a Homology Left element (NgoMIV to SacI of PCR product from pKJF017 plasmid DNA using OJL2204 and OJL2205) and an *ACT1* terminator element (SacI to SacII of PCR product from YJL6974 [3] genomic DNA using OJL2202 and OJL2203) between the NgoMIV and SacII sites of pJL1488. Then a Homology Right element

(XhoI to Asp718I of PCR product from pKJF017 plasmid DNA using OJL2206 and OJL2207) was inserted between the XhoI and Asp718I sites of the resulting plasmid.

pKJF020 is used to replace *ura3-ΔORF* or *URA3* with *tACT1-pGAL1/10-tCDC6* by loop-in/loop-out or direct replacement, respectively. It was generated from pKJF019 by digesting with BamHI and SpeI, filling in the overhangs with Klenow, then ligating the blunted ends together to re-circularize. This removes the *ΔntCDC6,cdk2A* element.

pKJF013 and pKJF021 replace *YDRCTy2-1* with version 1 or version 2 of the 3' *URA3* element (*RA3*), respectively. These effectively consist of the following elements: Homology Left (SacII to BamHI of PCR product from YJL6974 genomic DNA using OJL2158 and OJL2159), *RA3* (BamHI to XmaI of PCR product from pRS306 plasmid DNA using OJL2167 and OJL2170), Homology Right (XmaI to Sall of PCR product from YJL6974 genomic DNA using OJL2160 and OJL2161 for pKJF013, and OJL2265 and OJL2266 for pKJF021), and vector backbone (Sall to SacII of pRS306).

pKJF014 and pKJF022 replace *YDRCTy1-1* with version 1 or version 2 of the 5' *URA3* element (*UR*), respectively. These effectively consist of the following elements: Homology Left (SacII to BamHI of PCR product from YJL6974 genomic DNA using OJL2162 and OJL2163 for pKJF014, and OJL2267 and OJL2268 for pKJF022), *UR* (BamHI to EcoRI of PCR product from pRS306 plasmid DNA using OJL2168 and OJL2171), Homology Right (EcoRI to Sall of PCR product from YJL6974 genomic DNA using OJL2164 and OJL2165), and vector backbone (Sall to SacII of pRS306).

pKJF026 deletes the sequence between sequence from *YDRCdelta2* to *tQ(UUG)DI* through a loop-in/loop-out replacement. It effectively consists of the following elements: Homology Left (SacII to BamHI of PCR product from YJL6974 genomic DNA using OJL2158

and OJL2159), a BamHI-XmaI linker sequence (5'-GGATCCGCTCAAATGCCCCGGG-3'), Homology Right (XmaI to SalI of PCR product from YJL6974 genomic DNA using OJL2265 and OJL2266), and vector backbone (SalI to SacII of pRS306).

pKJF027 deletes the sequence between sequence from *tQ(UUG)D2* to *YDRCdelta9* through a loop-in/loop-out replacement. It effectively consists of the following elements: Homology Left (SacII to BamHI of PCR product from YJL6974 genomic DNA using OJL2267 and OJL2268), a BamHI-EcoRI linker sequence (5'-GGATCCCATTGAGCGAATTC-3'), Homology Right (EcoRI to SalI of PCR product from YJL6974 genomic DNA using OJL2164 and OJL2165), and vector backbone (SalI to SacII of pRS306).

pKJF028 is used as a PCR template for the *UR* element + *TRP1* selectable marker module for integration at various genomic locations. It effectively consists of the following elements: Homology Left (SacII to BamHI of PCR product from YJL6974 genomic DNA using OJL2267 and OJL2268), *UR* (BamHI to EcoRI of PCR product from pRS306 plasmid DNA using OJL2168 and OJL2171), *TRP1* (EcoRI to SalI of PCR product from pRS304[2] plasmid DNA using OJL2543 and OJL2544), and vector backbone (SalI to SacII of pRS306).

pKJF029 is used as a PCR template for the *RA3* element + *hphMX* selectable marker module for integration at various genomic locations. It effectively consists of the following elements: *hphMX* (SacII to BamHI of pAG26[5]), *RA3* (BamHI to XmaI of PCR product from pRS306 plasmid DNA using OJL2167 and OJL2170), Homology Right (XmaI to SalI of PCR product from YJL6974 genomic DNA using OJL2265 and OJL2266), and vector backbone (SalI to SacII of pRS306).

Strains

All strains used in this study have their genotypes listed in Table S5. All strains used in this study are derived from YJL6558 or YJL6974 (see below for details). As we reported in Green et al. 2010, the *ORC6* gene in these strains has a recently discovered mutation that changes serine 116 to alanine. This *orc6(S116A)* allele is not necessary for the preferential re-initiation of *ARS317* in our "MC_{2A}" strains (i.e. strains with *MCM7-2NLS* and *pGAL-ΔntCDC6,cdk2A*) but enhances the level of initiation 2-3x relative to the wild type *ORC6* allele (data not shown).

Strains used to determine whether or not homology in *cis* is necessary and sufficient for RRIGA (Figure 1, Figure S2, Figure S3) were derived from YJL7906, which was in turn derived as follows from YJL6974 (*MATa MCM7-2NLS ura3-52::pGAL, URA3 ORC2 orc6(S116A) leu2 trp1-289 ade2 ade3 bar1::LEU2 ChrIV_{567kb}::kanMX, ade3-2p, ARS317 ars317::natMX*) [3]. YJL7607 was derived from YJL6974 by selection on 5-fluoroorotic acid for loss of pJL806 integrated at *ura3-52*. YJL7906 was derived from YJL7607 by loop-in/loop-out gene replacement of *ura3-52* with *ura3-ΔORF* using *Sma*I-linearized pKJF017.

YJL8100, YJL8104, YJL8108, and YJL8112 were derived from YJL7906, YJL7954, YJL7964, and YJL7993, respectively, by loop-in/loop-out gene replacement of *ura3-ΔORF* with *tACT1-pGAL1/10-ΔntCDC6,cdk2A-tCDC6* using *Sma*I-linearized pKJF019. YJL7954 was derived from YJL7906 by loop-in/loop-out gene replacement of *YDRCTy2-1* with version 1 of *RA3* using *Bgl*II-linearized pKJF013. YJL7964 and YJL7993 were derived from YJL7906 and YJL7954, respectively, by loop-in/loop-out gene replacement of *YDRCTy1-1* with version 1 of UR using *Spe*I-linearized pKJF014.

YJL8355, YJL8359, and YJL8363/8364 were derived from YJL8259, YJL8271, and YJL8274, respectively, in two steps. An 1162 bp *Hind*III restriction fragment of pJL124

containing the *URA3* gene was used to convert *ura3-ΔORF* to *URA3*. Then a 3350 bp NgoMIV-Asp781I restriction fragment of pKJF019 was used to replace *URA3* with *tACT1-pGAL1/10-ΔntCDC6,cdk2A-tCDC6*. YJL8259 was derived from YJL7906 by loop-in/loop-out gene replacement of *YDRCTy2-1* with version 2 of *RA3* using PacI-linearized pKJF021. YJL8271 and YJL8274 were derived from YJL7906 and YJL8259, respectively, by loop-in/loop-out gene replacement of *YDRCTy1-1* with version 2 of *UR* using EagI-linearized pKJF022.

The non-re-replicating control strain (YJL9149/9150/9151) used in the uracil prototrophy assay (Figure S2) was derived from YJL8274 in 2 steps. An 1162 bp HindIII restriction fragment of pJL124 containing the *URA3* gene was used to convert *ura3-ΔORF* to *URA3*. Then a 2113 bp NgoMIV-Asp781I restriction fragment of pKJF020 was used to replace *URA3* with *tACT1-pGAL1/10-tCDC6*.

Strains used to determine which recombination factors are involved in RRIGA using the sectoring assay (Figure S4) are all derived from YJL6558 (*MATa MCM7-2NLS ura3-52::pGAL-AntCDC6-cdk2A, URA3} ORC2 orc6(S116A) leu2 trp1-289 ade2 ade3 bar1::LEU2 ChrIV_{567kb}::kanMX, ade3-2p, ARS317} ars317::natMX*) [3]. YJL7445 and YJL7451 were

Re-replicating strains (YJL8425/8426) for mapping DSBs by PFGE and Southern blotting (Figure 4, Figure S5) and the non-re-replicating controls (YJL8427/8428) were generated by replacing the *kanMX* drug resistance marker with an *hphMX* drug resistance marker along with an I-SceI recognition sequence in YJL6558 and YJL6974, respectively. The replacement fragment was generated using PCR to amplify the *hphMX* marker from pAG26 (see Table S7 for primers). A long tailed primer was used to add the I-SceI site and homology to the *ade3-2p* element in the reporter cassette upstream of *pTEF* in the *hphMX* marker.

All of the strains in which the location of *URA3* gene fragments at the amplicon endpoints were varied (Figure 5, Figure 6, Figure S7) were derived from YJL8842. YJL8842 was in turn derived from YJL8807 by deleting sequence from *tQ(UUG)D2* to *YDRCdelta9* through a loop-in/loop-out replacement using EagI-linearized pKJF027. YJL8807 was in turn derived from YJL8100 by deleting sequence from *YDRCdelta2* to *tQ(UUG)D1* through a loop-in/loop-out replacement using PacI-linearized pKJF026.

YJL9115/9116, YJL9118/9119, YJL9121/9122, YJL9127/9128, YJL9130/9131, YJL9133/9134 were all derived from YJL9054 by integrating a PCR product containing the *UR* element and a *TRP1* gene at ChrIV_{607kb}, ChrIV_{650kb}, ChrIV_{753kb}, ChrIV_{875kb}, ChrIV_{985kb}, or ChrIV_{1100kb}, respectively. YJL9136/9137 was derived from YJL9056 by integrating a PCR product containing the *UR* element and a *TRP1* gene at ChrIV_{592kb}. YJL9139/9140 was derived from YJL9057 by integrating a PCR product containing the *UR* element and a *TRP1* gene at

ChrIV_{576kb}. YJL9142/9143 was derived from YJL9060 by integrating a PCR product containing the *UR* element and a *TRP1* gene at ChrIV_{713kb}. YJL9145/9146 was derived from YJL9062 by integrating a PCR product containing the *UR* element and a *TRP1* gene at ChrIV_{753kb}. YJL9147/9148 was derived from YJL9067 by integrating a PCR product containing the *UR* element and a *TRP1* gene at ChrIV_{753kb}. Integration constructs were generated using PCR in two steps. Step 1 primers (see Table S7) were used to amplify the *UR* element and *TRP1* from pKJF028 and add short regions of homology flanking the target site. Step 2 primers extended the region of homology, using the PCR product obtained in Step 1 as a template.

YJL9054, YJL9056, YJL9057, YJL9060, YJL9062, and YJL9067 were derived from YJL8842 by integrating a PCR product containing the *R43* element and an *hphMX* drug resistance marker at ChrIV_{515kb}, ChrIV_{545kb}, ChrIV_{565kb}, ChrIV_{576kb}, ChrIV_{607kb}, or ChrIV_{650kb}, respectively. Integration constructs were generated using PCR in two steps. Step 1 primers (see Table S7) were used to amplify the *R43* element and *hphMX* from pKJF029 and add short regions of homology flanking the target site. Step 2 primers extended the region of homology, using the PCR product obtained in Step 1 as a template.

Strain Growth and Induction of Re-Replication

For synthetic medium, 1x amino acid concentrations were as described [6], except the amount of leucine was doubled to 60 µg/mL and the amount of serine was halved to 200 µg/mL. "C" indicates complete medium (all amino acids added). With the exception of plates for red/pink colony color development for the sectoring screen assay, all synthetic medium contained 2x amino acids. Color development plates contained 1x amino acids except 0.5x adenine (10 µg/mL). Synthetic medium contained 2% wt/vol dextrose. For SDC+5-FOA plates

5-fluorouracil acid was added to a final concentration of 1 mg/mL. All cell growth was performed at 30°C.

To obtain reproducible induction of re-replication, cells were diluted from a fresh unsaturated culture grown in YEPD (YEP + 2% Dextrose) into YEPRaf (YEP + 3% wt/vol raffinose + 0.05% wt/vol dextrose) and allowed to grow exponentially for 12–15 hr overnight until they reached an OD₆₀₀ of 0.2–0.8. At this cell density, 15 µg/mL nocodazole (Sigma M1404 or US Biological N3000) was added for 120–150 min to arrest cells in G2/M phase. The *GALI* promoter (*pGALI*) was then induced by addition of 2–3% galactose for 3 hr (or 6 hours for break mapping experiments). Tight maintenance of the arrest was confirmed by analyzing the distribution of total DNA content by flow cytometry as previously described. For the cultures used for mapping DSBs, alpha-factor was also added to a final concentration of 50 ng/mL in order to prevent cells that escape arrest from entering the next S-phase. Following induction cells were plated onto SDC or SDC-Ura for the uracil prototrophy selection assay, or onto color development plates (described above) for the sectoring screen assay.

Colony Sectoring Assay

To score the frequency of red sectors, ~200 colonies were plated per color development plate (see Strain Growth above). Plates were incubated in the dark at 30°C for 5 days, then in the dark at room temperature for 2–6 days until colony color development was optimal. Plates were randomized and scored blind. Red sectors were counted if: 1) the sectors were greater than 1/8 of the colony, 2) darker red than the neighboring colonies (ie, not a pink sector in a nearly white colony) and 3) the junctions between the red sector and pink colony were largely straight, to minimize sectors due to poor growth. The frequency of sectorized colonies was determined by

dividing the total sector counts by the total number of viable colonies. This frequency was measured in at least two independent experiments and the mean and standard error of the mean (when 3 or more trials were conducted), or the mean and the standard deviation (when only 2 trials were conducted) are reported (see Table S1).

Uracil Prototrophy Assay

To score the frequency of uracil prototrophs, following induction of re-replication ~5,000 cfu were plated onto each SDC-Ura plate (to isolate uracil prototrophs) and ~250 cfu onto each SDC plate (to determine an accurate cfu plated onto the SDC-Ura plates). Plates were incubated at 30°C for 3-5 days, then colonies were counted. The frequency of uracil prototrophs was determined by dividing the total number of colonies on the SDC-Ura plates by the number of cfus plated on the SDC-Ura plates. This frequency was measured in at least two independent experiments and the mean and standard error of the mean (when 3 or more trials were conducted), or the mean and the standard deviation (when only 2 trials were conducted) are reported (see Table S3). We note that this assay would score colonies that would not satisfy the criteria of red sector morphology described above, and consequently this assay consistently gave higher frequencies than the sectoring assay.

Pulsed Field Gel Electrophoresis and Southern Blotting

To make plugs for PFGE, 6×10^8 cells were transferred to a 50 mL conical tube and NaN₃ was added to a final concentration of 0.1%. Cells were then pelleted, washed twice with ice-cold 50 mM EDTA, then resuspended to 500 µL with 50°C SCE (1 M sorbitol, 0.1 M Na citrate, and 10 mM EDTA). Lyticase (L5263; Sigma) was added to a final concentration of 150

U/mL, and 475 μ L of the sample was mixed with 475 μ L of molten, 50°C 1% InCert agarose (Lonza, Rockland, ME), and then aliquoted into disposal plug molds (170-3713; Bio-Rad). The plug molds were allowed to solidify at 4°C, and then placed in SCEM + lyticase (1 M sorbitol, 0.1 M Na citrate, 10 mM EDTA, 5% β -mercaptoethanol (vol/vol), and 160 U/mL lyticase) for ~40 hr at 37°C. Plugs were then washed three times in T₁₀E₁ (10 mM Tris, pH 8.0, and 1 mM EDTA) for 1-2 hr each wash and resuspended in proteinase K solution (1% sarcosyl (wt/vol), 0.5 M EDTA, and 2 mg/ml proteinase K (Roche)) for >48 h at 55°C. Finally, plugs were washed five times in T₁₀E₁ for 1-3 hr each wash. The third T₁₀E₁ wash contained 1 mM PMSF to inactivate residual proteinase K. Plugs were then stored at 4°C in 0.5 M EDTA until used.

1/3 of each plug was cut off and washed twice with T₁₀E₁ for 1-3 hr on ice each wash. Plugs were then soaked in fresh T₁₀E₁ at 37°C for 16.5 hr (removes background fluorescence during ethidium bromide visualization of the gel). Plugs were then cooled to 4°C. Plugs were then soaked in 1x I-SceI digest buffer (Roche) on ice for 45 min. Then plugs were placed in 50 μ L of 1x I-SceI digest buffer + 1 μ L of I-SceI Enhancer (20 μ g/mL, Roche) + 4 μ L of I-SceI (10 U/ μ L, Roche) on ice for 1 hr. Digestion was started by adding MgCl₂ to a final concentration of 5 mM and placing the plugs at 37°C. Digest proceeded for 1 hr, then plugs were placed in T₁₀E₁.

Plugs were loaded on a 1% SeaKem LE agarose (wt/vol) gel in 0.5x TBE (45 mM Tris, 45 mM borate, and 1 mM EDTA). A Lambda concatamer ladder (170-3635, Bio-Rad) was included for sizing purposes. The gel was electrophoresed in 14°C 0.5x TBE on a CHEF DR-III system (Bio-Rad) with initial switch time of 50 s, final switch time of 95 s, run time of 26 h, voltage of 6 V/cm, and angle of 120°. The gel was stained with 1 μ g/mL ethidium bromide in 0.5x TBE for 30 min, then exposed to 130 mJ/cm² UV light using a Stratalinker 2400 (Stratagene, La Jolla, CA) to nick chromosomal DNA. The gel was then destained in deionized

water for 30 min, and quickly imaged with an AlphaImager. The gel was then soaked in two changes of denaturation buffer (0.5 N NaOH, 1.5 M NaCl) at RT for 15 min each. After rinsing with deionized water the gel was soaked in two changes of neutralization buffer (1.0 M Tris-Cl, 1.5 M NaCl, pH 7.5) at RT for 15 min each. The DNA was then transferred to a Roche positively charged nylon membrane using neutral downward capillary transfer (20X SSC, pH 7.0 used as transfer buffer). DNA was cross-linked to the membrane with 120 mJ/cm² of UV light in a Stratalinker 2400. The membrane was probed with a *MAK21* probe generated by PCR from yeast genomic DNA with oligonucleotides OJL2449 and OJL2450, and a *YOS9* probe generated by PCR from yeast genomic DNA with oligonucleotides OJL2231 and OJL2232. A Lambda probe was used to detect the sizing ladder. Images were collected using a Typhoon 9400 (GE Healthcare).

Break Mapping and Quantification

In our system a portion of Chromosome IV molecules at the G2/M boundary were induced to re-replicate *ARS317*, and a portion of these re-replicated chromosomes experienced breaks at various distances from *ARS317*. We wished to estimate the fraction of G2/M Chromosome IV that ended up acquiring a break within each approximately 2.5 kb distance interval from *ARS317*. To do this our analysis of the signal intensity from the southern blot had to correct or normalize for lane to lane differences in sample loading and run distance, for background lane signal from the T=0 hr (pre-induction MC_{2A}) sample, and for nonlinearity of fragment migration versus fragment size. Our starting point was a quantification of intensities obtained with ImageJ software (NIH) using a line trace about half the width of each lane. ImageJ divides each line trace vertically into a stack of thin lane slices each with a height

of 0.2 mm along the length of the lane. The software then assigns an intensity value for that slice (an average of the intensity across the width of the slice). This list of intensities versus lane slices was exported to Excel (Microsoft Corp.) for analysis.

To correct for slight lane to lane variability in electrophoretic migration, we offset all the lists so that a minor re-replication independent band (labeled in Figure S5 with an asterisk) aligned across all the lanes. This only required shifting lanes up or down by at most four slices relative to the adjacent lane(s).

To normalize for sample loading variability we assumed that the total signal in each lane (which comes from hybridization to a probe within 5 kb of *ARS317*) should be proportional to the amount of DNA in the *ARS317* re-replication peak as determined by aCGH. The aCGH peaks at the 3 hr and 6 hr time-points were 1.40625 and 1.84375 times the 2C DNA content at 0 hr (pre-induction) (data not shown). Hence the normalization scalar used for the list of 3 hr signal intensities was $[(\text{Total 0 hr Lane Signal})/(\text{Total 3 hr Lane Signal})]*1.40625$ and that used for the list of 6 hr signal intensities was $[(\text{Total 0 hr Lane Signal})/(\text{Total 6 hr Lane Signal})]*1.84375$. The total signal in each lane included all signal intensity from the well at the top of the lane to the end of the smear of fragmented DNA near the bottom of the lane so that all chromosome structures and fragments contributed to this normalization.

To correct for the background signal (T=0 hr lane) and thereby isolate the re-replication dependent signal at 3 hr and 6 hr, we subtracted the intensity for each lane slice at T=0 hr from the equivalently positioned slice at T=3 hr and T=6 hr. These re-replication induced signal intensities were then divided by the total signal in the T=0hr lane (including molecules trapped in the well) to obtain for each slice an amount of re-replication induced fragmentation as a percent of starting G2 chromosomes.

How the deposited data were processed for this re-analysis (not part of the article)

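Copy number along the genome was measured by aCGH in 208 samples of *S. cerevisiae*. Of these, 162 are red sectors from the sectoring assay, 146 taken after 3 hr of induction and 16 at 0 hr, 44 are uracil prototrophs and 2 are re-replicated cultures of YJL8364. Each sample is 1 array, an isolate or culture against a reference strain, and no isolate was hybridized more than once. The values were taken as deposited: log2 ratios of isolate to reference that the authors scaled to a mean ratio of 1 (2 for the re-replicated cultures) and inverted on dye-swapped arrays. The scanner settings and the filter on spots are not given in the sources used here, and spots without a value are blank. Spot intensities were not used here, so the signal over background is unknown, and the number of arrays per strain limits the precision. Parent strain, material, time point, dye and reference of each sample were taken from the sample labels, and boundary genotypes from the paper and its supplementary tables.

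Probes were placed by their systematic names on the R64 reference and its annotation, an ORF at its middle and a spacer at the end of the ORF it is named after. Of 14040 probes, 11518 could be placed. Left out were 102 placed probes inside Ty elements and 1301 measured on fewer than 50% of the arrays, and 10115 were used. The probes measured on an array numbered 5148 to 12013, with a median of 11133. Each array was centred on the median of its probes outside Chromosome IV. The copy number of a region is 2 to the power of the median log2 ratio of its probes. Amplicons of 515 kb to 650 kb were called at 1.3 times the neighbouring regions. Amplicons with *ARS317* were called at 1.3 for 567 kb to 650 kb and 1.3 times the region left of 435 kb. Chromosomes were called gained at a median of 1.3, which a segment of about 50% of the chromosome can reach, and lost at 0.77, and 3 copies were called from 2.3. Ends were found by least-squares segmentation with a penalty of 4 times the logarithm of the number of probes times the noise variance, at least 3 probes per segment, and neighbours joined below a difference of 0.25 log2. Gained segments up to 10 kb apart were joined, a choice made for the main setting after the data had been seen, where the plan joined only segments that touch. An end was assigned to a boundary of the paper within 10 kb.

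Shares were compared with Fisher's exact test, two-sided, with Clopper-Pearson 95% intervals. Means were compared with permutation tests of 100000 resamples, or exact ones with fewer than 10 values in a group. Correlations were tested by permutation. Probe by probe, 5 pairs of strains were compared with limma 3.58.1 in R 4.3.3, with the 6 strains YJL8100, YJL8104, YJL8108, YJL8112, YJL8355 and YJL8359 in 1 fit. A probe was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 1.2 times. Neighbouring probes share an amplicon, so counts of probes are counts of a few events. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9. Genes were named by a rule: those named by the paper, those next to a boundary or to *ARS317*, the 5 largest rises and falls per comparison with 1 gene per 20 kb, genes of purine synthesis, mating type genes as markers of ploidy, and genes that the strains lack or add. The text gives those of them that were called and a selection of the others.

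The pipeline was tested on simulated data. With 100 probes changed by 0.4 log2, limma recovered 97 for YJL8100 against YJL8355, 92 for YJL8359 against YJL8355, 98 for YJL8112 against YJL8104, 99 for YJL8112 against YJL8108 and 99 for YJL8100 against YJL8112. At 0.8 log2 it recovered 100 in each of the 5 comparisons. False calls numbered 0, 6, 1, 0 and 1 in the same order. The noise was drawn for each probe on its own, while real probes of a gained segment move together. These counts therefore do not give the false calls among real sectors. Segmentation placed both ends within 10 kb in at least 99 of 100 simulated arrays at 1.5 copies, and in 100 of 100 at 1.8 and 2.5 copies. It called a gain in 0 of 300 simulated arrays without one. Noise was drawn for each probe on its own there too, so arrays with raised chromosome ends are not covered.

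The alternatives changed 1 choice at a time. They were the scale as deposited, centring on all probes, every probe with a value, gains of 1.2 or 1.5, calls from found ends within 10 kb or 20 kb, copy number from the mean of the linear ratios, penalties of 2 or 8, at least 8 probes per segment, and running medians of 20 kb or 40 kb. For limma they were dye and reference arrest as covariates, only the strains compared, a weight per array, and adjusted p alone. Isolates labelled with Cy3 against a G1-arrested reference were also analysed alone, and isolates of YJL6974 and re-replicated cultures were left out in turn. Leaving out arrays with raised chromosome ends, or isolates the paper marks with an asterisk, was added after the data had been seen. The probe of *ADE3* holds no values, so the 6 probes beside it were used, which was also chosen then, as were the test of the versions against each other and copy number over the found segments of relocated isolates. Samples of the paper that are not among the 208 arrays are not analysed here.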

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

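The tests of explanations in this part, the test of the versions against each other, and the measures beside *ADE3*, between the tRNA genes and at the chromosome ends, were chosen after the results had been seen. Copy number of 515 kb to 650 kb, copy number beside *ADE3* and array noise were also searched for an isolate far from the others of its group of 4 to 10 isolates. Of 21 such searches, 0 found one, where chance alone finds one in about 1 of 20.

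The effect of which Ty element is missing differed between the versions of the replacement. In version 2, sectors with an amplicon that holds *ARS317* were 66.7 points more frequent when the left Ty element was kept (YJL8359) than when the right one was (YJL8355). In version 1 this difference, YJL8108 minus YJL8104, was 14.3 points. The versions differ by 52.4 points (20000 permutations of the version within each boundary type, two-sided, p = 0.0414). YJL8104 and YJL8108 were compared only with a G1-arrested reference, so the versions also differ in their arrays.

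Probes beside *ADE3*, from which the reporter is derived, are not discussed by the paper, and they were raised in sectors of YJL8100. Their copy number exceeded that in YJL8355, whose sectors carry no *ARS317* amplicon, by 0.454. These probes lie on chromosome VII, which was called gained in 0 of the 146 red sectors taken after 3 hr. Among the relocated prototrophs, 1 per strain, they had 1.30 to 1.45 copies where *ARS317*, beside the reporter, was inside the gained segment. Where it was outside, they had 0.935 (YJL9142), 0.981 (YJL9145) and 1.01 (YJL9147), so in these isolates they followed the copies of the reporter region.

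In sectors of YJL8359, YJL8108 and YJL8104, each with 1 Ty element and 1 *URA3* fragment, copy number often rose only between the leucine and the glutamine tRNA gene right of the Ty element at 515 kb. The paper discusses these tRNA genes and the inverted LTRs, but lists the left ends as 515 kb without placing them among these elements. Spacers show this left end in 50.0% of the sectors of YJL8359 (6 of 12, Clopper-Pearson 95% interval 21.1% to 78.9%), against 0 of 32 in YJL8100 (p = 0.000131, Fisher's exact test, two-sided), and in 12 of 28 of YJL8108, 11 of 27 of YJL8104 and 1 of 10 of YJL8355, which lacks the left spacer and has no *ARS317* amplicon. A spacer probe that does not respond to copy number is argued against by its median of 0.64 log2 in YJL8100, and loss of its sequence in the parent by its lowest value of -0.28 log2 in YJL8359, where the median of YJL8355, which lacks it, is -2.20. The inverted LTRs between these tRNA genes may, as a hypothesis, serve as the left boundary: *ARS317* amplicons were 46.4 points more frequent in YJL8104, which keeps the pair, than in YJL8355, which lacks it, though these strains also differ in other sequences that version 2 removes.

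Chromosome ends were raised on some arrays over their outer 30 kb: the highest, YJL9503 of YJL8355, had ends 0.46 log2 above the rest of the genome, while the highest with a G2/M-arrested reference was at 0.11, and 12 of 208 arrays passed 0.2. GC content as the cause is argued against, since the median excess of ORFs at the ends of these 12 arrays was 0.28 before and 0.29 log2 after a fit on GC. At least 11 ends were raised on each, but arrays were chosen by the median over all ends, so this decides nothing and a gain of chromosome ends in the cells stays open. 1 batch of a G1-arrested reference on all of these arrays is argued against, since 2 of the 12 have another reference strain, YJL6974. For the others, a batch of the G1-arrested YJL7695 reference may be the source. Of arrays with that reference and the isolate in Cy3, 10 of 119 with the G1-arrested and 0 of 49 with the G2/M-arrested one were raised (p = 0.0355, Fisher's exact test, two-sided). Over both reference strains it was 12 of 134 against 0 of 49 (p = 0.038, same test). All of these G1 arrays are of red sectors and most of the G2/M ones of prototrophs, so arrest cannot be told apart from material.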

How the results depend on the processing

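The settings without arrays with raised chromosome ends and without isolates marked with an asterisk, and every setting for the probes beside *ADE3* and the found segments of the relocated isolates, were chosen after the data had been seen, and the other settings before. Over 42 results, 355 values were computed under other settings. Of the values that answer a comparison, 162 kept their direction and their side of the threshold or lay within the spread, 10 moved, 2 reversed and 1 became stronger. Of the values of single genes, 176 stayed and 4 passed the threshold no longer, 1 of *MIC10* (-0.22) and 3 of *SPT6* (0.23, 0.24 and 0.28). The differences in the share of 515 kb to 650 kb amplicons between YJL8100 and either YJL8355 or YJL8359 lay between 81.3 and 84.4 points, and those between YJL8112 and either YJL8104 or YJL8108 between 81.0 and 81.4 points.

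The difference in *ARS317* amplicons between YJL8108 and YJL8359 reversed, from -5.95 points to 2.88 points for Cy3 with a G1-arrested reference (p = 1.0, Fisher's exact test) and to 10.7 points without arrays with raised ends (p = 0.694, same test). It passed no threshold under any setting, and fewer sectors are left in both. The re-replication peak of 3.07 copies moved to 3.06 on the deposited scale. With a running median of 20 kb it was 3.06 and with one of 40 kb 2.99. By adjusted p alone, without a minimum difference, the probes called between YJL8100 and YJL8355 rose from 182 to 1609, and those between YJL8100 and YJL8112 from 3 to 5. For Cy3 with a G1-arrested reference, the first of these counts was 393 and the cause was not tested. Between YJL8359 and YJL8355, 594 called probes fell to 285 with only these strains in the fit, where 12 sectors of each strain give the spread, and to 289 with a weight per array. A weight per array also raised the count from 114 to 223 between YJL8112 and YJL8104 and from 109 to 173 between YJL8112 and YJL8108; the cause was not tested for these.

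The relation of amplicon length to copy number in the relocated isolates was stronger over the found segments, with r = -0.633 (permutation p = 0.0364) in place of -0.056 (permutation p = 0.865). The shortest segment had 1.90 copies in place of 1.78 there.

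With each of the 4 sectors of YJL6974 left out in turn, the difference of YJL6558 was 90.0 points each time, with p = 0.0140 (Fisher's exact test). The planned comparison of the *ADE3* probe was not run under any setting, because that probe holds no values. No paired analysis was possible because the labels give no replicate numbers that strains share. The number of arrays limits the precision, and the signal over background is unknown, since spot intensities were not used here.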

Differences from the paper's values

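Red sectors of YJL6974, which does not re-replicate, were counted for an amplicon with *ARS317* after 3 hr. The paper's count is 1 of 4, YJL7900, listed with a gain from 515 kb to 875 kb and marked with an asterisk, which the paper uses for isolates that may be diploid or a mixture. The count here is 0 of 4. Of the settings fixed before the data were examined, a gain of at least 1.2 gives 1 and reaches the paper's count. The scale as deposited, centring on all probes, every probe with a value and a gain of at least 1.5 give 0. YJL7900 had 1.28 copies of 515 kb to 567 kb and 1.21 of 650 kb to 805 kb, on 1 of the 12 arrays with raised chromosome ends (0.30 log2 above the rest of the genome).

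The paper lists a disomy of XIII with a question mark in YJL8454 and a disomy of IV in YJL8470, both marked with an asterisk. The copy numbers found here, 1.19 for XIII and 1.25 for IV, were not called. For sectors after 3 hr with a gained chromosome other than IV, the count here is 10 for YJL8104 and 7 for YJL8108. The isolates in Table S2 of the paper give 8 and 4 with a disomy or trisomy, and 9 and 5 when a listed segment of over 50% of its chromosome is added, in YJL8302 and YJL8168. The others, YJL8146, YJL8162 and YJL8163, are listed with shorter segments, over which the median of the chromosome still passes 1.3 here. The paper lists a triplication and an adjoining duplication of XII in YJL9508, found here as 1 segment at 2.63 copies. The tally in Fig. S3 and the isolates in Table S2 of the paper differ by 1 isolate for YJL8100 and YJL8359. The counts here match the table: 23 sectors of YJL8100 with 2 copies and 4 with 3 copies of 515 kb to 650 kb, and 4 sectors of YJL8359 with 2 copies and 1 with 3 copies of 515 kb to 875 kb.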

Other observations

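Red sectors can arise by routes other than a gain of the reporter. Gains of chromosomes II, III, V and XIII were frequent in them, above all in sectors taken before re-replication or from strains without homologous boundaries. The paper found fewer red sectors at 0 hr and in these strains, so such shares do not give how often cells gained a chromosome. Of 16 sectors taken at 0 hr, 11 had gained a chromosome other than IV, while after 3 hr only 1 of 32 sectors of YJL8100 and 0 of 20 of YJL8112 had.

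In 4 sectors, YJL8146, YJL8162, YJL8168 and YJL8182, only a part of XIII was gained, and the gains share the stretch from 769.9 kb to 838.0 kb. Segments at a chromosome end on arrays with raised ends are left out of this count. The mating type genes *MATALPHA1* and *MATALPHA2* hold no values.

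The tests of explanations in the next paragraph were chosen after the result had been seen, and the test of other splits of the sectors before. Of 38 gains of chromosomes other than IV in 162 red sectors, 34 were of II, III, V or XIII (p = 1e-05 for an even spread over 15 chromosomes, the smallest p that 100000 draws can give). Uneven hybridization is argued against by the median copy number of 1.83 (SD 0.182) of the gains. Dosage of the listed purine genes as the whole cause is argued against, since 68.4% of the gains (26 of 38, Clopper-Pearson 95% interval 51.3% to 82.5%) are of chromosomes without any. Descent from 1 aneuploid clone per strain is argued against by 17 of 37 gains that are not of the commonest chromosome of their strain, over 6 strains with at least 3 gains. Descent from several clones per strain was not tested, and gains that share a clone would not be independent of each other. Other genes on these chromosomes that deepen the color may explain the gains, and this was not tested.

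Other splits of the sectors of each pair of strains, 100 with the real one, were compared by the number of probes that limma calls. For YJL8100 against YJL8355 the real count was 182 and the highest other 2, with 1 split as large, the real one. For YJL8112 against YJL8104 they were 114 and 0, and against YJL8108 109 and 0, again with 1 split as large. For YJL8100 against YJL8112 they were 3 and 1, with 1 as large. In these comparisons no other split reached the real count. Part of each count, *URA3* among it, is set by how the strains were built. For YJL8359 against YJL8355, 4 splits were as large as the real count of 594, the real one included, so chance is not excluded. The highest other count was 754, which points to a structure of the sectors other than the strain. What it is was not tested.

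Arrays with the isolate in Cy3 correlated at -0.371 at the lowest (YJL8183 with YJL8474), and 8 of 14133 pairs lay under -0.3. Between arrays with the isolate in Cy3 and in Cy5 the lowest correlation was -0.460, in 4200 pairs, of which 14 lay under -0.3. Directions were kept as the labels state the dyes. No array was identical to another.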
